# Snord67 promotes breast cancer metastasis by guiding U6 modification and modulating the splicing landscape

**DOI:** 10.1038/s41467-025-59406-w

**Published:** 2025-05-02

**Authors:** Yvonne L. Chao, Katherine I. Zhou, Kwame K. Forbes, Alessandro Porrello, Gabrielle M. Gentile, Yinzhou Zhu, Aaron C. Chack, Dixcy J. S. John Mary, Haizhou Liu, Eric Cockman, Lincy Edatt, Grant A. Goda, Justin J. Zhao, Hala Abou Assi, Hannah J. Wiedner, Yihsuan Tsai, Lily Wilkinson, Amanda E. D. Van Swearingen, Lisa A. Carey, Jimena Giudice, Daniel Dominguez, Christopher L. Holley, Chad V. Pecot

**Keywords:** Metastasis, Gene regulation, Cancer genomics, Small RNAs

## Abstract

Previously considered “housekeeping” genes, small nucleolar RNAs (snoRNAs) are increasingly understood to have wide-ranging functions in cancer, yet their role in metastasis has been less well studied. Here, we identify the snoRNA Snord67 as a regulator of lymph node (LN) metastasis in breast cancer. Snord67 expression is enriched in LN metastases in an immune-competent mouse model of female breast cancer. In an orthotopic breast cancer model, loss of Snord67 decreases LN metastasis. In a model of lymphatic metastasis, Snord67 loss decreases LN tumor growth and distant metastases. In breast cancer cell lines, Snord67 knockout results in loss of targeted 2′-*O*-methylation on U6 small nuclear RNA, as well as widespread changes in splicing. Together, these results demonstrate that Snord67 regulates splicing and promotes the growth of LN metastases and subsequent spread to distant metastases. SnoRNA-guided modifications of the spliceosome and regulation of splicing may represent a potentially targetable pathway in cancer.

## Abstract (web summary)

The functions of small nucleolar RNAs (snoRNAs) in cancer remain to be studied. Here the authors show that the snoRNA Snord67 promotes lymph node metastasis of breast cancer cells through guiding modifications of the spliceosome and regulating the splicing landscape.

## Introduction

Distant metastases are the primary cause of cancer-related mortality, and lymph node (LN) metastases correlate with both increased risk of distant metastasis as well as poor prognosis^1^. However, the lack of a clear survival benefit from the surgical resection of axillary LNs (AxLNs) in breast cancer suggests that while LN metastases are clinically important, they have a complex relationship with distant metastases, and the factors that determine when and how LN metastases give rise to distant metastases remain poorly understood^2^. Although LN metastases have historically been considered a surrogate for the ability of cancer cells to metastasize via hematogenous dissemination, several studies have demonstrated that LN metastases can directly give rise to distant metastases via lymphatic spread^3–5^. Moreover, the LN harbors a unique microenvironment to which cancer cells must adapt. For example, the LN is a fatty acid-rich microenvironment, and cancer cells adapt by upregulating lipid metabolism pathways^6^. In melanoma, LN colonization has been shown to result in epigenetic rewiring of both tumor and immune cells, which in turn promotes distant metastases^7^. However, the mechanisms governing the survival of cancer cells in LNs and the spread of cancer cells to distant organs from LNs remain poorly understood.

To investigate the mechanisms that drive LN metastasis, we previously developed a microsurgical murine model using 4T1 breast cancer cells, which form tumors that histopathologically resemble triple-negative breast cancer but have a gene expression profile more consistent with the luminal molecular subtype^8,9^. Using this model, we demonstrated that micro-injected AxLN tumors can spontaneously establish distant lung metastases and that metastasis via the lymphatic route is more efficient than hematogenous dissemination^8^. To further explore the mechanisms by which LN tumors grow and give rise to distant metastases, we evaluated protein-coding genes that were differentially expressed in micro-injected AxLNs^8^. However, besides protein-coding genes, non-coding RNAs (ncRNAs) also function in the dynamic regulation of gene expression in cancer^10–14^. Notably, microRNAs (miRNAs) and long ncRNAs have well-established roles in metastatic biology through the pre- and post-transcriptional regulation of cell fate^15,16^. In contrast, while some small nucleolar RNAs (snoRNAs) have been identified as either oncogenic or tumor suppressive, the role of snoRNAs in metastasis remains largely unexplored^17–20^. SnoRNAs are small ncRNAs less than 300 nucleotides in length that primarily guide the site-specific modification of target RNAs via sequence complementarity at a region called the antisense element (Supplemental Fig. 1A). The two subtypes of snoRNAs, box C/D and box H/ACA, guide either 2′-*O*-methylation (box C/D) or pseudouridylation (box H/ACA) of their target RNAs. The canonical targets of snoRNAs are ribosomal RNAs (rRNAs) and small nuclear RNAs (snRNAs), but snoRNA-guided modification of mRNA targets has also been demonstrated^21–25^. In addition, some snoRNAs have been shown to function through non-canonical mechanisms that do not involve 2′-*O*-methylation or pseudouridylation^13^.

In this study, we use our microsurgical murine model of LN metastasis to identify ncRNAs that are differentially expressed in LN metastases compared to primary tumors and distant metastases. We find that snoRNAs are frequently upregulated in LN tumors and identify the box C/D snoRNA Snord67 as one of the most upregulated snoRNAs. We further demonstrate that loss of Snord67 in breast cancer cell lines leads to decreased colony formation and spheroid area in vitro, as well as decreased lymph node tumor growth and distant metastases in murine models. Finally, we investigate possible mechanisms by which Snord67 might promote lymphatic metastasis, showing that Snord67 is required for site-specific 2′-*O-*methylation of U6 snRNA and that decreased Snord67 expression is associated with widespread changes in splicing patterns in murine and human breast cancer cell lines. We further validate two Snord67-dependent differential alternative splicing events that also correlate with Snord67 expression in paired primary breast and lymph node tumors from patients with breast cancer. Together, our results reveal that Snord67 promotes the lymphatic dissemination of breast cancer and suggest the Snord67-mediated regulation of splicing as a potential mechanism.

## Results

### Many snoRNAs are upregulated in lymph node metastases

Using the 4T1 model, we generated subclones of cancer cells from mammary fat pad (MFP) tumors, microsurgically-injected AxLN tumors (Supplemental Fig. 1B), and spontaneous lung metastases derived from AxLN tumors (AxLN-LuM) (Supplemental Fig. 1C). We performed microarray profiling of these subclones to identify ncRNAs that were differentially expressed in AxLN tumors compared to MFP tumors and AxLN-LuM (Fig. 1A, Supplemental Fig. 1D, E, and Supplementary Data 1, 2). Among 10,043 probe sets corresponding to ncRNAs and poorly characterized RNAs on the microarray, only 30 demonstrated differential expression in AxLN subclones compared to MFP and AxLN-LuM (Supplemental Table 1). In this subset of differentially expressed ncRNAs, 67% of the probe sets corresponded to snoRNAs (20 out of 30). This was a striking finding since snoRNAs comprised only 12% of all RNAs profiled in this study (1245 out of 10,043; Fig. 1B and Supplemental Table 1). Thus, there was a more than five-fold, statistically significant enrichment of snoRNAs among the differentially expressed ncRNAs (*p* = 5.6 × 10^−12^ by the hypergeometric test). On the other hand, most snoRNAs (98%) profiled on the microarray were not differentially expressed in AxLN tumors relative to MFP tumors and AxLN-LuM. Thus, a small subset of snoRNAs is responsible for a large fraction of the changes observed in the non-coding transcriptome of AxLN tumors.

**Fig. 1:**
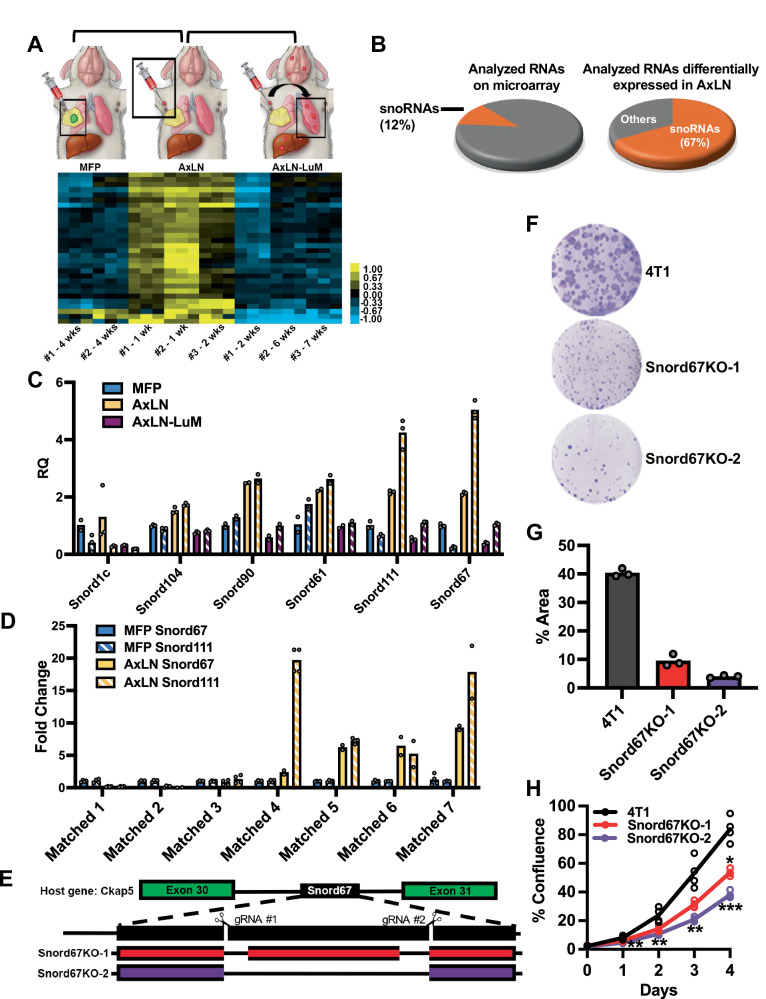
Identification and validation of snoRNAs that are upregulated in LN tumors. **A** Composite microarray showing ncRNAs and poorly characterized RNAs that were differentially expressed in axillary lymph node (AxLN) tumors (*n* = 3) compared to mammary fat pad (MFP) tumors (*n* = 2) and lung metastases derived from AxLN tumors (AxLN-LuM) (*n* = 3). Tumors were harvested at indicated timepoints, expanded ex vivo to generate subclones, and run in 3 biological replicates. Expression values were plotted on the heat map using colors (yellow-blue) assigned by the TreeView plotting software, with the contrast set to 1 (see the color bar). Graphics © 2020 The University of Texas M.D. Anderson Cancer Center. **B** Pie charts showing the proportion of snoRNAs (orange) among ncRNAs and poorly characterized RNAs on the microarray (*left*) and among analyzed RNAs differentially expressed in AxLN tumors versus MFP tumors and AxLN-LuM (*right*). **C** Relative quantification (RQ) of snoRNAs identified on the microarray in AxLN and AxLN-LuM subclones versus MFP by RT–qPCR. *n* = 2 subclones per tumor site, 3 technical replicates. **D** RQ of Snord67 and Snord111 in de novo LN metastases versus matched MFP tumors by RT–qPCR. *n* = 7 pairs of subclones, *n* = 4 technical replicates (except n = 3 technical replicates for Matched 6–7 MFP Snord111, *n* = 2 technical replicates for Matched 4–7 AxLN Snord67 and Matched 2, 6, and 7 AxLN Snord111). **E** Schematic of the CRISPR/Cas9 double-nicking strategy for snoRNA knockout and the deletions observed in the Snord67 knockout (Snord67KO) clones. **F**, **G** Colony formation assay of 4T1 WT cells (4T1) and Snord67KO cells quantified by area of well coverage, plated in 3 replicates, repeated independently at least 4 times with similar results. **H** Proliferation of 4T1 WT and Snord67KO cells, quantified as percent confluence in time-lapse images captured using IncuCyte over 5 days (line = mean, *n* = 4 biological replicates). Adjusted *p < 0.01, **p < 0.001, ***p < 0.0001. Statistical analysis was by unpaired t-tests with correction for multiple testing using the Benjamini, Krieger, and Yekutieli procedure (FDR < 0.01); *p*-values in Supplementary Data 4. Bar plots show mean, error bars = +1 S.D. Source data are provided as a Source Data file.

The top six box C/D snoRNAs identified in the profiling analyses were validated using reverse transcription and quantitative polymerase chain reaction (RT–qPCR), which confirmed increased expression of these snoRNAs in AxLN subclones compared to MFP tumors and AxLN-LuM, with the most significant changes observed in Snord67 and Snord111 (Fig. 1C). To determine whether Snord67 and Snord111 expression also increased in de novo LN metastases, we measured expression of these snoRNAs by RT–qPCR in matched pairs of MFP tumor subclones and de novo LN metastasis subclones. For the majority of the matched pairs, expression of both Snord67 and Snord111 was increased in the de novo LN metastasis subclones compared to the MFP subclones (Fig. 1D). Together, these results show that the box C/D snoRNAs Snord67 and Snord111 are consistently upregulated in both microsurgically-injected LN tumors and de novo LN metastases.

### Loss of Snord67 decreases proliferation and tumorigenesis

Since Snord67 and Snord111 are specifically upregulated in LN metastases, we hypothesized that these snoRNAs may function in the lymphatic route of metastasis. To evaluate the function of these snoRNAs in 4T1 breast cancer cells, we generated Snord67 and Snord111 knockout clones using the CRISPR/Cas9 system. Due to concerns that a single genomic deletion would not be sufficient to knock down expression of a snoRNA^26^, we employed a double-nicking strategy using paired guide RNAs to reduce off-target mutagenesis (Fig. 1E)^27^. Two single-cell knockout clones were isolated for each of the two snoRNAs, Snord67 and Snord111, and genomic deletions at the predicted sites were confirmed by DNA sequencing. The double-nicking strategy resulted in clones with either two separate deletions or a larger deletion spanning the target sites. Loss of snoRNA expression in Snord67 and Snord111 knockout clones was verified by RT–qPCR (Supplemental Fig. 2A). SnoRNAs are typically encoded within introns of host genes, and regulation of snoRNA expression can be dependent or independent of host gene transcription levels^28,29^. Therefore, we verified that the expression of host genes *CKAP5* (Snord67) and *SF3B3* (Snord111) were not affected in the knockout clones (Supplemental Fig. 2B, C). CKAP5 protein expression and CKAP5 mRNA splicing in the region flanking Snord67 were also unaffected by Snord67 knockout (Supplemental Fig. 2D, E). We then evaluated the functional significance of loss of Snord67 or Snord111 in breast cancer cells. Compared to 4T1 wild-type (WT) cells, loss of Snord67 expression resulted in decreased colony formation and proliferation, while loss of Snord111 had no effect on either phenotype (Fig. 1F–H and Supplemental Fig. 3A–C). Migration was not affected by loss of either Snord67 or Snord111 (Supplemental Fig. 3D). Since Snord67 knockout cells exhibited decreased in vitro proliferation and colony formation, we focused on Snord67 in subsequent experiments.

Having demonstrated that Snord67 is necessary for in vitro proliferation and colony formation in 4T1 cells, we next investigated whether Snord67 expression is sufficient to rescue these in vitro phenotypes. Transfection with in vitro transcribed Snord67 led to only transient rescue (around 24 h) of Snord67 levels in 4T1 cells, so instead, we stably transfected one of the 4T1 Snord67 knockout clones (Snord67KO-2) with a Snord67 expression construct (OE). The putative function of Snord67 is to guide 2′-*O*-methylation at the C60 position in U6 snRNA, which is a core component of the spliceosome. To investigate whether Snord67-guided 2′-*O*-methylation of U6 C60 is important for its effect on in vitro phenotypes, we generated a mutant Snord67 construct with a point mutation (G97C) in its antisense element, which is expected to abolish Snord67-guided 2′-*O*-methylation of U6 at C60 (Fig. 2A)^30^. Snord67KO-2 cells were then transfected with this mutant Snord67 expression construct (mutOE). Snord67 expression was restored to approximately physiologic levels in Snord67KO-2 cells stably transfected with the wild-type and mutant Snord67 constructs (OE and mutOE) but not in cells transfected with empty vector (EV) (Fig. 2B). We then measured 2′-*O*-methylation at C60 in U6 snRNA using the Nm-VAQ (2′-*O*-methylation Validation and Absolute Quantification) method, in which site-specific 2′-*O*-methylation is measured based on the fraction of transcripts that are protected from RNase H cleavage (Supplemental Fig. 4A)^31^. Nm-VAQ on mixtures of RNA from WT and Snord67 knockout cells showed that percent U6 C60 methylation increased linearly with increasing fraction of WT RNA, indicating that Nm-VAQ provides a quantitative measurement of percent U6 C60 methylation (Supplemental Fig. 4B). In 4T1 cells, loss of Snord67 resulted in a significant decrease in U6 C60 2′-*O*-methylation without affecting U6 snRNA abundance (Fig. 2C and Supplemental Fig. 4C). The wild-type Snord67 expression construct (OE) led to partial rescue of U6 C60 2′-*O*-methylation, whereas the mutant construct (mutOE) did not rescue U6 methylation (Fig. 2C). Next, we assessed the in vitro phenotypes of these stably transfected cell lines. Compared to Snord67KO-2 cells transfected with empty vector, cells transfected with the wild-type Snord67 expression construct exhibited increased colony formation, while cells transfected with the mutant Snord67 construct showed partial rescue of colony formation (Fig. 2D). In addition to showing decreased colony formation, the Snord67KO-2 cell line also formed smaller spheroids in a 3-dimensional growth assay for assessing tumorigenesis (Fig. 2E). Stable rescue of wild-type Snord67 expression led to increased spheroid area, similar to the 4T1 WT cells, whereas mutant Snord67 did not have as much of an effect on spheroid area (Fig. 2E). These results demonstrate that expression of wild-type Snord67 is sufficient to rescue the colony and spheroid formation phenotypes of Snord67 knockout 4T1 cells, while expression of mutant Snord67 partially rescues these phenotypes.

**Fig. 2:**
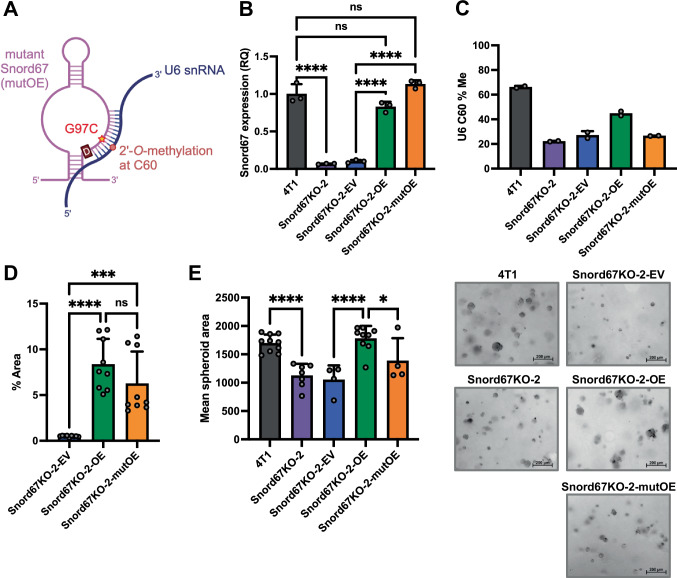
Colony and spheroid formation upon stable rescue of Snord67 in 4T1 cells. **A** Schematic of the Snord67 mutant construct mutOE, which contains the mutation G97C at the nucleotide complementary to the target site C60 in U6 snRNA. Created in BioRender. Zhou, K. (2025) https://BioRender.com/v01z684. **B** Expression of Snord67 in 4T1 WT cells (4T1), Snord67 knockout cells (Snord67KO-2), and Snord67KO-2 cells stably transfected with empty vector (EV), Snord67 expression construct (OE), or mutant Snord67 expression construct (mutOE), quantified by RT–qPCR and presented as relative quantification (RQ) normalized to GAPDH expression and to 4T1 WT cells. *n* = 3 biological replicates per cell line. Statistical significance was calculated by one-way ANOVA using the Šidák method for multiple comparisons; ns = not significant, ****adjusted *p* < 0.0001; adjusted *p* < 10^−6^ for 4T1 vs. Snord67KO-2, Snord67KO-2-EV vs. Snord67KO-2-OE, and Snord67KO-2-EV vs. Snord67KO-2-mutOE; adjusted *p* = 0.065 for 4T1 vs. Snord67KO-2-OE; adjusted *p* = 0.22 for 4T1 vs. Snord67KO-2-mutOE. **C** Percent methylation of U6 snRNA at the C60 position (U6 C60 % Me) in 4T1 WT cells, Snord67KO-2 cells, and stably transfected Snord67KO-2 cells, quantified by Nm-VAQ. n = 2 biological replicates per cell line. **D** Colony formation assay at day 5 in stably transfected Snord67KO-2 cells, quantified as percent area. *n* = 9 replicates per cell line. Statistical significance was calculated by one-way ANOVA using the Šidák method for multiple comparisons; ns = not significant, ***p < 0.001, ****p < 0.0001. Adjusted *p* < 0.0001 for Snord67KO-2-EV vs. Snord67KO-2-OE; adjusted *p* = 0.0002 for Snord67KO-2-EV vs. Snord67KO-2-mutOE; adjusted *p* = 0.27 for Snord67KO-2-OE vs. Snord67KO-2-mutOE. **E** Spheroid assay at day 3 in 4T1 WT, Snord67KO-2, and stably transfected Snord67KO-2 cells. Mean spheroid area was quantified using 4–10 images per cell line: 4T1 (10), Snord67KO-2 (7), Snord67KO-2-EV (4), Snord67KO-2-OE (9), Snord67KO-2-mutOE (4). Scale bar = 200 µm. Statistical significance was calculated by one-way ANOVA using the Šidák method for multiple comparisons; ns = not significant, *adjusted *p* < 0.05, ****adjusted *p* < 0.0001. Adjusted *p* < 0.0001 for 4T1 vs. Snord67KO-2 and Snord67KO-2-EV vs. Snord67KO-2-OE; adjusted *p* = 0.032 for Snord67KO-2-OE vs. Snord67KO-2-mutOE. All bar plots show mean values, with error bars representing +1 S.D. Source data are provided as a Source Data file.

To replicate these findings in another model, we generated a Snord67 single-cell knockout clone in EO771.LMB, another murine triple-negative breast cancer model that spontaneously metastasizes to lymph nodes in vivo^32^. Loss of Snord67 expression was confirmed by RT–qPCR (Fig. 3A). CKAP5 mRNA expression and splicing in the region flanking Snord67 were not affected by Snord67 knockout (Supplemental Fig. 5A, B), while CKAP5 protein expression was only mildly decreased upon Snord67 knockout (Supplemental Fig. 5C). Snord67 knockout cells had markedly decreased U6 C60 2′-*O*-methylation levels compared to wildtype, as measured by Nm-VAQ (Supplemental Fig. 5D), but Snord67 knockout had no effect on U6 expression (Supplemental Fig. 5E). Similar to our findings in 4T1 cells (Fig. 1F–H), loss of Snord67 in EO771.LMB cells resulted in significantly decreased proliferation and colony formation (Fig. 3B, C). To test whether restoring Snord67 expression is sufficient to rescue these phenotypes, EO771.LMB WT and Snord67 knockout cells were transfected with in vitro transcribed murine Snord67 or with a synthetic control snoRNA (human Snord75), or were treated with transfection reagent only. Whereas transfection of 4T1 cells with in vitro transcribed Snord67 resulted in only transient rescue of Snord67 levels, transfection of EO771.LMB cells with in vitro transcribed Snord67, but not with a control snoRNA, resulted in sustained rescue of Snord67 expression for up to 5 days (Fig. 3D) and was sufficient to significantly rescue U6 C60 2′-*O*-methylation in Snord67 knockout cells (Fig. 3E). Compared to treatment with transfection reagent only or transfection with control snoRNA, transfection with in vitro transcribed murine Snord67 resulted in phenotypic rescue of colony formation in EO771.LMB Snord67 knockout cells (Fig. 3F). Thus, the EO771.LMB murine breast cancer cell line exhibits in vitro phenotypes similar to the 4T1 cell line upon Snord67 knockout and rescue.

**Fig. 3:**
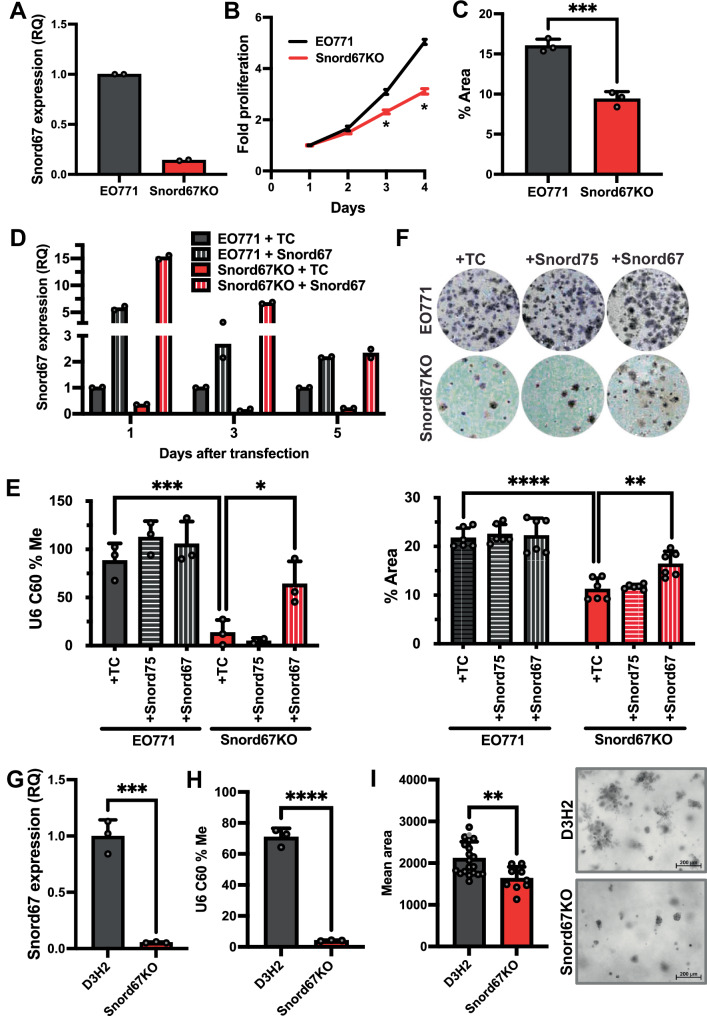
Knockout and rescue of Snord67 expression in EO771.LMB and D3H2 cells. **A** Relative quantification (RQ) of Snord67 expression in EO771.LMB WT cells (EO771) and Snord67 knockout cells (Snord67KO) by RT–qPCR, *n* = 2 technical replicates, repeated independently at least 3 times with similar results. **B** Cell proliferation assay of EO771 and Snord67KO cells, measured by absorbance following addition of alamarBlue cell viability reagent (line=mean, n = 3 biological replicates). Statistical significance (*) was calculated by multiple unpaired t-tests with correction for multiple testing using the Benjamini, Krieger, and Yekutieli method (FDR < 0.05): *p* = 0.024 (3 days), *p* = 0.0057 (4 days). **C** Colony formation assay of EO771 and Snord67KO cells quantified by area of well coverage, plated in 3 replicates. ***p < 0.001; *p* = 0.0007 by two-tailed t-test. **D** Snord67 expression by RT–qPCR at 1, 3, and 5 days after transfection of EO771 and Snord67KO cells with Snord75 or Snord67. *n* = 2 technical replicates, repeated independently 4 times with similar results. **E** Measurement of U6 C60 2′-*O*-methylation (U6 C60 % Me) in cells transfected with transfection reagent only (TC), Snord75, or Snord67 by Nm-VAQ. n = 3 biological replicates (except *n* = 2 for Snord67KO + Snord75). *p* = 0.0009 (EO771 + TC vs. Snord67KO+TC), *p* = 0.0136 (Snord67KO+Snord67 vs. Snord67KO+TC) by one-way ANOVA; *p < 0.05, ***p < 0.001. **F** Colony formation assay after transfection with synthetic snoRNAs. *n* = 6 biological replicates. *p* < 0.0001 (EO771 + TC vs. Snord67KO+TC), *p* = 0.0012 (Snord67KO+Snord67 vs. Snord67KO+TC) by one-way ANOVA; **p < 0.01, ****p < 0.0001. **G** RQ of Snord67 in MDA-MB-231-D3H2LN-luc WT cells (D3H2) and Snord67 knockout cells (Snord67KO) by RT–qPCR, normalized to GAPDH. *n* = 3 biological replicates. *p* = 0.0004 by two-tailed t-test; ***p < 0.001. **H** U6 C60 % Me in D3H2 WT and Snord67 knockout cells. n = 3 biological replicates. *p* < 0.0001 by two-tailed t-test; ****p < 0.0001. **I** Mean spheroid area at day 7 in D3H2 WT cells and Snord67KO cells, quantified using 19 (D3H2) and 9 (Snord67KO) images. Scale bar = 200 µm. *p* = 0.0029 by two-tailed t-test; **p < 0.01. Bar plots show mean, error bars = +1 S.D. Source data are provided as a Source Data file.

To replicate these findings in a human breast cancer model, we generated a Snord67 knockout clone in MDA-MB-231-D3H2LN-luc (D3H2), a cell line that spontaneously metastasizes to loco-regional lymph nodes and was derived from the human triple-negative breast adenocarcinoma model MDA-MB-231^33^. Loss of Snord67 expression was verified by RT–qPCR (Fig. 3G). CKAP5 mRNA expression and splicing in the region flanking Snord67, as well as CKAP5 protein expression, were not affected by Snord67 knockout (Supplemental Fig. 6A–C). Consistent with our findings in murine cell lines, loss of Snord67 in D3H2 cells resulted in markedly decreased 2′-*O*-methylation at the C60 position in U6 snRNA as measured by Nm-VAQ (Fig. 3H). The D3H2 cell line did not readily form colonies on plastic, so we used a spheroid assay to measure tumorigenesis in vitro. Similar to our findings in 4T1 cells (Fig. 2E), the D3H2 Snord67 knockout cells formed smaller spheroids than the D3H2 WT cells (Fig. 3I). As a complementary approach to knocking down Snord67 expression, we designed an antisense oligonucleotide (ASO) targeting the antisense element of Snord67. This second-generation ASO was chemically-modified with flanking 2′-methoxyethyl (MOE) bases for enhanced stability, resistance to nuclease degradation, and avoidance of immunogenicity (Supplemental Fig. 6D). Transfection of D3H2 WT cells with Snord67 ASO led to sustained, dose-dependent knockdown of Snord67 (Supplemental Fig. 6E) and decreased 2′-*O*-methylation at the C60 position in U6 snRNA (Supplemental Fig. 6F) without affecting host gene expression (Supplemental Fig. 6G, H). Similar to our findings in Snord67 knockout cells compared to D3H2 WT cells (Fig. 3I), knockdown of Snord67 with an ASO led to the formation of smaller spheroids compared to transfection with a control ASO (Supplemental Fig. 6I).

Taken together, our findings demonstrate that Snord67 is required for 2′-*O*-methylation at C60 in U6 snRNA and that Snord67 promotes colony and spheroid formation in murine and human triple-negative breast cancer cell lines. We also showed in murine models that expression of wild-type Snord67 rescued both 2′-*O*-methylation of U6 and colony and spheroid formation, whereas expression of mutant Snord67 did not rescue 2′-*O*-methylation of U6 and only partially rescued colony and spheroid formation.

### Snord67 is necessary for LN tumor growth and distant metastasis

To evaluate the effect of Snord67 on LN tumor growth and distant metastasis in vivo, we micro-injected 4T1 WT or Snord67 knockout cells expressing mCherry and Renilla luciferase into the AxLN of immune-competent mice (Fig. 4A). Mice that were injected with Snord67 knockout cells exhibited significantly decreased growth of AxLN tumors (Fig. 4B). Using an assay to detect luciferase activity in cancer cells that had metastasized to the lungs, we found that mice injected with Snord67 knockout cells also developed significantly fewer distant lung metastases four weeks after AxLN injection (Fig. 4C). Since the observed tumor growth phenotypes could be due to the isolation of clonal populations of Snord67 knockout cells, we also used an alternative approach by abruptly inhibiting Snord67 expression with an ASO. In vitro treatment of 4T1 cells with Snord67 ASO or Snord111 ASO resulted in significantly decreased Snord67 or Snord111 expression, respectively (Supplemental Fig. 7A, B), but only treatment with Snord67 ASO led to significantly decreased colony formation (Supplemental Fig. 7C). To test the effects of Snord67 suppression with ASO in vivo, 4T1 WT cells were micro-injected into AxLNs to generate tumors. Two weeks after injection, mice were randomized to the following treatment groups: 1) phosphate-buffered saline (PBS); 2) negative control ASO at 48 mg/kg (mpk); and 3) Snord67 ASO at 12 mpk, 4) 24 mpk, or 5) 48 mpk. Baseline AxLN tumors were measured by caliper, and ASO was administered daily subcutaneously for six consecutive days (Fig. 4D). AxLN tumors were measured and harvested 24 hours after the last ASO treatment, and Snord67 knockdown was confirmed by RT–qPCR (Fig. 4E). Mice treated with 24 and 48 mpk of Snord67 ASO demonstrated significantly reduced tumor growth at 20 days post-LN injection, compared to vehicle-treated mice (Fig. 4F). Together, these results demonstrate that loss of Snord67 expression, whether by CRISPR knockout or by ASO treatment, leads to decreased AxLN tumor growth in a microsurgical, immune-competent murine model of LN metastasis. Although the effect of Snord67 ASO on distant metastases was not assessed due to the short duration of follow-up, our findings in two Snord67 knockout clones further suggest that loss of Snord67 leads to decreased distant metastases arising from micro-injected AxLN tumors.

**Fig. 4:**
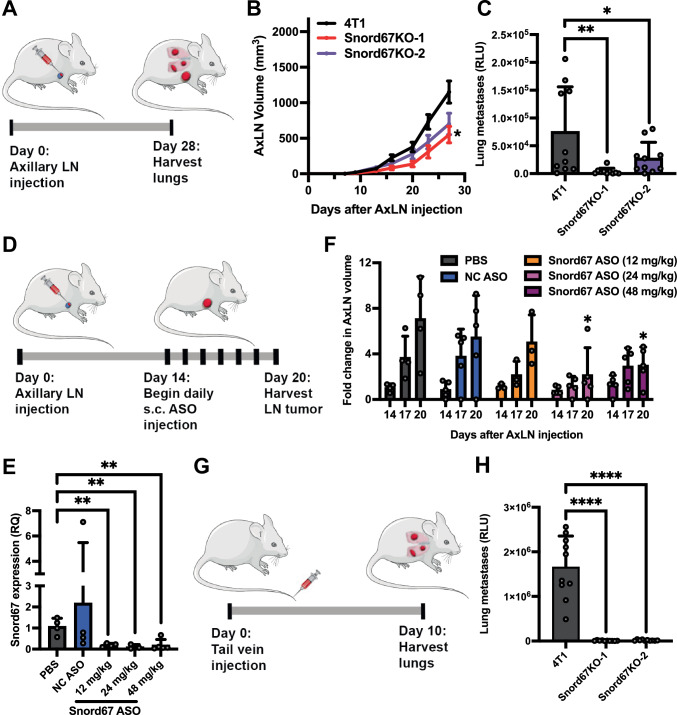
Impact of Snord67 loss on AxLN tumor growth and metastasis. **A** Schematic of microsurgical injection of axillary lymph node (AxLN) leading to subsequent lung metastases. **B** AxLN tumor volumes by calipers (line = mean, error bars = SEM, n = 10 mice/group). Statistical significance was calculated by multiple unpaired t-tests with correction for multiple testing using the Benjamini, Krieger, and Yekutieli method (FDR < 0.05); *adjusted *p* < 0.01 for Snord67KO-1 vs. 4T1 from 9–27 days (*p*-values in Supplementary Data 4). **C** Quantification of lung metastases at day 28 after AxLN injection. Harvested lungs were digested into a single cell suspension and Relative Luciferase Units (RLU) measured to quantify lung metastases. *n* = 10 mice per group, 3 technical replicates per mouse. *p* = 0.0031 (Snord67KO-1 vs. 4T1), *p* = 0.0394 (Snord67KO-2 vs. 4T1) by one-way ANOVA; *p < 0.05, **p < 0.01. **D** Schematic of AxLN injection to form tumors, followed by daily subcutaneous (s.c.) treatment with antisense oligonucleotide (ASO). AxLN tumors were harvested at day 20 following injection of tumor cells. **E** Relative quantification (RQ) of Snord67 by RT–qPCR in AxLN tumors following treatment with ASO, normalized to GAPDH and RPLP0 expression. Dose of negative control (NC) ASO was 48 mg/kg. n = 3 (24 mg/kg), 4 (PBS, NC ASO, 12 mg/kg), or 5 (48 mg/kg) biological replicates. *p* = 0.0044, 0.0094, 0.0047 (PBS vs. 12, 24, 48 mg/kg) by two-tailed t-tests without adjustment. **F** AxLN tumor volumes by calipers prior to ASO treatment, during ASO treatment, and on day of AxLN tumor harvest. n = 5 mice per treatment. *p* = 0.0225 and 0.0295 (PBS vs. 24 and 48 mg/kg) by unpaired one-tailed t-tests without adjustment. **G** Schematic of experimental metastasis: injection of cancer cells into the tail veins of mice, with subsequent metastasis to the lungs. **H** Quantification of lung metastases 10 days after tail vein injection. Harvested lungs were mechanically and enzymatically digested, cells were lysed, and RLU were measured. n = 10 mice/group, 3 technical replicates per mouse. *p* < 0.0001 for both comparisons by one-way ANOVA (***p < 0.0001). Bar plots show means, error bars = +1 S.D. The diagrams in (**A**, **D**, **G**) are modified from Servier Medical Art (https://smart.servier.com/smart_image/mouse; https://smart.servier.com/smart_image/lungs-11) and Pngimg.com (https://pngimg.com/image/12387). Source data are provided as a Source Data file.

Next, we interrogated the role of Snord67 along different steps of the metastatic cascade. To evaluate whether Snord67 may play a role in distant metastasis colonization after the cancer cells leave the LN and enter the circulation, we tested the effect of Snord67 loss on the establishment of metastases after tail vein injection (Fig. 4G). Consistent with reduced spontaneous lung metastases from LNs (Fig. 4C), we observed a dramatic reduction in lung metastases in mice that underwent tail vein injection with either of the Snord67 knockout clones compared to tail vein injection with 4T1 WT cells (Fig. 4H). We then evaluated the effect of Snord67 expression on growth and metastasis from the primary tumor. First, 4T1 and EO771.LMB WT and Snord67 knockout cells were injected into the mammary fat pads of mice (Fig. 5A). LN and lung tissues were mixed with known quantities of 4T1 and EO771.LMB cells to generate a standard curve for quantifying cell number using qPCR detection of the mCherry reporter gene (Supplemental Fig. 8). Then, four weeks after cancer cells were injected in the MFP to form tumors, axillary LNs and lungs were harvested, and qPCR of mCherry expression was performed to quantify cancer cells that had metastasized to LN and lungs. Both 4T1 Snord67 knockout clones and the EO771.LMB Snord67 knockout clone demonstrated significantly decreased LN metastases, suggesting that Snord67 plays an important role in promoting metastasis to lymph nodes (Fig. 5B, C). However, in contrast to LN tumor growth after AxLN micro-injection (Fig. 4B), MFP tumor growth was not clearly affected by loss of Snord67. Although the EO771.LMB Snord67 knockout clone and one 4T1 Snord67 knockout clone demonstrated significantly decreased MFP tumor growth after mammary fat pad injection, MFP tumor growth was unaffected in the second 4T1 Snord67 knockout clone (Fig. 5D, E). Additionally, in contrast to the development of lung metastases from AxLN tumors (Fig. 4C), the development of lung metastases arising from MFP tumors was not consistently affected by loss of Snord67, since decreased lung metastases were only observed with one 4T1 Snord67 knockout clone (Fig. 5F, G). Of note, the routes of metastasis differ between lung metastases that arise from MFP tumors (Fig. 5F, G) and lung metastases that arise from AxLN tumors (Fig. 4C). For the former, the predominant route is hematogenous dissemination, while for the latter, the predominant route is lymphatic dissemination. Since Snord67 knockout had a more consistent impact on lung metastases arising from AxLN tumors than on lung metastases arising from MFP tumors, Snord67 may play a more important role in promoting metastasis by the lymphatic route and a lesser role in promoting metastasis by the hematogenous route. Together, these results demonstrate that Snord67 decreases de novo LN metastases but does not clearly affect MFP tumor growth or distant metastases arising from the MFP, suggesting that the role of Snord67 on tumor growth and metastasis may be specific to the LN environment.

**Fig. 5:**
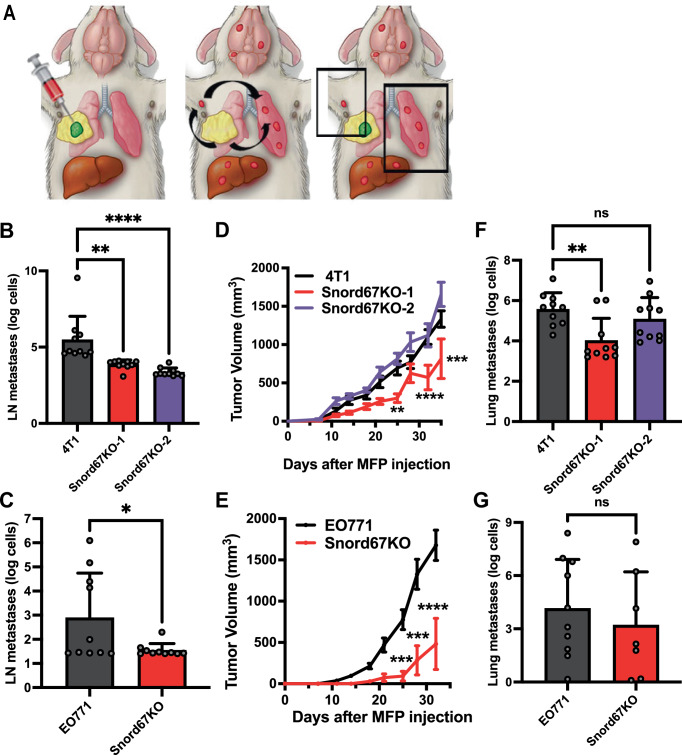
Impact of Snord67 knockout on LN and lung metastases after MFP injection. **A** Schematic of MFP injection and detection of subsequent LN and lung metastases. © 2020 The University of Texas M.D. Anderson Cancer Center. Quantification of 4T1 (**B**) and EO771.LMB (**C**) LN metastases after MFP injection by qPCR detection of mCherry reporter gene expression in tumor-draining AxLNs harvested 28 days after MFP injection. n = 10 mice per group. Statistical significance was calculated by one-way ANOVA; ns, not significant; **p < 0.01, ****p < 0.0001. For (**B**), *p* = 0.0015 for Snord67KO-1 vs. 4T1, and *p* < 0.0001 for Snord67KO-2 vs. 4T1. For (**C**), *p* = 0.0468 for Snord67KO vs. EO771. Measurement of 4T1 (**D**) and EO771.LMB (**E**) MFP tumor volumes measured by calipers twice weekly. n = 10 mice. Mean ± 1 S.E.M. is shown. Statistical significance was calculated by two-way ANOVA with Dunnett’s method (**D**) or the Šidák method (**E**) for multiple comparisons; **p < 0.01, ***p < 0.001, ****p < 0.0001. For (**D**), *p* values for Snord67KO-1 vs. 4T1 were 0.0040, < 0.0001, and 0.0001 at 25, 32, and 35 days, respectively. For (**E**), *p*-values for Snord67KO vs, EO771 were 0.0002, < 0.0001, and < 0.0001 at 25, 28, and 32 days, respectively. Quantification of 4T1 (**F**) and EO771.LMB (**G**) lung metastases after MFP injection, expressed as the logarithm of the number of tumor cells as determined based on qPCR detection of mCherry. n = 10 mice per group (except n = 7 mice for EO771 Snord67KO group). Statistical significance was calculated by two-tailed t-test; ns, not significant; *p < 0.05. For (**F**), *p* = 0.0050 for Snord67KO-1 vs. 4T1, and *p* = 0.5285 for Snord67KO-2 vs. 4T1. For (**G**), *p* = 0.5240 for Snord67KO vs. EO771. All bar plots show mean values, with error bars representing +1 S.D. Source data are provided as a Source Data file.

### Snord67 knockout leads to changes in the splicing landscape

To explore mechanisms by which Snord67 could contribute to metastatic progression, we used RNA sequencing (RNA-seq) to examine differential gene expression in 4T1 WT cells compared to two Snord67 knockout clones. We identified 3,822 genes that were significantly differentially expressed in Snord67KO-1 cells compared to 4T1 WT cells and 2,131 genes that were significantly differentially expressed in Snord67KO-2 cells compared to 4T1 WT cells (Supplemental Fig. 9A, B). There was a significant overlap of 1,301 genes that were differentially expressed in both Snord67 knockout clones relative to 4T1 WT cells (*p* < 10^−12^ by the hypergeometric test; Supplemental Fig. 9C). Moreover, the two Snord67 knockout clones exhibited a significant correlation in the magnitude and direction of change in gene expression levels relative to 4T1 WT cells (Supplemental Fig. 9D). Biological processes that were enriched among the 1,301 overlapping differentially expressed genes included extracellular matrix organization and cytokine signaling (Supplemental Fig. 9E). Since both remodeling of the extracellular matrix and dysregulation of cytokine signaling have been implicated in tumor progression and metastasis^34,35^, Snord67 may promote metastasis in part by regulating the expression of genes involved in these pathways.

Because Snord67 guides 2′-*O*-methylation of the core spliceosome component U6 snRNA, we hypothesized that loss of Snord67 could lead to fundamental changes in splicing, which may contribute to the Snord67 knockout phenotypes. We therefore evaluated the RNA-seq data for changes in splicing patterns between 4T1 WT and Snord67 knockout cells. Alternative splicing events were considered differentially spliced if their percent spliced in (PSI) value changed by more than 10% (|ΔPSI | ≥ 0.1) between 4T1 WT and Snord67 knockout cells, and were considered statistically significant at a threshold false discovery rate (FDR) of 5% (FDR < 0.05). We identified 1,624 significant differential alternative splicing events in 1158 genes in Snord67KO-1 cells compared to 4T1 WT cells and 1,870 significant differential alternative splicing events in 1,380 genes in Snord67KO-2 cells compared to 4T1 WT cells. Most differential alternative splicing events between 4T1 WT and Snord67 knockout cells were categorized as cassette exons (CE) or mutually exclusive exons (MXE) (Fig. 6A–C). Of 787 genes with differential CE events in Snord67KO-1 cells compared to 4T1 WT cells and 504 genes with differential CE events in Snord67KO-2 cells compared to 4T1 WT cells, there was a significant overlap of 251 genes with differential CE events in both Snord67 knockout clones relative to 4T1 WT cells (*p* < 10^−12^ by the hypergeometric test; Fig. 6D). Reverse transcription and PCR (RT–PCR) followed by polyacrylamide gel electrophoresis was used to validate several of these alternative splicing events (Supplemental Fig. 10A–C). Gene ontology analysis showed that genes with differential CE events encoded proteins involved in RNA splicing and regulation of mRNA processing (Fig. 6E–F). Intron retention was the next most common category of differential splicing event observed in Snord67 knockout cells compared to 4T1 WT cells (Fig. 6A). Intron retention may serve as a proxy for splicing efficiency, in which a higher intron retention ratio corresponds to a decrease in splicing efficiency. Therefore, we assessed the effect of loss of Snord67 on global splicing efficiency by measuring the intron retention ratio (reads mapping to introns vs. exons, Methods) for each intron in 4T1 WT cells, Snord67KO-1 cells, and Snord67KO-2 cells. Snord67KO-1 and Snord67KO-2 cells exhibited lower intron retention ratios and thus higher splicing efficiency compared to 4T1 WT cells (Fig. 6G and Supplemental Fig. 10D), and these differences in intron retention ratios were significant by the Kolmogorov-Smirnov test (Snord67KO-1 vs. 4T1 WT, *p* < 0.0001; Snord67KO-2 vs. 4T1 WT, *p* < 0.0001). Together, these results show that loss of Snord67 results in widespread changes to splicing, marked by a reduction in intron retention that implies increased splicing efficiency.

**Fig. 6:**
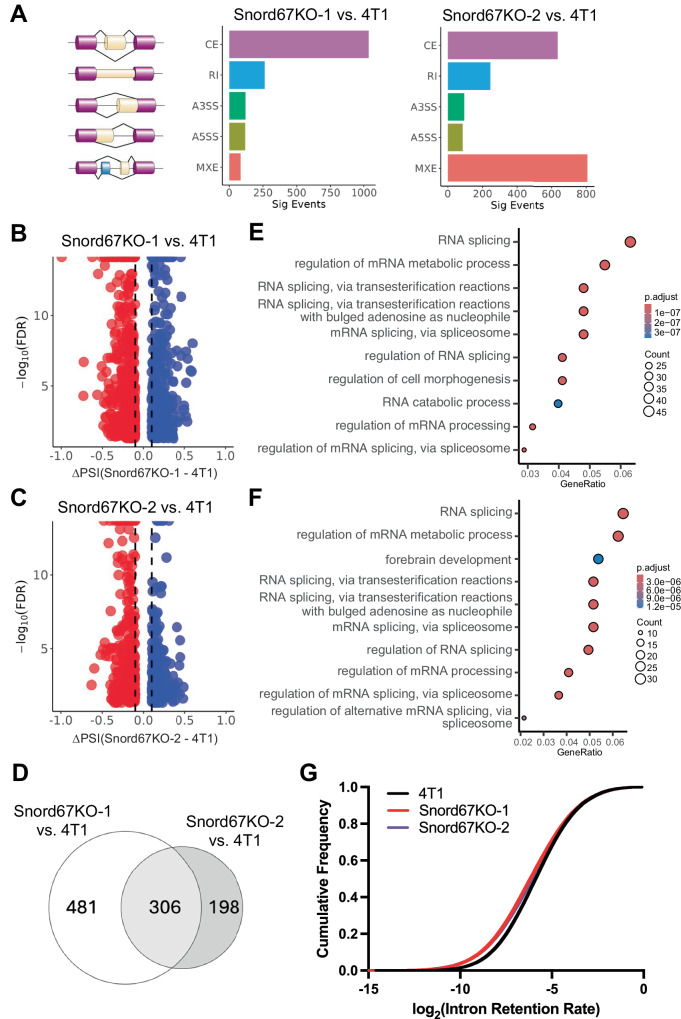
Changes in the splicing landscape upon Snord67 knockout in 4T1 cells. **A** Distribution of types of alternative splicing events (Sig Events) in Snord67KO-1 and Snord67KO-2 cells compared to 4T1 WT cells. CE cassette exon, RI retained intron, A3SS alternative 3′-splice site, A5SS alternative 5′-splice site, MXE mutually exclusive exons. Splicing diagrams created in Adobe Illustrator. **B**, **C** Volcano plots of differential CE events with |ΔPSI | ≥ 0.1 and FDR < 0.05 in Snord67KO-1 and Snord67KO-2 cells compared to 4T1 WT cells. Exons with significantly increased inclusion in Snord67 knockout clones relative to 4T1 WT cells are shown in blue, while exons with significantly decreased inclusion in Snord67 knockout clones are shown in red. PSI percent spliced in, FDR false discovery rate. **D** Venn diagram showing the overlap between genes with differential CE events in Snord67KO-1 cells and Snord67KO-2 cells compared to 4T1 WT cells. **E**, **F** Gene ontology analysis of genes with differential CE events in 4T1 WT cells versus Snord67 knockout cells. Enrichment analysis was performed in R using the enrichGO function with a *p*-value cut-off of < 0.05, and the Benjamini-Hochberg procedure was applied to adjust for multiple testing. Individual *p*-values are provided in Supplementary Data 4. **G** Cumulative distribution of intron retention ratio in 4T1 WT cells, Snord67KO-1 cells, and Snord67KO-2 cells. Statistical significance was determined by Kolmogorov-Smirnov test (Snord67KO-1 vs. 4T1 WT, *p* < 0.0001; Snord67KO-2 vs. 4T1 WT, *p* < 0.0001).

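Ribose oxidation sequencing (RibOxi-seq) finds 2′-O-methylated nucleotides from the 3′ ends of RNA fragments that withstand oxidation. Poly(A)-enriched RNA was prepared from 4T1 WT cells and from a pair of clones that lack Snord67, called Snord67KO-1 and Snord67KO-2, with 3 biologic replicates per genotype. The counts analysed here are those of the 9 oxidized libraries. The control libraries of the same cells were not analysed here. According to the methods, the authors trimmed the reads with cutadapt, merged read pairs with pear, mapped them to the index of the mRNA-seq analysis or to U6 snRNA and rRNA transcript sequences, and counted the 3′ ends of the reads at each position. The counts deposited by the authors are not normalized. They are listed by genomic position and gene name, with a column that marks some positions as mispriming and that the paper's text does not define. Of 1825851 positions, 1240665 had a count in at least 1 of the libraries, and 63391 were marked mispriming. Among the positions whose gene name is in GENCODE M21, 98.6% lay inside that gene on GRCm38, so positions are given on this build, although the methods name the build m39.

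Total counts per library ranged from 625093 to 737219 (median 638907) in 4T1 WT, from 491836 to 686776 (median 673702) in Snord67KO-1 and from 212463 to 423278 (median 368693) in Snord67KO-2. A position with 0 counts could still have up to 3 counts, which corresponds to limits between 4.07 counts per 1000000 counts of the library (CPM) in 4T1 WT replicate 1 and 14.1 CPM in Snord67KO-2 replicate 1. These limits cover counting error only. Every pair of replicates differed by more than the sampling noise, with a chi-square per degree of freedom between 2.41 and 33.5 over genes. Positions marked mispriming held 8.50% ± 8.19 (SD, n = 3) of the counts in 4T1 WT, 4.54% ± 2.92 (SD, n = 3) in Snord67KO-1 and 2.30% ± 1.06 (SD, n = 3) in Snord67KO-2. The highest share was 17.8%, in 4T1 WT replicate 2. The 3 WT and 6 knockout libraries could not be separated by this share (two-sided exact permutation test, p = 0.262).

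The targeted gene, Snord67 (ENSMUSG00000077221.1, chromosome 2, 91596070 to 91596180, plus strand, inside the gene Ckap5), had a single count over the 9 libraries. It came from Snord67KO-1 replicate 1, and all 3 WT libraries had 0 counts, so the loss of Snord67 could not be seen in these counts. The RNA was poly(A)-enriched, and the paper states that RNA-seq after poly(A) selection largely misses snoRNAs. Whether depth or this selection was the limit was not tested. Its host gene Ckap5 had 87.3 ± 57.3 CPM (SD, n = 3) in 4T1 WT, 48.6 ± 9.07 (SD, n = 3) in Snord67KO-1 and 47.6 ± 6.13 (SD, n = 3) in Snord67KO-2. The WT mean rested on replicate 2, and without it the other 2 WT libraries averaged 54.2 CPM.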

We further examined the impact of Snord67 knockout on 2′-*O*-methylation in 4T1 cells using ribose oxidation sequencing (RibOxi-seq). In RibOxi-seq, RNA is randomly fragmented and then oxidized such that fragments with 2′-*O*-methylated nucleotides at the 3′ end are protected, while unmethylated nucleotides are degraded^36,37^. Fragments ending in methylated nucleotides are positively selected and enriched during library construction, and sequencing of the resulting libraries allows for the mapping of 2′-*O*-methylation sites. Since Snord67 guides 2′-*O*-methylation of C60 in U6, we first examined 2′-*O*-methylation patterns on U6 snRNA in our RibOxi-seq data. In 4T1 WT cells, all eight known 2′-*O*-methylation sites on U6 snRNA were detected. 

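U6 snRNA is present in the deposited counts only through its genomic copies. GENCODE M21 lists Rnu6 (ENSMUSG00000095132.1) on chromosome 17 from 13432033 to 13432139 on the minus strand, with a length of 107 nucleotides, and 43 genomic copies were identical to it over the whole length. Counts were found in 4 of these copies, with 6 counts in total over the 9 libraries. Positions were numbered from 1 at the 5′ end of U6. At position 70, 1 count was found in the 4T1 WT libraries and 2 in the knockout libraries. At position 77, 1 count was found in the 4T1 WT libraries and 2 in the knockout libraries. The other 6 known sites had 0 counts in every library. With detection defined as at least 1 count in every 4T1 WT library and a mean above the 95th percentile of the other U6 positions, 0 of the 8 known sites were detected in the identical copies. Over 618 U6-like copies, which align to U6, include the 43 identical ones and were added after the data were examined, 329 counts were found in total and 5 of the 8 sites were detected, namely A47, A54, C63, C70 and C77. In 4T1 WT libraries the U6-like copies had 5.33 ± 2.08 counts (SD, n = 3) at A47, 3.67 ± 3.06 (SD, n = 3) at A54, 6.67 ± 3.06 (SD, n = 3) at C63, 5.00 ± 3.61 (SD, n = 3) at C70 and 25.0 ± 20.1 (SD, n = 3) at C77. A few copies that differ from U6 held many of these counts. Over the 9 libraries, 77 counts at C77 lay in Gm25930 (9 mismatches) and 41 in Gm26430 (4 mismatches). At C77 the 3 WT libraries had 75 counts and the 6 knockout libraries 92, a mean of 15.3 ± 13.2 (SD, n = 6) in the knockout libraries. These counts are not scaled to library depth. The copy Gm25321 held 20 counts at A47 and 15 at A54. At C63 and C70 no copy had more than 7 and 4 counts. At 2 of the sites the base in Rnu6 is not the base in the paper's label. These differences are G54A and A70C, with the base of Rnu6 first and the base of the label second. Reads that the authors mapped to U6 transcript sequences were not used here.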

In Snord67 knockout cells, there was a loss of methylated reads specifically at site C60, consistent with our Nm-VAQ experiments showing that Snord67 is essential for 2′-*O*-methylation of C60 in U6 snRNA (Supplemental Fig. 11A). 

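Around C60, the sequence of Rnu6 from position 50 to position 70 is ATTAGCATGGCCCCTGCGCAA. In the copies identical to U6, C60 had 0 counts in each of the 3 WT and 6 knockout libraries. A difference between 4T1 WT and Snord67 knockout cells could therefore not be seen in these counts (two-sided exact permutation test of the raw counts, p = 1). A ratio of C60 to the 7 other known sites was not computable, since only 4 of the 9 libraries had any count at those sites and none had more than 2. In the U6-like copies, C60 had 1 count, in 4T1 WT replicate 1, and 0 counts in the 6 knockout libraries (two-sided exact permutation test, p = 0.333). That count lay in the copy Gm25321 inside Ap1g1, at position 109840635 on chromosome 8. Among the other sites of the U6-like copies, C63 had the smallest p, with lower counts in the knockout libraries, at 1.83 ± 1.83 (SD, n = 6) (two-sided exact permutation test, p = 0.0357, or 0.286 with Benjamini-Hochberg adjustment over the 8 sites). The tests of the U6-like copies used raw counts. Library totals were 212463 to 423278 in Snord67KO-2 and 625093 to 737219 in 4T1 WT, so depth may contribute to lower counts in the knockout. None of the 8 sites passed the threshold after adjustment, and 1 of them had an unadjusted p under 0.05.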

Next, we considered whether RibOxi-seq might reveal non-canonical targets of Snord67-guided 2′-*O*-methylation. Specifically, since we observed many differential alternative splicing events in Snord67 knockout cells, we wondered whether the differentially spliced pre-mRNAs contained Snord67-guided 2′-*O*-methylation sites that modulate alternative splicing independent of U6 modification. However, other than C60 in U6 snRNA, we did not identify any sites that were differentially 2′-*O*-methylated in Snord67 knockout cells compared to 4T1 WT cells by RibOxi-seq. In particular, no Snord67-dependent 2′-*O*-methylation sites were identified in genes that were differentially spliced in Snord67 knockout cells compared to 4T1 WT cells (Supplemental Fig. 11B–G). Therefore, we were not able to identify any additional 2′-*O*-methylation targets of Snord67 besides C60 in U6 snRNA, although we cannot exclude the existence of other Snord67-dependent 2′-*O*-methylation sites that were not detected at the sensitivity level of RibOxi-seq.

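Counts were compared at the 2092 positions with at least 10 counts in at least 3 of the 9 libraries. They lay under 623 gene names, with 443 positions in the rRNA gene Rn45s, and 394 were marked mispriming. Some positions under different names had equal or nearly equal counts, and 2003 of the 2092 rows of counts were distinct. Gnb1l position 18533210 had 3478, 1925 and 4320 counts in the 4T1 WT libraries, and Rn45s position 39846473 had 3560, 2026 and 4232. The names are therefore not all independent, and positions under other names may hold rRNA reads, which was not tested. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 position had an adjusted p under 0.05 for the average of both clones against 4T1 WT. The same position was the only call in Snord67KO-1 and the only call in Snord67KO-2. It was higher in the knockout clones, and 0 positions were called lower. At an unadjusted p under 0.05 there were 214 positions for the average, 73 for Snord67KO-1 and 259 for Snord67KO-2. The called position lies in Spp1 (ENSMUSG00000029304.14) at 104440951 on chromosome 5, in the 3′ UTR within exon 6 of 6. It had 0 counts in every 4T1 WT library, 24.8 ± 2.72 CPM (SD, n = 3) in Snord67KO-1 and 27.0 ± 9.64 (SD, n = 3) in Snord67KO-2. Against the limit that 0 counts allow in 4T1 WT, this was at least 5.48-fold higher in Snord67KO-1 and at least 5.97-fold higher in Snord67KO-2 (adjusted p = 0.0289 for the average from the same test, higher in 6 of 6 knockout libraries). A position 5 nucleotides upstream, 104440946, is marked mispriming and was also higher, with 3 counts over the WT libraries, 65 in Snord67KO-1 and 17 in Snord67KO-2 (adjusted p = 0.143 for the average from the same test). The counts on the rest of Spp1 were also higher, by 17.0-fold in Snord67KO-1 and 20.9-fold in Snord67KO-2. For the average, each of the 9 fits that left out 1 replicate gave 0 calls, and in the 3 without a Snord67KO-1 replicate the position no longer passed the count filter.

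A count at a position follows the abundance of its RNA as well as its methylation. Relative to the counts on the rest of the gene, 0 of 2051 positions had an adjusted p under 0.05 in any of the 3 comparisons, with 361, 111 and 355 positions at an unadjusted p under 0.05 for the average, Snord67KO-1 and Snord67KO-2. The Spp1 position had an adjusted p of 0.266 in this test for the average (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.206 to 0.600 under the other settings. By the Nm score, with limma on the log2 scale, 0 of 2092 positions had an adjusted p under 0.05, with 265, 64 and 476 at an unadjusted p under 0.05 in the same order. The Nm score is not scaled to library depth. Where the neighbors have 0 or 1 counts, it equals the count itself, with 0 set to 1. Library totals were lowest in Snord67KO-2 (median 368693 against 638907 in 4T1 WT). Lower scores in Snord67KO-2, and its number of unadjusted positions, may therefore follow depth. The setting that moved the count test most was DESeq2, with 14 calls for the average (1 lower and 13 higher), 13 for Snord67KO-1 (0 lower and 13 higher) and 24 for Snord67KO-2 (7 lower and 17 higher). Compared directly, the clones differed at 0 positions by count, with 53 at an unadjusted p under 0.05.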

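The Nm scores were computed for the genes of Supplemental Fig. 11B–G as the methods describe, with 0 counts set to 1 and each position divided by the mean of its neighbors. They are not scaled to library depth, which was lowest in Snord67KO-2. For each gene, the 3 positions with the highest mean over the 9 libraries are reported. Rnf138 (ENSMUSG00000024317.15) had 34 counts over the 4T1 WT libraries, 27 in Snord67KO-1 and 25 in Snord67KO-2, which is 17.3 ± 4.49, 14.2 ± 4.43 and 23.1 ± 8.38 counts per 1000000 counts of the library (CPM; SD, n = 3), and none of its positions passed the filter of 10 counts in 3 libraries. Its highest score was at 21022026 on chromosome 18, in an exon of another transcript than the principal one, with 1.67 ± 0.577 (SD, n = 3) in 4T1 WT and a score of 1 in every knockout library (two-sided exact permutation test, p = 0.4 for each clone, where 0.1 is the smallest p that 3 against 3 libraries allow). Its other 2 positions had means of 1.33 or less in each genotype. Spag9 (ENSMUSG00000020859.16) had 376, 472 and 195 counts in 4T1 WT, Snord67KO-1 and Snord67KO-2, which is 188 ± 52.2, 255 ± 14.4 and 186 ± 39.6 CPM (SD, n = 3), and none of its positions passed the filter either. Its highest position, 94037402 on chromosome 11 in an intron, scored 5.17 ± 4.31 (SD, n = 3) in 4T1 WT, 3.44 ± 1.90 (SD, n = 3) in Snord67KO-1 and 1 in each Snord67KO-2 library (exact permutation test, p = 0.5 and p = 0.4). Its position 94037540, also in an intron, scored 6.00 ± 6.24 (SD, n = 3) in 4T1 WT against 1.67 ± 0.577 (SD, n = 3) in Snord67KO-1 and 1.67 ± 1.15 (SD, n = 3) in Snord67KO-2 (exact permutation test, p = 0.4 for each). The next one, 94124833 in exon 29, is marked mispriming, and its score in 4T1 WT came from 15 counts in replicate 2.

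Fn1 (ENSMUSG00000026193.15) had 912 counts in 4T1 WT, 2270 in Snord67KO-1 and 963 in Snord67KO-2, which is 454 ± 128, 1229 ± 68.9 and 935 ± 135 CPM (SD, n = 3), and 5 of its positions passed the filter. The highest score was at 71595679 on chromosome 1, in the coding sequence of exon 41. It was 26.7 ± 14.5 (SD, n = 3) in 4T1 WT, 31.3 ± 19.8 (SD, n = 3) in Snord67KO-1 and 11.0 ± 7.94 (SD, n = 3) in Snord67KO-2. In every library this score equalled the raw count, so it was not corrected for the lower totals of Snord67KO-2. This position is marked mispriming, and 5 of the 6 bases after it match the 3′ linker. Position 71597310 in exon 40 is also marked mispriming, and 71605920 in exon 31 is not. With limma, the smallest adjusted p among the 5 positions was 0.309 adjusted over the list alone, for Snord67KO-2. The largest difference was at 71625996, with a log2 change of -2.29 (standard error 1.21) in Snord67KO-2, and its p adjusted over all sites was 0.275. None of the 5 positions had an unadjusted p under 0.05 in any comparison. Without 4T1 WT replicate 3, position 71625996, which is marked mispriming, had an adjusted p of 0.0311 over the list alone for Snord67KO-2 and 0.0647 over all sites.

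The alternatively spliced regions were taken between the exon boundaries nearest to the ends of the axes in Supplemental Fig. 11E–G. In Rnf138, from 21020888 to 21027527, 60 counts were spread over 56 positions, and the region holds the highest position of the gene. In Spag9, from 94112033 to 94114349, 19 counts fell on 19 positions, and no position had a mean score above 1 in any genotype. The end of this region lies 451 nucleotides from the end of the axis, so part of the plotted region is not covered. In Fn1, from 71602310 to 71605083, 245 counts fell on 157 positions. The highest score there was at 71604783, which is marked mispriming, with 5.00 ± 4.58 (SD, n = 3) in 4T1 WT, 3.67 ± 2.52 (SD, n = 3) in Snord67KO-1 and 1.67 ± 1.15 (SD, n = 3) in Snord67KO-2 (two-sided exact permutation test, p = 0.9 and p = 0.4). None of the regions had a position that passed the filter.

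**Figure D1:**
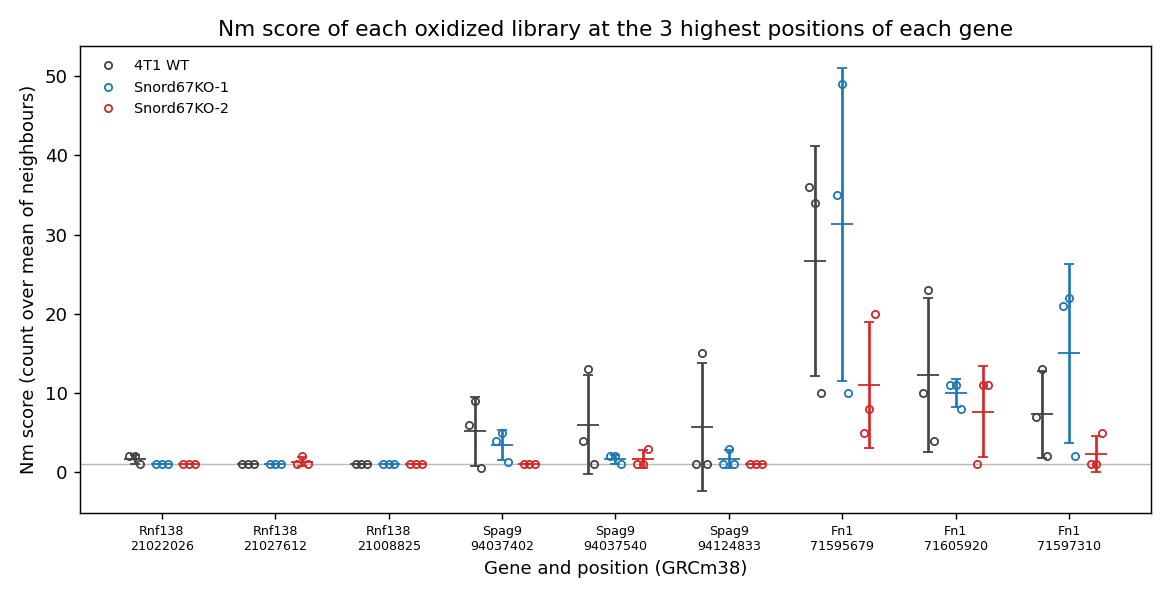
Nm score (vertical axis, count divided by the mean of the neighboring positions) of each oxidized library at the 3 highest positions of Rnf138, Spag9 and Fn1 (horizontal axis, position on GRCm38). Circles are the 3 libraries of each genotype, horizontal marks are means and bars are 1 SD. The gray line is a score of 1. The genotypes overlap at each Fn1 position, where the highest value is 49 in Snord67KO-1 replicate 2.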

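The size of a change that these counts could show was measured on simulated libraries, drawn from the means and the spread of the 9 libraries, in which 200 positions were changed by a known factor. With a 2-fold change, 0% of the changed positions were called by the tests by count, relative to the rest of the gene and by Nm score. With a 4-fold change, 20.5% were called by count, 33.5% relative to the rest of the gene and 16.0% by Nm score. With an 8-fold change, 85.5%, 87.0% and 75.0% were called in the same order. The spread between replicates at the tested positions, as a biological coefficient of variation, was 0.531, and it was 0.277 within Rn45s. Positions that did not pass the count filter were not tested, so a site in an RNA with few counts was outside these tests. From the C60 site as the only difference found, the paper concludes that no further target of Snord67 was identified, and it allows for sites below the sensitivity of the method.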

To examine the impact of Snord67 knockout on gene expression and splicing patterns in a human breast cancer cell line, we performed RNA-seq in D3H2 WT cells and Snord67 knockout cells. We identified 422 upregulated and 232 downregulated genes in Snord67 knockout cells compared to D3H2 WT cells (Fig. 7A). Gene ontology analysis of differentially regulated genes showed enrichment for genes involved in cytokine production and cell adhesion (Fig. 7B). Notably, dysregulation of cytokines can alter the tumor microenvironment and contribute to metastasis, while disruption of cell adhesion is critical for both malignant transformation and metastasis^34,38^. We also identified 966 differential alternative splicing events in 745 genes in D3H2 WT cells compared to Snord67 knockout cells, of which the majority were cassette exon events (Fig. 7C, D). Gene ontology analysis showed that genes with differential CE events encoded proteins that function in cell division and DNA repair (Fig. 7E). Using RT–PCR, we validated that exon 40 of the *MYO18* *A* gene, exon 3 of the *NFYA* gene, and exon 25 of the *FN1* gene are differentially spliced in D3H2 WT cells compared to Snord67 knockout cells (Fig. 8A, B and Supplemental Fig. 12A). Interestingly, alternatively spliced isoforms of *MYO18* *A* and *NFYA* have been linked to prognosis in breast cancer patients^39,40^, while *FN1* is a critical component of the extracellular matrix that has been implicated in tumor progression and metastasis^41^.

**Fig. 7:**
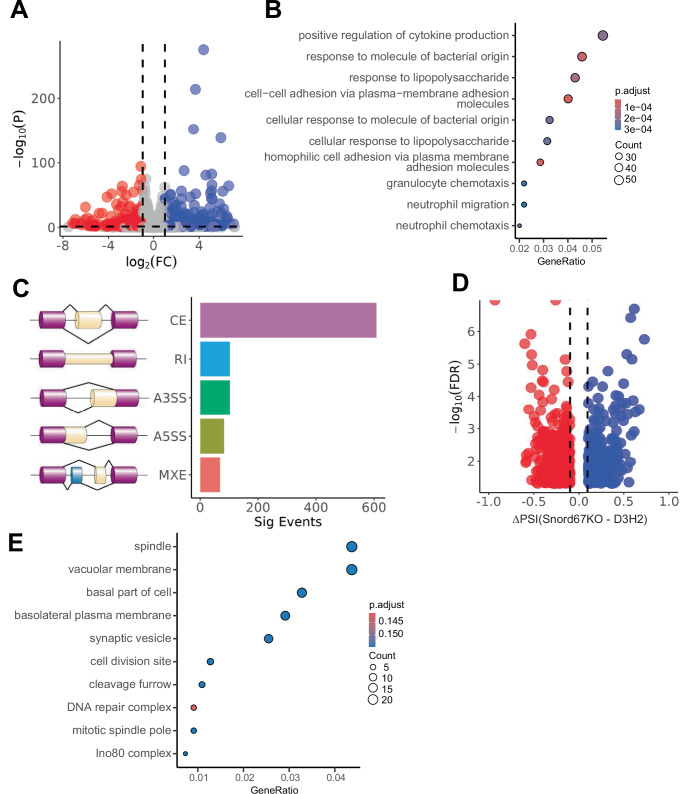
Differential gene expression and alternative splicing upon Snord67 knockout in D3H2 cells. **A** Volcano plot of differentially expressed genes with |log_2_(foldchange)| > 1 and an adjusted *p*-value < 0.05 in Snord67KO cells compared to MB-231-D3H2LN-luc WT cells (D3H2). Significantly upregulated genes are in blue, and significantly downregulated genes are in red. **B** Gene ontology analysis of genes that were differentially expressed in Snord67KO compared to D3H2 WT cells. Enrichment analysis was performed in R using the enrichGO function with a *p*-value cut-off of < 0.05, and the Benjamini-Hochberg procedure was applied to adjust for multiple testing. Individual *p*-values are provided in Supplementary Data 4. **C** Distribution of types of alternative splicing events in Snord67KO compared to D3H2 WT cells. CE cassette exon, RI retained intron, A3SS alternative 3′-splice site, A5SS alternative 5′-splice site, MXE mutually exclusive exons. Splicing diagrams created in Adobe Illustrator. **D** Volcano plots of differential CE events with |ΔPSI | ≥ 0.1 and FDR < 0.05 in Snord67KO cells compared to D3H2 WT cells. Exons with significantly increased inclusion in Snord67KO cells relative to D3H2 WT cells are shown in blue, while exons with significantly decreased inclusion in Snord67KO cells are shown in red. PSI percent spliced in, FDR false discovery rate. **E** Gene ontology analysis of genes with differential CE events in Snord67KO cells versus D3H2 WT cells. Individual *p*-values are provided in Supplementary Data 4.

**Fig. 8:**
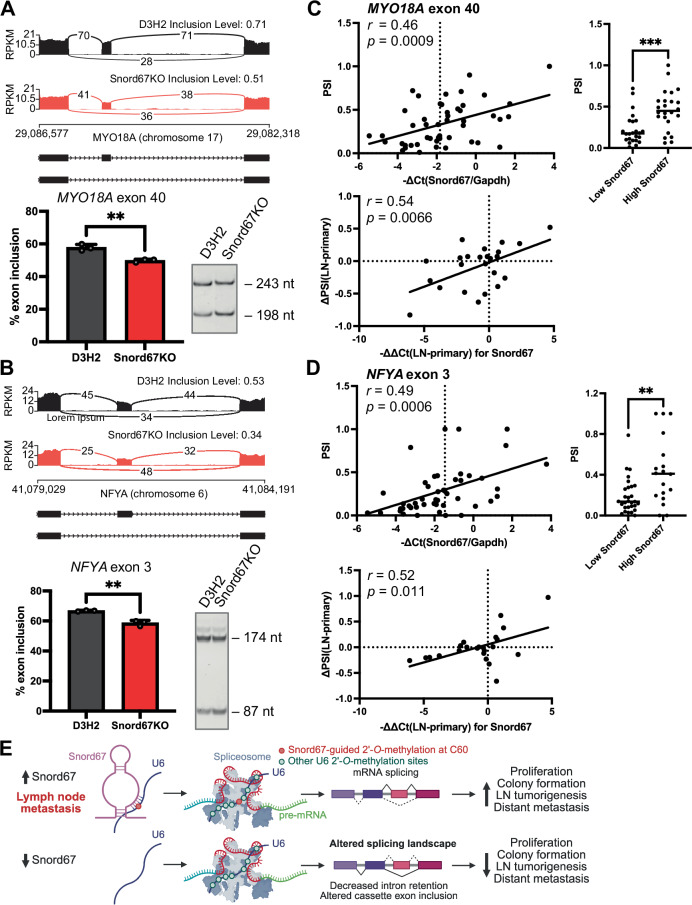
Snord67-dependent differential alternative splicing of *MYO18A* exon 40 and *NFYA* exon 3 in D3H2 cells and breast cancer patients. **A**, **B** Sashimi plots (*top*) and RT–PCR gel with quantification by densitometry (*bottom*) for differentially spliced exon 40 of the *MYO18A* gene (**A**) and exon 3 of the *NFYA* gene (**B**) in Snord67KO cells versus D3H2 WT cells, n = 3 biological replicates (RNA-seq and RT–PCR). Bar plots show mean values, error bars = +1 S.D. Statistical significance was determined by two-tailed t-test; **p < 0.01 (*MYO18A*: *p* = 0.0028; *NFYA*: *p* = 0.0016). RPKM, Reads Per Kilobase of transcript per Million mapped reads. **C**, **D** *Top:* Association between exon inclusion (PSI) and Snord67 expression (−∆C_T_ normalized to GAPDH expression) in breast and lymph node (LN) tumors from breast cancer patients for *MYO18A* exon 40 (**C**) and *NFYA* exon 3 (**D**). n = 48 (**C**) or 47 (**D**) specimens from 24 patients. Linear regression and two-tailed Pearson correlation (*left*, *MYO18A*: *p* = 0.0009; *NFYA*: *p* = 0.0006). Two-tailed t-test comparing low and high Snord67 expression groups (*right*, *MYO18A*: *p* = 0.0005; *NFYA*: *p* = 0.0015); **p < 0.01, ***p < 0.001. Dotted line (*left*): threshold for low vs. high Snord67 expression. *Bottom:* Linear regression and two-tailed Pearson correlation between change in exon inclusion (∆PSI) and change in Snord67 expression (−∆∆C_T_ normalized to GAPDH expression) in each LN tumor relative to the matched primary breast tumor from breast cancer patients, for *MYO18A* exon 40 (**C**; *p* = 0.0066) and *NFYA* exon 3 (**D**; *p* = 0.011). PSI, percent spliced in; Ct, threshold cycle. **E** Model for effects of Snord67 on U6 methylation, splicing, and LN tumor growth and metastasis. Snord67 levels are increased in LN metastases. In the proposed model, Snord67-guided 2′-*O*-methylation of U6 snRNA at C60 leads to changes in splicing programs, which in turn promote LN tumor growth and distant metastasis. Conversely, loss of Snord67 leads to the observed decrease in U6 C60 methylation, changes in splicing, and decreased LN tumor growth and metastasis. Created in BioRender. Zhou, K. (2025) https://BioRender.com/m73m392. Source data are provided as a Source Data file.

Taken together, these results demonstrate that loss of Snord67 leads to changes in gene expression and, more notably, widespread changes in the splicing landscape, including effects on alternative splicing of cassette exons as well as effects on overall splicing efficiency. Although we did not identify any additional 2′-*O*-methylation targets of Snord67, our RibOxi-seq results provide further evidence that Snord67 is required for the 2′-*O*-methylation of C60 in U6 snRNA.

### Snord67 is associated with differential alternative splicing in breast cancer patients

Since Snord67 knockout was associated with differential alternative splicing in both murine and human breast cancer cell lines (Figs. 6–7), we considered whether these same alternative splicing events correlated with Snord67 expression in humans with breast cancer. We performed RNA-seq of 24 matched pairs of primary breast tumors and LN metastases from patients with breast cancer. Since snoRNAs are largely undetected in poly(A)-selected RNA-seq libraries, we measured Snord67 expression in the same specimens by RT–qPCR. Of the three alternative splicing events validated by RT–PCR in D3H2 cells (Fig. 8A, B and Supplemental Fig. 12), two events, involving exon 40 of the *MYO18A* gene and exon 3 of the *NFYA* gene, significantly correlated with Snord67 expression in the primary breast and LN tumor specimens from breast cancer patients (*MYO18A* exon 40: Pearson *r* = 0.46, *p* = 0.0009; *NFYA* exon 3: Pearson *r* = 0.49, *p* = 0.0006; Fig. 8C, D). These two exons also exhibited significantly different exon inclusion rates in tumors with low Snord67 expression compared to those with high Snord67 expression by t-test (*MYO18A* exon 40: threshold −∆Ct(Snord67/Gapdh) = −1.83, *p* = 0.0005; *NFYA* exon 3: threshold −∆Ct(Snord67/Gapdh) = −1.465, *p* = 0.0015; Fig. 8C–D). Moreover, the change in PSI for these two alternative exons significantly correlated with the change in Snord67 expression in matched pairs of primary breast tumors and LN metastases (*MYO18A* exon 40: Pearson *r* = 0.54, *p* = 0.0066; *NFYA* exon 3: Pearson *r* = 0.51, *p* = 0.011; Fig. 8C, D). That is, in patients whose LN metastasis displayed increased Snord67 expression relative to the primary breast tumor, the inclusion of *MYO18A* exon 40 and *NFYA* exon 3 was also increased in the LN tumor relative to the primary breast tumor. Taken together, these results support a model in which differential expression of Snord67 leads to differential alternative splicing not only in murine and human breast cancer cell lines, but also in patients with breast cancer.

### Snord67 expression is associated with subtype and prognosis in breast cancer patients

To more directly evaluate the relevance of Snord67 expression to patients with breast cancer, we examined data from breast cancer patients in The Cancer Genome Atlas (TCGA). Although mRNA sequencing does not accurately measure snoRNA expression, a previous study developed the SNORic dataset, which measured snoRNA expression in human cancers by mapping reads from TCGA microRNA sequencing (miRNA-seq) data to snoRNAs^11^. By integrating the SNORic database with breast cancer subtypes and updated clinical outcomes, we found that Snord67 expression was significantly increased in the basal and luminal B subtypes, which are among the most clinically aggressive subtypes of breast cancer, compared to the luminal A subtype, which is associated with better prognosis (Supplemental Fig. 12B). Moreover, high Snord67 expression was associated with significantly decreased overall survival in the luminal B subtype (Supplemental Fig. 12C). In the HER2-enriched subtype of breast cancer, tumors with high Snord67 expression trended toward decreased overall survival, but this difference was not statistically significant (Supplemental Fig. 12D). We observed no significant associations of Snord67 expression with survival in Luminal A or basal subtypes. Interestingly, high expression of the Snord67 host gene *CKAP5* was associated with significantly worse overall survival in HER2-enriched breast cancer (Supplemental Fig. 12E), consistent with previous results showing that *CKAP5* expression is associated with poor prognosis in non-small cell lung cancer^42^. Notably, Snord67 and *CKAP5* expression were highly correlated in breast cancer patients (Supplemental Fig. 12F). Although we have shown in several models that loss of Snord67 impacted phenotypes independent of *CKAP5* host gene expression, the correlation of Snord67 and *CKAP5* expression in breast cancer patients raises the possibility that Snord67 expression may be co-regulated with expression of its host gene. Considering this relationship, we evaluated whether high expression levels of both Snord67 and *CKAP5* would be associated with a greater effect on survival, and we observed that HER2-enriched breast cancer patients with high Snord67 and high *CKAP5* expressing tumors had markedly decreased overall survival compared to patients with low Snord67 and low *CKAP5* expressing tumors (Supplemental Fig. 12G). Together, these results suggest that high Snord67 expression is associated with decreased survival in subsets of patients with aggressive breast cancer subtypes, notably HER2-enriched and Luminal B.

## Discussion

Metastasis is a highly complex, multi-step cascade that requires tremendous phenotypic plasticity in order for cancer cells to survive multiple microenvironments. Metastasis can occur by either hematogenous or lymphatic dissemination, and the lymphatic route was more efficient than the hematogenous route in a microsurgical immune-competent murine model^8,43^. In combination with our prior study examining protein-coding genes that are dynamically regulated within LNs^8^, the findings presented here underscore that distinct mechanisms within the unique LN microenvironment can promote metastatic tumor growth. Whereas our previous study focused on protein-coding genes^8^, here we focus on non-coding RNAs that are differentially expressed in LN tumors. Interestingly, we found that snoRNAs were overrepresented among ncRNAs that were differentially regulated in LN tumors relative to primary tumors or distant metastases in our murine model (Fig. 1B). Previous studies have shown that snoRNAs, as well as the protein components of small nucleolar ribonucleoproteins (snoRNPs), are overexpressed across multiple tumor types^11,18,44,45^. However, our finding differs from these previous studies in that, rather than demonstrating the global dysregulation of snoRNAs in cancer compared to normal cells, we identify a small subset of snoRNAs that are specifically upregulated in LN metastases compared to other tumor sites. Whereas the global upregulation of snoRNAs in cancer could reflect a broader upregulation of any factors involved in ribosome biogenesis in the setting of rapid cell proliferation, the upregulation of select snoRNAs specifically in LN tumors suggests that this subset of snoRNAs may have unique roles in helping tumor cells survive in the LN microenvironment. Notably, we found that the snoRNAs Snord67 and Snord111 were upregulated both in micro-injected LNs and in de novo LN metastases, raising the possibility that the LN microenvironment induces the upregulation of these snoRNAs, perhaps as an adaptive mechanism in tumor cells.

From our initial screen for ncRNAs that are differentially regulated in LN tumors, we identified the box C/D snoRNA Snord67 as having essential roles for tumor growth and survival in LNs, and perhaps even more importantly, for subsequent metastasis to distant sites. Although there has been increasing appreciation of a role for snoRNAs in cancer^11,20,46,47^, few studies have explored the function of snoRNAs in metastasis. While one study found that loss of the box H/ACA snoRNA Snora23 led to decreased tumor growth and metastasis in a xenograft model of pancreatic cancer, the mechanisms by which snoRNAs regulate metastasis have not been delineated^48^. SnoRNAs canonically function in guiding 2′-*O*-methylation or pseudouridylation of rRNA and snRNA. Here, we provide experimental confirmation that Snord67 is required for 2′-*O*-methylation of its predicted target site, the C60 position of U6 snRNA, in murine and human breast cancer cell lines (Figs. 2C, 3E, and 3H)^30^. Moreover, by introducing a point mutation that prevents Snord67 from guiding 2′-*O*-methylation of U6 at C60, we demonstrate that this methylation event is critical for the function of Snord67 in promoting in vitro colony formation and spheroid growth (Fig. 2D, E). We found that loss of Snord67 leads to changes in the splicing landscape of both murine and human breast cancer cells (Figs. 6, 7), resulting in differential alternative splicing of cassette exons as well as decreased overall intron retention. Based on these results, we suggest a model in which Snord67-guided 2′-*O*-methylation of U6 C60 in the spliceosome is required for baseline splicing patterns, while loss of Snord67 results in loss of U6 2′-*O*-methylation, leading to an altered splicing landscape (Fig. 8E). An impact of 2′-*O*-methylation of U6 snRNA on splicing is supported by prior studies showing that loss of the RNA-binding protein La-related protein 7, which facilitates 2′-*O*-methylation of U6, induces significant changes in mRNA splicing^49,50^. Future studies will be needed to determine the molecular mechanisms by which snoRNA-directed 2′-*O*-methylation of U6 may lead to changes in alternative splicing and overall splicing efficiency. It is possible that 2′-*O*-methylation of U6 affects binding of splicing factors or RNA-binding proteins, or perhaps leads to conformational changes in U6 that alter its interactions with other spliceosome components^22,51–53^.

The dysregulation of splicing is known to impact cancer progression and metastasis^54–56^. In fact, mutations in splicing factors often occur in cancer, and recurrent point mutations in snRNAs have been reported in several cancer types^57^. We suggest that snoRNA-guided snRNA modifications, similar to point mutations in snRNAs^57,58^, may impact tumor growth and metastasis by modulating splicing efficiency or by promoting alternative splicing. In particular, we propose that the loss of Snord67-guided 2′-*O*-methylation of U6 C60 and the resulting changes in splicing are responsible for the decrease in LN tumor growth and LN-derived distant metastases observed upon Snord67 knockout (Fig. 8E). We found that loss of Snord67 led to overall increased splicing efficiency, as evidenced by decreased intron retention. Intron retention is frequently increased in cancer compared to normal tissues^59^ and is a common mechanism for tumor suppressor inactivation in cancer cells^60,61^. In patients with cancer, somatic single-nucleotide variants that cause intron retention are enriched in tumor suppressor genes, where they frequently lead to introduction of a premature termination codon and result in tumor suppressor inactivation^60^. In addition to genetic alterations, protein binding and post-transcriptional modification can target tumor suppressor transcripts for intron retention and nuclear decay, thereby promoting cancer growth^61^. Here, we suggest that Snord67-guided 2′-*O-*methylation of a core spliceosomal component, U6 snRNA, facilitates intron retention. This global effect on intron retention may contribute to cancer cell survival and egress from lymph nodes, either through tumor suppressor inactivation or through other mechanisms. Besides affecting overall splicing efficiency, Snord67 may also promote LN metastasis by modulating the alternative splicing of specific cassette exons. We found that exon 40 in the *MYO18A* gene and exon 3 in the *NFYA* gene were not only downregulated in Snord67 knockout cells, but also positively correlated with Snord67 expression levels in breast cancer patients. Notably, these two alternatively spliced exons have previously reported roles in breast cancer. Inclusion of exon 40 in *MYO18A* has been reported to promote a mesenchymal phenotype in breast cancer cells and is associated with poor prognosis in patients with triple-negative breast cancer^39^. Inclusion of exon 3 in *NFYA* has been shown to promote tumor growth in murine models^62^ and is associated with poor prognosis in patients with basal-like breast cancer^40^. Thus, the Snord67-dependent inclusion of these two exons could contribute to the decreased LN metastasis of Snord67 knockout cells observed in our murine models. In patients with breast cancer, increased Snord67 expression may similarly lead to decreased splicing efficiency and alternative splicing, resulting in more aggressive tumor phenotypes. Although Snord67 expression was not increased in the LN relative to the primary breast tumor for all patients, the upregulation of Snord67 may be one of several possible mechanisms that promote lymphatic metastasis. In a subset of patients, the upregulation of Snord67 in LN metastases may lead to changes in the splicing landscape, which in turn promote LN tumor growth and distant metastasis. Further studies will be needed to elucidate the contribution of specific Snord67-associated splice variants to the Snord67-dependent promotion of breast cancer lymphatic metastasis.

Beyond their canonical function of guiding modifications on rRNAs and snRNAs, snoRNAs have also been found to perform multiple non-canonical functions. For instance, snoRNAs can guide the 2′-*O*-methylation of non-canonical targets such as mRNAs, and some snoRNAs have RNA modification-independent roles in miRNA-like gene repression and mRNA 3′ processing^13,21,63–65^. Notably, snoRNAs have been proposed to modulate splicing through non-canonical mechanisms, including masking of exonic splicing silencer elements and competition for U1 small nuclear ribonucleoprotein binding sites^13,63,66^. Thus, although Snord67 guides methylation of a core spliceosome component, U6 snRNA, it is also possible that Snord67 modulates splicing through mechanisms independent of U6 methylation. Critically, we showed that a Snord67 construct with a point mutation in the antisense element fails to rescue U6 C60 methylation and only partially rescues in vitro colony formation and spheroid area in Snord67 knockout cells (Fig. 2), suggesting that the canonical function of Snord67 in guiding U6 C60 methylation is important for its role in promoting tumor growth. However, this result does not exclude a role for non-canonical targets of Snord67-guided methylation that also depend on an intact antisense element. Although we did not identify any other targets of Snord67-guided 2′-*O*-methylation by RibOxi-seq, this method has limited sensitivity for 2′-*O*-methylation sites in less abundant RNAs, and it remains possible that Snord67 guides the 2′-*O*-methylation of RNAs other than U6. Furthermore, the observation that the mutant Snord67 construct can still partly rescue in vitro phenotypes raises the possibility that other, non-canonical mechanisms may contribute to the role of Snord67 in cancer cells. Therefore, Snord67 may modulate splicing and lymphatic metastasis both through its canonical mechanism of guiding U6 methylation and through non-canonical mechanisms, such as the 2′-*O*-methylation of targets other than U6 or other methylation-independent mechanisms. Further studies will be needed to explore a possible role for such non-canonical mechanisms of Snord67.

Finally, our results support a potential role for ASO technology in therapeutically targeting cancer metastasis, either through the use of ASOs to target dysregulated, pro-metastatic snoRNAs, or potentially through the use of ASOs that are specifically designed to target metastasis-specific alternative splicing events. Of note, splice site-specific ASOs such as nusinersen have demonstrated remarkable clinical efficacy in other applications such as spinal muscular atrophy^67,68^. Future work directed at further elucidating the mechanisms by which snoRNAs modulate splicing and promote metastasis could therefore lead to novel strategies for treating cancer patients.

## Methods

### Study ethics and approval

This study complies with all relevant ethical regulations. All animals were cared for according to guidelines set forth by the American Association for Accreditation of Laboratory Animal Care and the U.S. Public Health Service policy on Human Care and Use of Laboratory Animals. All mouse studies were approved and supervised by the University of North Carolina at Chapel Hill Institutional Animal Care and Use Committee. The maximum tumor size permitted by our approved animal protocol is 2 cm in greatest diameter; this maximum tumor size was not exceeded in this study.

### Sex as a biological variable

Our study exclusively examined female mice, since the vast majority of triple-negative breast cancer occurs in women.

### Cell lines

4T1 cells were obtained from the ATCC (CRL-2539) and maintained in RPMI medium containing 10% v/v FBS and 100 U/mL penicillin/streptomycin. 4T1 cells were transduced with lentiviral constructs expressing either GFP/firefly luciferase or mCherry/Renilla luciferase and then selected and maintained in puromycin (4 μg/mL). EO771.LMB cells were provided by Dr. Robin Anderson and were maintained in DMEM with high (4.5 g/L) D-glucose, 20 mM HEPES, 10% v/v FBS, and 100 U/mL penicillin/streptomycin. MDA-MB-231-D3H2LN-luc (D3H2) cells were provided as a kind gift from Dr. Zdravka Medarova and were maintained in DMEM with high (4.5 g/L) D-glucose, 10% v/v FBS, and 100 U/mL penicillin/streptomycin. All cells were routinely tested for mycoplasma using the Lonza MycoAlert Detection kit (LT07-418).

### Patient samples

We obtained snap-frozen tissue from 24 matched pairs of primary breast tumors and lymph node tumors from patients with breast cancer under a protocol approved by the University of North Carolina at Chapel Hill Institutional Review Board (IRB 21-2233). All subjects were female. Informed consent was obtained from all subjects.

### Generation of CRISPR knockout cell lines

All-in-one CRISPR/Cas9 clones targeting Snord67 and Snord111 were purchased from Genecopoeia (vector pCRISPR-CG02). sgRNA sequences were designed using CRISPOR^69^. 4T1, EO771.LMB, and MDA-MB-231-D3H2LN-luc cells were transiently transfected with pairs of Cas9–sgRNA constructs by electroporation using the Neon Transfection System (Invitrogen). Single cell clones were isolated by serial dilution. To confirm Snord67 gene deletion, DNA was isolated using the DNeasy Blood and Tissue Kit (Qiagen, Cat 69504) and then sequenced (Eton Biosciences). Only single cell clones with confirmed DNA deletion by sequencing and loss of RNA expression by RT–qPCR were used for further phenotypic evaluation. The sequences of the sgRNAs and sequencing primers are provided in Supplementary Data 3.

### Generation of Snord67 overexpression and mutant overexpression cell lines

A custom plasmid of Snord67 flanked by its two exons was created (Genecopoeia) to rescue Snord67 expression (OE) in Snord67 knockout cells. Phusion Site-Directed Mutagenesis kit (Thermo Scientific) was used to direct a single base pair change (G97C) on Snord67 to create a mutant Snord67 overexpression plasmid (mutOE). We then used Sanger sequencing to identify a clone with the desired base mutation. Next, we used NheI (NEB) to linearize OE and mutOE plasmids for stable transfection. Linearized plasmids were transfected into 4T1 Snord67 knockout cells using Lipofectamine 2000 (Thermo Scientific). Cells were grown in 50 µg/mL hygromycin for selection, and then GFP-positive clones were isolated using a fluorescence microscope. Cells were maintained in culture medium containing 50 µg/mL hygromycin, but hygromycin was omitted at the time of plating for colony formation and spheroid formation assays. The sequences of the primers used for site-directed mutagenesis and for Sanger sequencing are provided in Supplementary Data 3.

### Reverse transcription and quantitative PCR (RT–qPCR) and RT–PCR

Total RNA was purified from cell lines using the Zymo Quick-RNA miniprep or microprep kit (Zymo Research, R1057 or R1050). cDNA was synthesized using the SuperScript First-Strand cDNA Synthesis Kit (Thermo Scientific, 11904018) using gene-specific primers for stem-loop qPCR or using the iScript cDNA Synthesis Kit (Bio-Rad, 1708890). For qPCR, cDNA combined with SYBR Green Master Mix (Bio-Rad, 1525271) for measurement on a StepOnePlus qPCR machine (Applied Biosystems). Data was analyzed using the ΔΔCt method and normalized to GAPDH or RPLP0. For measurement of Snord67 levels in clinical samples, qPCR reactions consisted of 6.25 µL 2× PowerUp SYBR Green Master Mix (Applied Biosystems), 2 µL 1:4 diluted cDNA, 0.5 µL 20 µM Forward Primer, 0.5 µL 20 µM Reverse Primer and 3.25 µL water for a total reaction volume of 12.5 µL. The thermal cycling conditions consisted of 50 °C for 2 min, 95 °C for 10 minutes then 40 cycles of 95 °C for 15 s followed by 60 °C for 1 minute. Reactions were carried out using a QuantStudio 6 (Applied Biosystems). For PCR to detect possible splice variants of CKAP5, cDNA was combined with 2.5 units/reaction HotStarTaq DNA polymerase, 200 µM dNTPs, and 250 nM primers in 1x PCR buffer with 1x Q-Solution (Qiagen, 203203), and the thermocycler was set to: (i) 95 °C for 15 min, (ii) 30 cycles of 95 °C for 30 sec, 55 °C for 30 sec, 72 °C for 1 min, (iii) 72 °C for 10 min, (iv) 4 °C hold. The PCR products and a 100 bp DNA ladder (NEB, B7025) were run on a 1.4% agarose gel containing SybrSafe stain in TAE buffer at 100 V for 1 hour. The gel was imaged on a ChemiDoc system (Bio-Rad), and Image Lab software (Bio-Rad) was used to quantify the bands by densitometry. The primers used for RT–qPCR and RT–PCR are listed in Supplementary Data 3.

### Measurement of 2′-O-methylation by Nm-VAQ

Adapted from previously published protocol^31^. 2′-*O*-methylated RNA/DNA chimeras were designed to target the C60 2′-*O*-methylated site of U6 snRNA and ordered from Dharmacon Horizon. 200–500 ng of total RNA was mixed with 50 pmol of appropriate chimera in 10 mM Tris pH 7.0 buffer and mixed thoroughly. The samples were denatured at 95 °C for 1 minute and immediately moved to ice. One half of the annealed reaction was mixed with RNase H and 10× RNase H Buffer (New England Biolabs), and the other half was mixed with RNase-free water in place of RNase H. Both samples were incubated at 37 °C for 30 minutes before being stored on ice. RNase H was inactivated by heating at 90 °C for 10 minutes. After denaturation, the samples were diluted 1:50, and 5 μL of the dilution was used for cDNA synthesis using SuperScript III reverse transcriptase (Thermo Scientific, 18080051) and a U6 snRNA gene specific primer, then cDNA was diluted again at 1:50, and 4 µL was used for RT–qPCR using Power SYBR Green PCR Master Mix (Applied Biosystems, 4368577). Alternatively, after treatment with or without RNase H, the samples were cleaned up using the Monarch 10 µg RNA Cleanup Kit (NEB, T2030) and eluted in 10 µL RNase-free water, and 1 µL of the elution was used for cDNA synthesis using SuperScript III reverse transcriptase and random hexamers, and then 2 µL (one tenth of the reaction volume) was used for qPCR using Power SYBR Green PCR Master Mix. qPCR primers were designed to flank the RNase H cleavage site. Percent methylation at C60 in U6 snRNA was determined by comparing the amplification in the RNase H-treated sample to the amplification in the untreated sample, with normalization to either GAPDH or RPLP0 in the samples both with and without RNase H. Sequences of chimeras and qPCR primers for Nm-VAQ are listed in Supplementary Data 3.

### Protein extraction and Western blotting

Cultured cells were washed with PBS, detached with trypsin, and spun down into cell pellets. Cell pellets were washed with PBS and resuspended in cold RIPA Lysis and Extraction Buffer (Thermo Scientific, 89900) with 1× Halt protease inhibitor (Thermo Scientific, 87786). For wild-type and Snord67 knockout cells, the resuspended cells were combined with ceramic beads (Thermo Scientific, 15-340-154) and lysed in with a bead mill in three 30-second pulses at 1 meter/second at 4 °C, incubating for 2 min on ice between each 30 s pulse. The lysates and beads were then centrifuged at 10,000 × *g* at 4 °C for 1 min, and the supernatant was transferred to a fresh tube. The lysates were rotated at 4 °C for 20–40 minutes, vortexed for 10 s, incubated at room temperature for 5 min, loaded on a QIAshredder column (Qiagen, 79656), and centrifuged at 21,000 × *g* for 2 min at room temperature, and the flow-through lysate was transferred to a new tube. For ASO-treated cells, cells resuspended in RIPA buffer with protease inhibitor were incubated on ice for 20 minutes with intermittent mixing, and then centrifuged at 14,000 × *g* for 15 minutes at 4 °C, and the supernatant lysate was transferred to a new tube. The protein concentration was measured using the Qubit Protein Assay Kit (Thermo Scientific, Q33212). For Western blotting, 20–50 µg of protein was combined with 4× Laemmli sample buffer (Bio-Rad, 1610747) with 10% v/v β-mercaptoethanol and heated at 95 °C for 5 min. The protein samples, MagicMark XP Western Protein Standard (Thermo Scientific, LC5602), and Precision Plus Dual Color Standards (Bio-Rad. 1610374) were run on a 7.5% Mini-PROTEAN TGX precast gel (Bio-Rad, 4561026 or 4561023) in Tris/Glycine/SDS running buffer (Bio-Rad, 1610732) at 200 V for 30 minutes, and then transferred to a polyvinylidene fluoride membrane (Millipore, IPVH00010) at 100 V for 2 h at 4 °C. The membranes were blocked in 5% w/v milk (Bio-Rad, 170-6404), 20 mM Tris-Cl (pH 7.6), 150 mM NaCl, and 0.1% v/v Tween20, and then probed with 1/1000 rabbit anti-CKAP5 polyclonal antibody (Thermo Scientific, PA3-16835) or 1/400 mouse anti-vinculin monoclonal antibody (Sigma, V9131) at 4 °C overnight, followed by 1/2000 HRP-linked horse anti-rabbit IgG (Cell Signaling Technology, 7074P2) or 1/2000 HRP-linked horse anti-mouse IgG (Cell Signaling Technology, 7076P2). Blots were imaged on a ChemiDoc system (Bio-Rad), and Image Lab software (Bio-Rad) was used to quantify the bands by densitometry.

### Synthetic snoRNA transfection

Fully synthetic human Snord75 (control) snoRNA was chemically synthesized (Dharmacon, Inc.), and murine Snord67 was in vitro transcribed using the T7 RiboMAX Express Large Scale RNA Production System (Promega P1320). The RNA was reconstituted at 20 µM in sterile, nuclease-free water. For reverse transfection, 3.125 μL snoRNA or water (negative control) was complexed with 6.25 μL transfection reagent (Lipofectamine RNAiMax, Invitrogen, 2:1 ratio) in 1.25 mL Opti-MEM I medium (Gibco). 500 µL transfection medium was mixed with 2 mL complete medium containing 400,000 EO771.LMB WT or Snord67 knockout cells for a final transfected snoRNA concentration of 10 nM. Reverse transfections were performed in 6-well tissue culture plates (Corning), and transfection medium was exchanged for complete medium after 6 h. At 24 hours post transfection, cells were lifted and seeded at densities of 100k, 75k, 50k, 25k, 10k, and 5k for timepoints of 48, 72, 96, 120, 144, and 168 h post transfection, respectively. Excess cells from the seeding were saved for RNA isolation as the 24 h post transfection timepoint. The sequences of the synthetic snoRNAs are listed in Supplementary Data 3.

### Migration assay

A total of 25,000 4T1 cells were added in serum-free medium to BioCoat Control Cell Culture Inserts with 8 μm pores (Corning, 354578) that were pre-coated with 10 μg/mL type 1 rat tail collagen on the bottom of the inserts. RPMI medium containing 10% FBS was added to the lower chambers as the chemoattractant. After 18 h, cells that had migrated to the bottom of the filter were fixed and stained using the Protocol Hema 3 staining kit (Fisher Scientific, 22122911). Membranes were mounted onto glass slides, and images were taken using a Nikon microscope. Migrated cells were enumerated using CellProfiler open source image analysis software.

### Proliferation assay

Cells were plated at a density of 2500 cells per well in a 96-well plate in 120 µL of RPMI containing 10% fetal bovine serum. The plate was placed in an IncuCyte ZOOM Live-Cell Imaging system (Essen Bioscience) (10× objective) and the percent confluence was recorded every two hours by both phase contrast and fluorescence scanning for 96 h at 37 °C and 5% CO_2_. Images were analyzed using the IncuCyte ZOOM software and the percentages of cell confluence were calculated over time.

### Colony formation assay

After treatment, cells were trypsinized, counted, and 1000 or 5000 cells were plated in triplicate in six-well plates containing complete medium. For the synthetic snoRNA rescue experiment, cells were transfected as described above. 24 h post transfection, cells were washed, trypsinized, and 4000–5000 cells were seeded in 6-well plates in complete medium. Cells were allowed to grow under standard conditions for at least 3 days until colonies were observed. For staining, 1 mL of crystal violet stain (0.05% crystal violet, 1% formalin, 1% methanol in PBS) was added to the cells. Images were taken using an Epson office scanner under film settings. Colonies were quantified using the ColonyArea plugin on ImageJ^70^.

### Spheroid assay

Cells were washed, trypsinized, and resuspended in complete medium to a concentration 10^6^ cells/mL, and then 5 µL of the resuspended cells were mixed with 45 µL Matrigel basement membrane matrix (Corning, 356237) and plated in a 24-well plate (5000 cells per well). The 24-well plate was placed at 37 °C, 5% CO_2_ for 30 min to solidify, and then 750 µL complete medium was added. Brightfield images were taken at 3 days (4T1) or 7 days (D3H2) after plating on a Zeiss Axio Observer Z1/7 inverted microscope with an EC Plan-Neofluar 5x/0.16 Ph 1 M27 objective and an Axiocam 712 mono camera, using Zen 3.6 blue edition version 3.6.095.08000 software. Spheroid images were analyzed using OrganoSeg software.

### Animal studies

For all in vivo studies, adult female Balb/c or C57BL/6 mice (*Mus musculus*) with age 6–8 weeks were purchased from Taconic Farms or The Jackson Laboratory and randomized into experimental groups. The mice were housed on a 12 h light cycle from 7 am to 7 pm, at an ambient temperature range of 68–74 degrees Fahrenheit with a humidity range of 30–70%.

### Mammary fat pad injection

Cells were trypsinized and suspended in Matrigel at a 1:1 ratio, and 50,000 cells were injected directly into the 8th mammary fat pad of mice. Caliper measurements of subcutaneous tumor growth were taken twice weekly, and the tumor volume was calculated as L X W^2^ where L is the greatest cross-sectional length across the tumor and W is the length perpendicular to L.

### Axillary lymph node injection

Mice were anesthetized, depilated, and subjected to surgical implantation of 5000 4T1 cells in a total volume of 1 µL Hank’s Buffered Saline Solution (HBSS). Injections were performed using a dissecting microscope, a 10 µL Hamilton syringe, and a custom-made microtip Pasteur pipette. Caliper measurements of tumor growth were taken twice weekly, and the tumor volume was calculated as above.

### Tail vein injection

Mice were injected with 1 × 10^5^ cells in HBSS by tail vein, after which mice were monitored daily for health. Mice were sacrificed and analyzed at the indicated time point post-injection.

### ASO treatment

Second-generation ASOs with a phosphorothioate backbone with 10 central DNA bases flanked by five 2′-methoxyethyl (MOE) modified bases at the 5′ and 3′ ends were designed to target the antisense element of Snord67 and synthesized by Integrated DNA Technologies. For in vitro treatment of 4T1 cells with ASO, negative control or Snord67 ASO was added to the culture medium at a final concentration of 1 µM. For in vitro transfection of D3H2 cells with ASO, negative control or Snord67 ASO was complexed with transfection reagent (Lipofectamine RNAiMax, Invitrogen, 2:1 ratio) in Opti-MEM I medium (Gibco). ASO-containing medium was mixed with 2 mL antibiotic-free medium containing 400,000 D3H2 WT or Snord67 knockout cells for a final transfected ASO concentration of 10 or 40 nM. Reverse transfections were performed in 6-well tissue culture plates (Corning), and transfection medium was exchanged for complete medium after 24 h. At 24 h post transfection, cells were lifted and seeded for spheroid assays and for RNA collection time points. For in vivo ASO experiments, mice were micro-injected with 4T1 cancer cells in the AxLN as described above. Two weeks after injection of cancer cells into the axillary lymph node, PBS or ASO treatment was initiated. ASO was resuspended in 200 µL PBS and injected subcutaneously in the scapular area daily for 6 total treatments.

### Ex vivo cell line establishment

Tumors were excised in a sterile fashion and minced in digestion medium, and tissue was digested for 1 hour in 0.125% collagenase II, 0.1% hyaluronidase, 15 U/mL DNase, and 2.5 U/mL Dispase. Cells were then pelleted, subjected to ACK red blood cell lysis, and plated in 10 cm dishes containing complete RPMI medium and antibiotics as appropriate. For passaging and subsequent culture, ex vivo 4T1 subclones were selected with 6-thioguanine for several days until pure colonies were observed.

### Quantification of lung metastases from AxLN tumors

Lungs were extracted and placed into dissociation buffer that was composed of 1 mg/mL collagenase type 2 (Worthington, #LS004177), 0.25 U/ml neutral protease (Worthington, LS02104), 4 µg/ml deoxyribonuclease (Worthington, #LS006343), and 500 U/ml hyaluronidase (MP Biomedicals, #ICN10074090) resuspended in low-glucose DMEM (Gibco). Tissues were then mechanically minced using the gentleMACS Octo Dissociator (Miltenyi Biotec) and then enzymatically digested at 37 °C for 1 h. Red blood cells were lysed with ACK Lysis buffer, and then cells were plated following several washes with PBS. Cells were cultured at 37 °C for 1 week in complete growth media supplemented with 6-thioguanine. Renilla luciferase activity was then detected by the Renilla Luciferase Assay System (Promega, E2810) using a luminometer.

### Quantification of lymph node and lung metastases from MFP tumors

First, a standard curve was generated by extracting right lung and axillary lymph node from Balb/c or C57bl/6 mice into Trizol reagent (Invitrogen, #15596018). Tissues were dissociated into a cell suspension using a homogenizer. Next, the lung and lymph node cell suspensions were admixed with a known number of 4T1 or EO771.LMB cells, ranging from 10^2^ to 10^6^ cells. Both cell lines were previously transduced with the mCherry reporter gene. RNA purification and cDNA synthesis was performed as described above. mCherry was amplified by qPCR using gene-specific primers (Supplementary Data 3), and the amplicons were resolved in 2% agarose gel followed by quantification using ImageJ software. The standard curve was generated by plotting band intensity versus log_10_(number of 4T1 or EO771.LMB cells). For the quantification of LN and lung metastases from MFP tumors, four weeks after MFP injection, right lung and axillary LNs were dissected from mice and then underwent RNA extraction, cDNA synthesis, and qPCR for detection of mCherry expression. Amplicons were resolved by gel, and then band intensity was measured quantified by ImageJ. The number of 4T1 and EO771.LMB cells detected in LN and lung tissues was extrapolated using the regression equation obtained from the standard curve.

### Microarray analyses

These microarray results are based on samples belonging to a larger experiment that we performed; some findings coming from this experiment have been previously published^8^. Their annotation and raw files have been deposited in the Gene Expression Omnibus (GEO) repository, with the following accession code: GSE136031. Because those samples have already been described in that article and its GEO metafile, this paragraph of bioinformatics methods aims to 1) summarize what can be found in the aforementioned publication that is relevant also for this new research, 2) highlight differences in the data processing and analysis between that study and this one, and 3) document how the three heat maps that are shown in the main text and supplemental data were generated.

The only samples that are described in the GEO metafile of GSE136031 and were used for the data processing and analyses performed here are: 1) two baseline sample types (4T1-GFP-fLuc and 4T1-mCherry-rLuc), each as a quadruplicate, for a total of 8 samples; 2) two mammary fat pad (MFP) sample types, injected in and harvested from MFP, each as a triplicate (6 samples); 3) three axillary lymph node (AxLN) sample types, injected in and harvested from AxLN, each as a triplicate (9 samples); 4) three AxLN-derived lung metastases (AxLN-LuM), injected in AxLN and harvested from lung metastases (LuM), each as a triplicate (9 samples). Samples were obtained at different time points (see the previously mentioned GEO metafile). The generation and normalization of the RNA expression values relied on the robust multi-array algorithm (RMA)^71,72^. The expression measures of these two plates were combined through a joint scaling procedure (all 41,345 Affymetrix probes combined). However, for this research, we analyzed only those probes that were not included in our previous analysis, which had focused on protein-coding genes that did not have a missing mRNA description and were not poorly characterized in the Affymetrix annotation. These Affymetrix probes formed the collection of heterogeneous and non-coding RNAs used in this analysis. Notably, while this study focuses on a different subset of Affymetrix probes, the included samples are the same as in our previously published article^8^.

The analysis started with a tailored differential gene expression (vs. the two baselines) including genes: i) having a mean expression value for at least one sample triplet (*i.e*., a sample type) ≥ 50% or ≤ 50% than the mean in the two baselines, ii) ≥ 25th percentile in terms of range (across the samples), calculated on the sub-matrix whose columns are the baselines and that sample triplet, and iii) for which every comparison between the three samples of that triplet and the baseline replicates followed either the mathematical relation of being > or of being <. Thereafter, different sample types were compared, following this scheme: a) MFP vs. AxLN, b) MFP vs. AxLN-LuM, and c) AxLN vs. AxLN-LuM. These three comparisons had to fulfill the requirement defined in the above point iii). For the purposes of this research, the two pairwise comparisons that are shown are MFP vs. AxLN and AxLN vs. AxLN-LuM. Therefore, we determined patterns of gene expression across the three samples types (MFP, AxLN, and AxLN-LuM); this analysis was used to identify genes that were differentially expressed in AxLN relative to the set of MFP, AxLN, and AxLN-LuM. For an overview of how the probes for the heat map that displays MFP vs. AxLN vs. AxLN-LuM (24 samples total) were assembled, refer to Leslie et al, since the method used is the same^8^.

Finally, we hierarchically clustered the matrix rows (each containing the gene expression values of an Affymetrix ID across the selected samples) on data that were log_2_-transformed and mean-subtracted using publicly available software^73,74^. The enrichment of snoRNAs among differentially expressed ncRNAs was evaluated by the hypergeometric test using R Statistical Software version 4.4.0^75^.

### Preparation of libraries for RibOxi-seq and RNA-seq of 4T1 cells

Total RNA was isolated from 4T1 cells using the Purelink RNA Mini Kit (Invitrogen). Three biologic replicates were used for each sample. RNA samples were assessed using bioanalyzer to ensure sample quality. mRNA was then enriched using NEBNext Poly(A) mRNA Magnetic Isolation Module. Enrichment was assessed by examining rRNA depletion using a bioanalyzer. For mRNA-seq library prep, the KAPA Stranded mRNA-seq kit (Roche) was used. The methods for the RibOxi-seq library preparation were modified from a previously published protocol^36,37^. In brief, Poly(A) enriched RNA was denatured for 3 min at 90 °C and fragmented by Benzonase (final RNA concentration: 100 ng/µL, enzyme 0.5 units/100 µL reaction) on ice for 90 minutes. Following extraction with acidic phenol-chloroform, the fragmented samples underwent 2 rounds oxidation-elimination cycles. The oxidized RNA was then ligated to the NEB Universal miRNA cloning linker using T4 RNA ligase 2, truncated KQ (NEB, M0373S) at 16 °C overnight. 25 µM RibOxi RT primer was then annealed to the reaction before ligation of 5′ RNA linker using T4 RNA ligase I at room temperature for 1 hour and subsequent reverse-transcription using Protoscript II (NE Biolabs, M0368S). cDNA was then purified with AmpureXP beads with 1:1.8 ratio. 10 µM Illumina compatible forward and reverse PCR primers were added together with Q5 master mix (NE Biolabs, M0544S) followed by AmpureXP purification with 1:1 ratio. A custom cycling program was used to amplify the final PE libraries where 5 cycles were with annealing temperature of 55 °C, while the remaining 23 cycles had annealing temperature of 62 °C. Library QC was done with Agilent bioanalyzer 2200 with DNA1000 chips and reagents. Samples were then sequenced by the UNC High-throughput Sequencing Facility using a HiSeq 4000 (Illumina). Sequences of oligonucleotides used in RNA-seq and RibOxi-seq are provided in Supplemental Table 2.

### Preparation of libraries for RNA-seq of MDA-MB-231-D3H2LN-luc cells

Three biological replicates of MDA-MB-231-D3H2LN-luc WT or Snord67 knockout cells were collected and stored at −80 °C. RNA was extracted from the frozen cell pellets using the RNeasy kit (Qiagen). Libraries were prepared from 1 µg of total RNA for each sample using the KAPA mRNA HyperPrep Kit (Roche) and Illumina adapters (NEB). Agarose gel electrophoresis was used to confirm library size, and Qubit was used to measure the concentration. Pooled libraries were then sequenced for paired end reads on an Illumina NovaSeq X Plus PE150 sequencer.

### Preparation of libraries for RNA-seq of paired breast tumor and lymph node metastases from breast cancer patients

Total RNA was extracted from 10 mg of snap-frozen tissue from paired breast tumors and lymph node metastases from 24 breast cancer patients on a KingFisher Flex instrument (Thermo Scientific, 5400610) using the MagMAX mirVana total RNA isolation kit (Applied Biosystems, A27828). Nucleic acid quantification was performed on a Qubit Flex Fluorometer (Thermo Scientific, Q33327) using the Qubit RNA broad range assay (Invitrogen, Q10211), and RNA quality was evaluated on a TapeStation 4200 instrument (Agilent, G2991AA) by RNA ScreenTape Analysis (Agilent, 5067-5576). Libraries were prepared from 1 µg of total RNA on a Hamilton NGS STAR instrument using the TruSeq Stranded Total RNA Library Prep Gold Kit (Illumina, 20020599). Library quantification was performed on a Qubit 3.0 Fluorometer (Thermo Scientific, Q33216) using the Qubit 1X dsDNA broad range assay (Invitrogen, Q33266). Library quality was evaluated on a TapeStation 4200 instrument (Agilent, G2991AA) by DNA ScreenTape Analysis (Agilent, 5067-5582). The libraries were sequenced on an Illumina NovaSeq 6000 for 2 × 50 base-pair paired end reads at 90 million clusters per library. RNA preparation, library construction, quality control, and sequencing were performed in the University of North Carolina at Chapel Hill Lineberger Comprehensive Cancer Center Translational Genomics Lab (RRID:SCR_025231).

### Analysis of RNA sequencing data from 4T1 cells, MDA-MB-231-D3H2LN-luc cells, and paired breast tumor and lymph node metastases from breast cancer patients

The quality of the raw RNA-seq reads was assessed using FastQC (v.0.12.0)^76^ and MultiQC (v1.23)^77^. The RNA-seq reads from the 4T1 cells were mapped to the mouse genome build m39 from Ensembl^78^ using STAR (v2.7.11b)^79^ to generate bam files. The RNA-seq reads from the D3H2 cells were trimmed using fastp, and then mapped to the human genome build hg38 from Ensembl^78^ using STAR^79^ to generate bam files. The RNA-seq reads from the paired breast tumor and lymph node metastases from patients were mapped to the human genome build hg38 from Ensembl^78^ using STAR^79^ to generate bam files. SAMtools (v1.9a)^80^ was used to sort the bam files. The mapped reads were further analyzed with rMATS^81^ to measure alternative splicing. Significant events were defined as alternative splicing events with ∆PSI ≥ 0.10 and FDR < 0.05, with either total inclusion or exclusion read counts ≥ 5. Transcript quantification was performed using Salmon (v1.10.2)^82^ to calculate the level of gene expression. DESeq2 (v3.19)^83^ was then used to identify significant genes with a |log_2_(foldchange)| > 1 and an adjusted *p-*value < 0.05. Gene Ontology (GO) analysis was performed using the R/Bioconductor clusterProfiler function enrichGO^84^. For the overlap analysis, overlapping genes in a background set of only co-detected events were used. The hypergeometric test was used to calculate the significance of the overlap. Splicing efficiency analysis was performed using IRFinder version 2.0^85^. The bam files generated by STAR were used as the input. Only events that were considered ‘pure introns’ were included. The intron retention ratio was defined as: Intron Retention Ratio = (number of reads with intron included)/(total number of reads). Splicing efficiency was defined as: Splicing Efficiency = 1 − (mean Intron Retention Ratio).

### Analysis of RibOxi-seq

For RibOxi-seq analysis, *cutadapt* was used to remove read-through adapters since insert sizes are predicted to be small. *pear* was then used to merge each pair of reads into a single read with default parameters. The actual 3′-linker sequence was removed using *cutadapt*. Mapping was done against the index generated in the mRNA-seq analysis step or U6 snRNA/rRNA transcript sequences. The read 3′-end counts were then generated by processing BED files converted from alignment BAMs. The processed and raw files have been deposited in GEO repository, with accession code GSE269267. For the plots in Supplemental Fig. 11, all positions with 0 reads were converted to 1, and the number of reads at each base position *n* was normalized to the average number of reads at the neighboring base positions *n-1* and *n* + *1* to generate the “Nm score.”

### Validation of alternative splicing by RT–PCR

Total RNA (2 µg) was diluted in nuclease-free water to a final concentration of 200 ng/µL. The High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, #4368813) was used according to the manufacturer’s protocol to reverse transcribe the RNA into cDNA. The thermocycler reaction settings were the following: (i) 25 °C for 10 min, (ii) 37 °C for 120 min, (iii) 85 °C for 5 min, (iv) 4 °C pause. Primers were designed in the upstream and downstream constitutive exons most proximal to the alternative region. The PCR reaction was prepared using GoTaq Green Master Mix (Promega, M7123) and primers diluted to a final concentration of 0.5 µM. The thermocycler reaction settings were the following: (i) 95 °C for 75 sec, (ii) 27 cycles of 95 °C for 45 s, 57 °C for 45 s, 72 °C for 1 min, (iii) 72 °C for 10 min, (iv) 25 °C pause. The PCR products were run on a 6% polyacrylamide gel in TAE buffer (40 mM Tris, 20 mM acetic acid, 1 mM EDTA) at 140 to 150 V for 3 hours, except for validation of the Fn1 alternative splicing event in MDA-MB-231-D3H2LN-luc cells, in which the PCR products were run on a 2% agarose gel at 110 V for 70 minutes. The pUC19 ladder (Thermo Scientific, SM0221) was loaded alongside samples. The gel was submerged in an aqueous solution of 0.4 µg/mL ethidium bromide (MP Biomedicals, ETBC1001) for 10 minutes to stain the DNA. The ChemiDoc XRS+ Imaging System (Bio-Rad) was used to visualize bands, and the Image Lab software (Bio-Rad) was used to quantify the bands by densitometry. The percent spliced in (PSI) values were calculated as reported previously^86^. Sequences of the primers used for RT–PCR are provided in Supplementary Data 3.

### Alternative Splicing Visualization

The rMATS data was visualized using the rmats2sashimiplot program (v3.0.0) (https://github.com/Xinglab/rmats2sashimiplot). BAM and rMATS output files were used to run the program, and replicates were averaged with a group file. Introns were scaled by a factor of 5 for plotting.

### Analysis of correlation between alternative splicing and Snord67 expression in breast cancer patients

For the first correlation analysis, Pearson’s correlation was calculated between (1) the PSI for the exon of interest (in *MYO18A* or *NFYA*) as determined from RNA-seq and (2) the −∆C_T_ value for Snord67 expression normalized to GAPDH expression as determined by RT–qPCR, *i.e*. − C_T_(Snord67) – [−C_T_(Snord67)]. For the second correlation analysis, Pearson’s correlation was calculated between (1) the ∆PSI for the change in PSI of exon of interest (in *MYO18A* or *NFYA*) in the LN metastasis relative to the PSI in the matched primary breast tumor, *i.e*. PSI(LN) – PSI(primary), and (2) the −∆∆C_T_ value for the difference in Snord67 expression (normalized to GAPDH) in the LN metastasis compared to the matched primary breast tumor, *i.e*. –∆C_T_(LN) – [−∆C_T_(primary)]. The difference in PSI between the low Snord67 and high Snord67 expression groups was evaluated by t-test, where the threshold Snord67 expression level that yielded the lowest *p-*value was used.

### Analysis of TCGA BRCA data

The Cancer Genome Atlas (TCGA) Breast Invasive Carcinoma (BRCA) data were obtained from the BRCA TCGA Pan-Cancer Atlas 2018^87,88^. SnoRNA expression data were obtained from a previously published analysis of TCGA microRNA sequencing data^11^. Pearson correlation was used to determine the relationship between *CKAP5* and Snord67 expression. The log-rank test was used to evaluate the effect of *CKAP5* or Snord67 expression on overall survival in patients with specific breast cancer subtypes.

### Statistics

For in vivo experiments, between 5 and 15 mice were assigned per treatment group; this sample size gave approximately 80% power to detect a 50% change in tumor weight with 95% confidence. Results of in vitro and in vivo experiments were compared using Student’s *t*-test for comparisons of two groups, and analysis of variance (ANOVA) for multiple group comparisons. For values that were not normally distributed (as determined by the Kolmogorov–Smirnov test), the Mann–Whitney rank sum test was used. A *p*-value less than 0.05 was deemed statistically significant. All other statistical tests for in vitro experiments were performed using GraphPad Prism 8 (GraphPad Software, Inc., San Diego, CA). The multiple hypothesis testing correction of these results was made using the false discovery rate (FDR) method.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The microarray data used in this study are available in the Gene Expression Omnibus (GEO) data bank under accession code GSE136031 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE136031]. The processed microarray data are provided in the Supplementary Data 1 and Supplementary Data 2 files. The RibOxi-seq data generated in this study have been deposited in the GEO database under accession code GSE269267 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE269267]. The RNA sequencing data for the 4T1 and D3H2 cells generated in this study have been deposited in the GEO database under accession code GSE274590 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE274590]. The RNA sequencing data for the paired primary breast tumors and matched lymph node metastases generated in this study have been deposited in the GEO database under accession code GSE274815 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE274815]. The remaining data are available within the Article, Supplementary Information, or Source Data file. Source data are provided with this paper.

# Supplementary material for: Snord67 promotes breast cancer metastasis by guiding U6 modification and modulating the splicing landscape
**Source:** Nat Commun. 2025 May 2;16:4118. doi: 10.1038/s41467-025-59406-w
**Supplement:** Supplementary file 1 — Supplementary Information

**Snord67 promotes breast cancer metastasis by guiding U6 modification and modulating the splicing landscape**

Yvonne L. Chao, Katherine I. Zhou, Kwame K. Forbes, Alessandro Porrello, Gabrielle M. Gentile, Yinzhou Zhu, Aaron C. Chack, Dixcy J.S. John Mary, Haizhou Liu, Eric Cockman, Lincy Edatt, Grant A. Goda, Justin J. Zhao, Hala Abou Assi, Hannah J. Wiedner, Yihsuan Tsai, Lily Wilkinson, Amanda E.D. Van Swearingen, Lisa A. Carey, Jimena Giudice, Daniel Dominguez, Christopher L. Holley, Chad V. Pecot

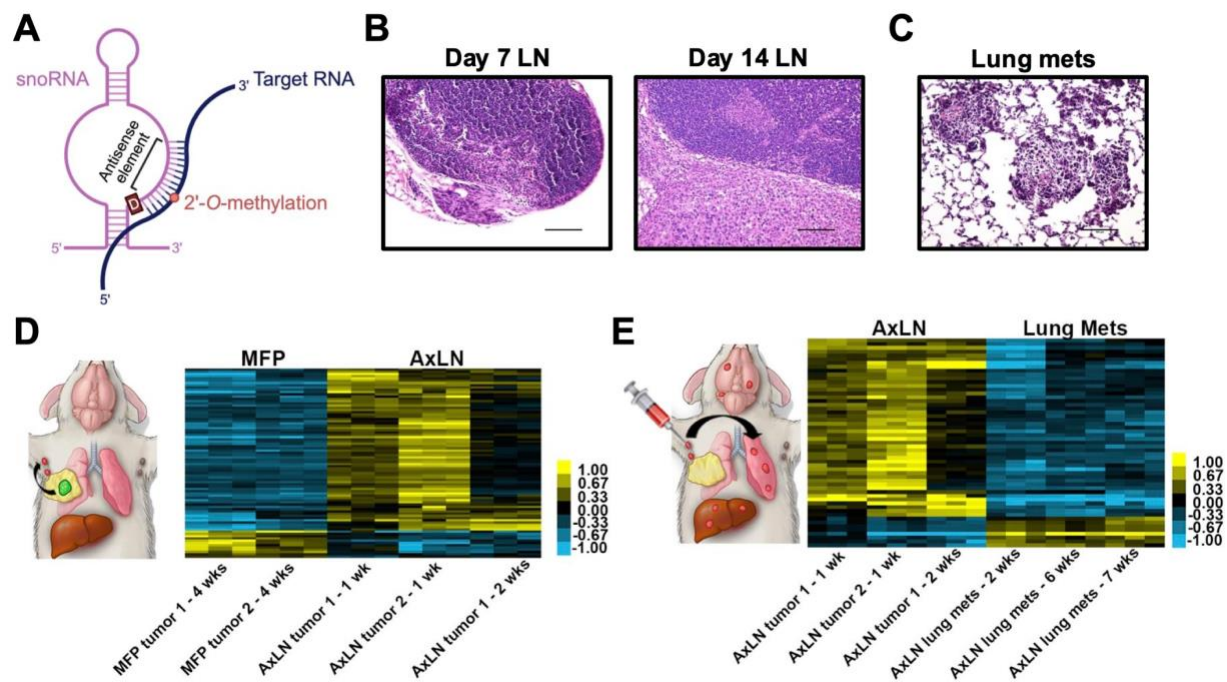

**Supplemental Figure 1. Identification of snoRNAs among ncRNAs and poorly characterized RNAs that are differentially expressed in axillary LN tumors by microarray profiling.** (A) Schematic illustrating the structure of a snoRNA and its interaction with a target RNA. Created in BioRender. Zhou, K. (2025) <https://BioRender.com/m67e606>. (B) H&E-stained images of axillary lymph node tumors at 7 and 14 days after micro-injection of 4T1 cells. Scale bar = 100  $\mu$ m. (C) H&E-stained images of lung metastases derived from micro-injected axillary lymph node tumors. Scale bar = 100  $\mu$ m. (D) Pairwise comparison of differentially expressed ncRNAs in AxLN tumors (n=3) vs. MFP tumors (n=2). (E) Pairwise comparison of differentially expressed ncRNAs in lung metastases derived from AxLN tumors (n=3) vs. AxLN tumors (n=3). Tumors were harvested at the indicated timepoints and expanded *ex vivo* to generate subclones. n=3 biologic replicates. For (D) and (E), expression values were plotted on the heat maps using colors (yellow-blue) assigned by the TreeView plotting software, with the contrast set to 1 (see the color bar). Mouse graphics: © 2020 The University of Texas M.D. Anderson Cancer Center.

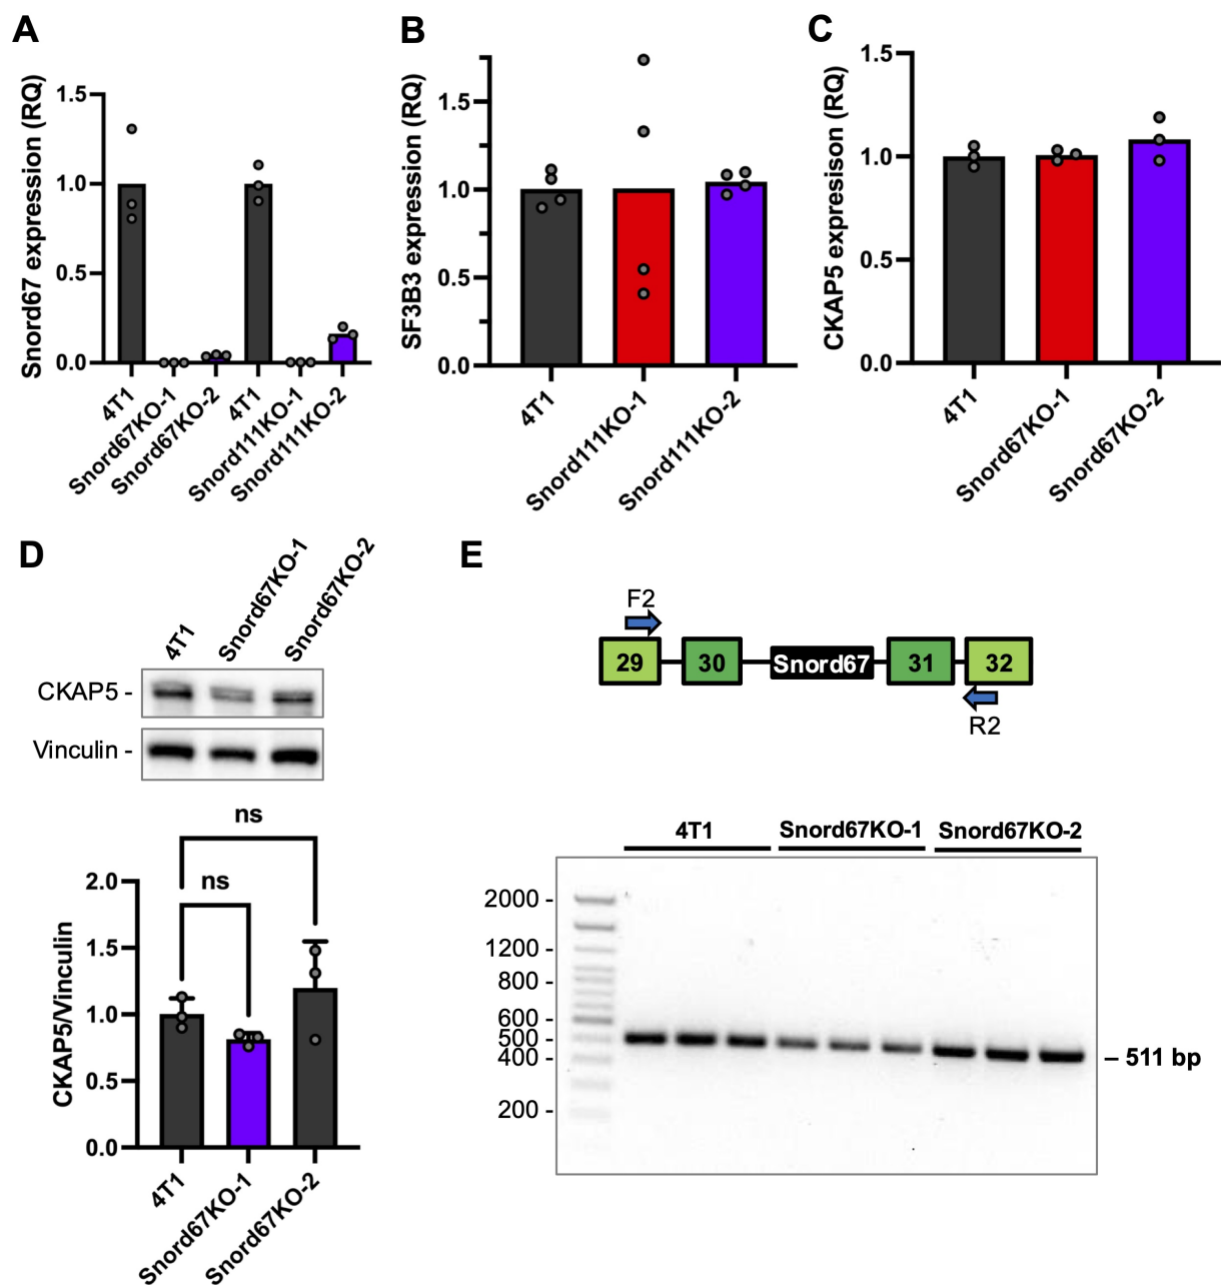

**Supplemental Figure 2. Snord67 knockout does not affect host gene expression in 4T1. (A)**

Expression of Snord67 and Snord111 in 4T1 WT cells and CRISPR knockout cells as quantified by qPCR and presented as relative quantification (RQ) compared to 4T1 WT. n=3 technical replicates. **(B–C)** Expression of Snord67 host gene *CKAP5* and Snord111 host gene *SF3B3* as quantified by qPCR (primers: Ckap5 F1 and Ckap5 R1; Sf3b3 F and Sf3b3 R), presented as RQ compared to 4T1 WT. n=3 (B) or 4 (D) technical replicates. **(D)** Western blot of CKAP5 and vinculin in 4T1 WT cells and two Snord67 knockout clones,  $p=0.49$  (4T1 vs. Snord67KO-1),  $0.47$  (4T1 vs. Snord67KO-2) by one-way ANOVA. **(E)** RT-PCR of CKAP5 using primer Ckap5 F2 (in exon 29) and primer Ckap5 R2 (in exon 32) to test for alternative splicing of the intron containing Snord67 or alternative splicing of exons 30–31 flanking this intron. n=3 biological replicates, error bars = +1 S.D.

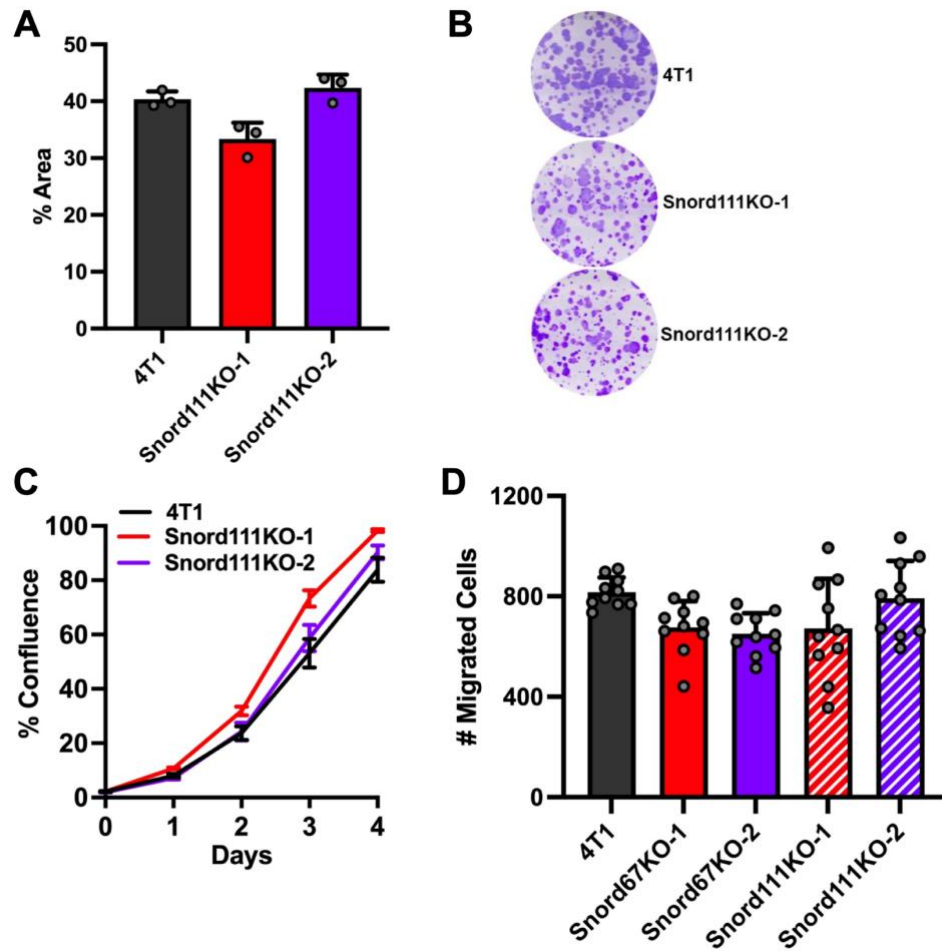

**Supplemental Figure 3. Snord111 knockout does not affect colony formation or cell proliferation, and Snord67 knockout does not affect migration. (A–B)** Colony formation assay demonstrating tumorigenesis. 4T1 WT cells and Snord111KO cells were plated in triplicate, and colonies were stained and quantified in relation to the area of each well that was covered after 7 days, error bars = +1 S.D. **(C)** Cell proliferation assay of 4T1 WT cells and Snord111KO cells. Growth of cells was captured as time-lapse images using IncuCyte over 5 days. Growth was quantified as percent confluence of each well. n=4 biologic replicates, error bars =  $\pm 1$  S.E.M. **(D)** Quantification of migration of 4T1 cells, Snord67KO cells, and Snord111KO cells by trans-well assay. Migration was measured as the number of cells on the underside of the migration chamber membrane after 18 hours, error bars = +1 S.D.

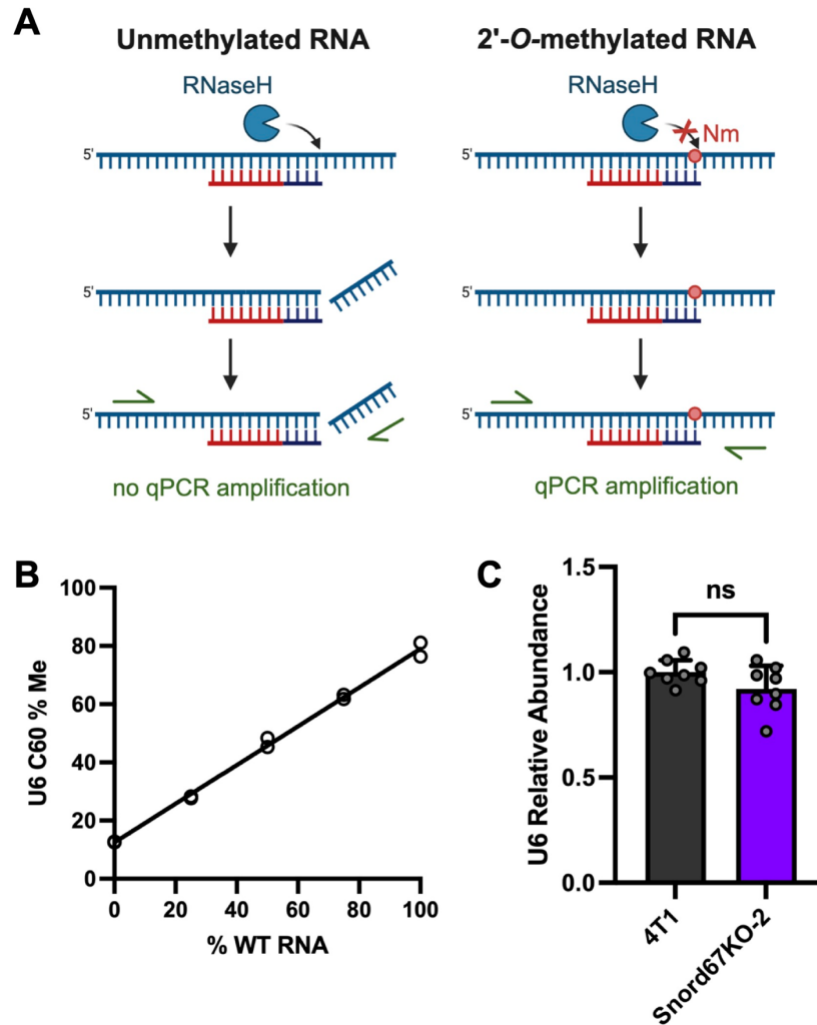

**Supplemental Figure 4. Snord67 mutant and site-specific measurement of 2'-O-methylation by Nm-VAQ.** (A) Schematic of the Nm-VAQ method. Chimeras composed of 2'-O-methylated (Nm) RNA (red) and DNA (dark blue) are designed to guide RNase H-mediated cleavage of the target RNA (blue) at the 2'-O-methylation site of interest. The presence of a 2'-O-methylated nucleotide (Nm) at that site blocks cleavage of the target RNA by RNase H. RT-qPCR with flanking primers is then used to measure the fraction of cleaved RNA and to calculate the percent 2'-O-methylation at that site. Created in BioRender. Zhou, K. (2025) <https://BioRender.com/v61g447>. (B) Total RNA isolated from EO771.LMB WT cells and from Snord67KO cells were mixed at varying ratios to generate a standard curve. U6 C60 2'-O-methylation increases linearly with the percentage of WT RNA in the mixture. (C) U6 expression levels in 4T1 WT cells and Snord67KO-2 cells, as measured by RT-qPCR. Error bars correspond to +1 S.D. The difference in U6 expression was not significant (ns) by Student's t-test ( $p=0.09$ ).

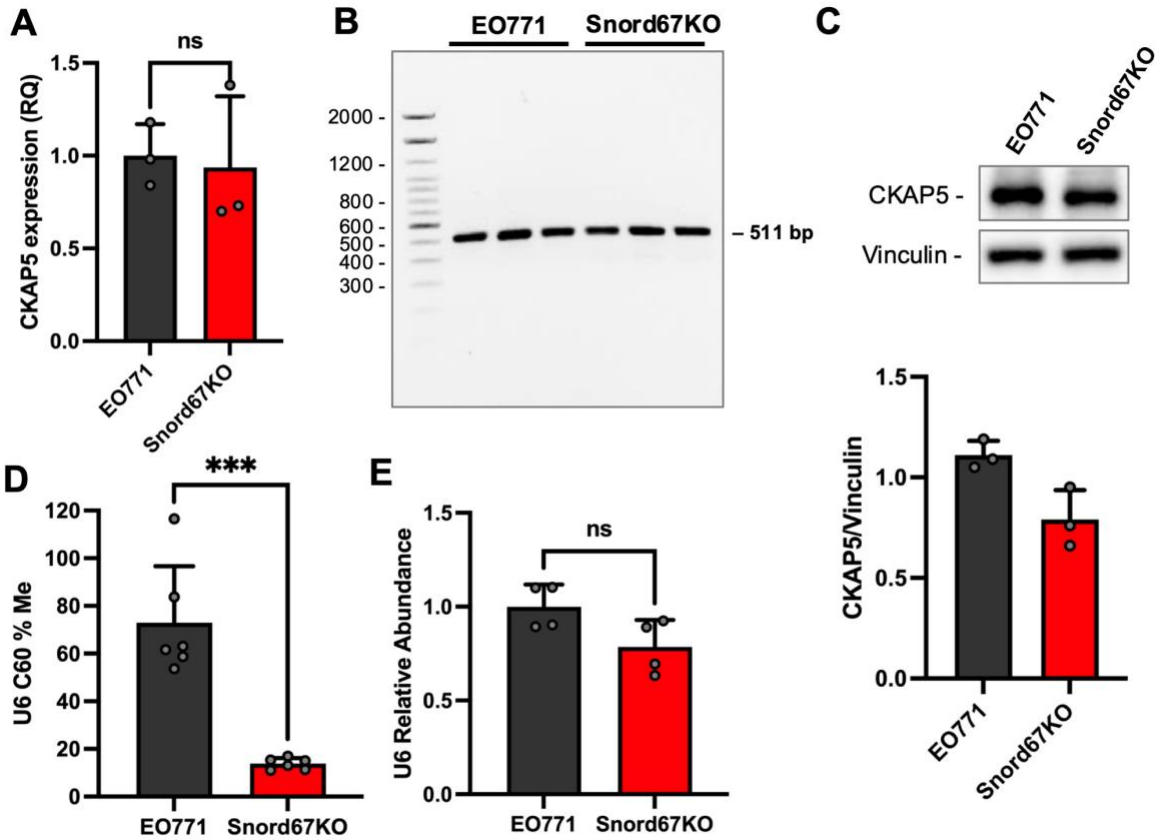

**Supplemental Figure 5. Impact of Snord67 knockout on CKAP5, U6, and U6 C60 2'-O-methylation in EO771.LMB.** (A) Expression of CKAP5 in EO771.LMB WT (EO771) and Snord67 knockout (Snord67KO) cells as quantified by RT-qPCR using primers Ckap5 F3 and Ckap5 R3, presented as relative quantification (RQ) normalized to EO771 WT. n=3 biological replicates. Statistical significance was determined by t-test ( $p=0.81$ ). (B) RT-PCR of CKAP5 using primers Ckap5 F2 and Ckap5 R2 flanking the intron containing Snord67. n=3 biological replicates. (C) Western blot of CKAP5 and vinculin in EO771.LMB WT cells Snord67KO cells. (D) U6 C60 methylation levels in EO771 WT cells and Snord67KO cells as measured by Nm-VAQ. Statistical significance was determined by t-test ( $p=0.0001$ ). (E) U6 snRNA expression levels in EO771 WT cells and Snord67KO cells as measured by RT-qPCR. Statistical significance was determined by t-test ( $p=0.06$ ). For all bar plots, error bars correspond to +1 S.D. ns = not significant, \*\*\* $p<0.001$ .

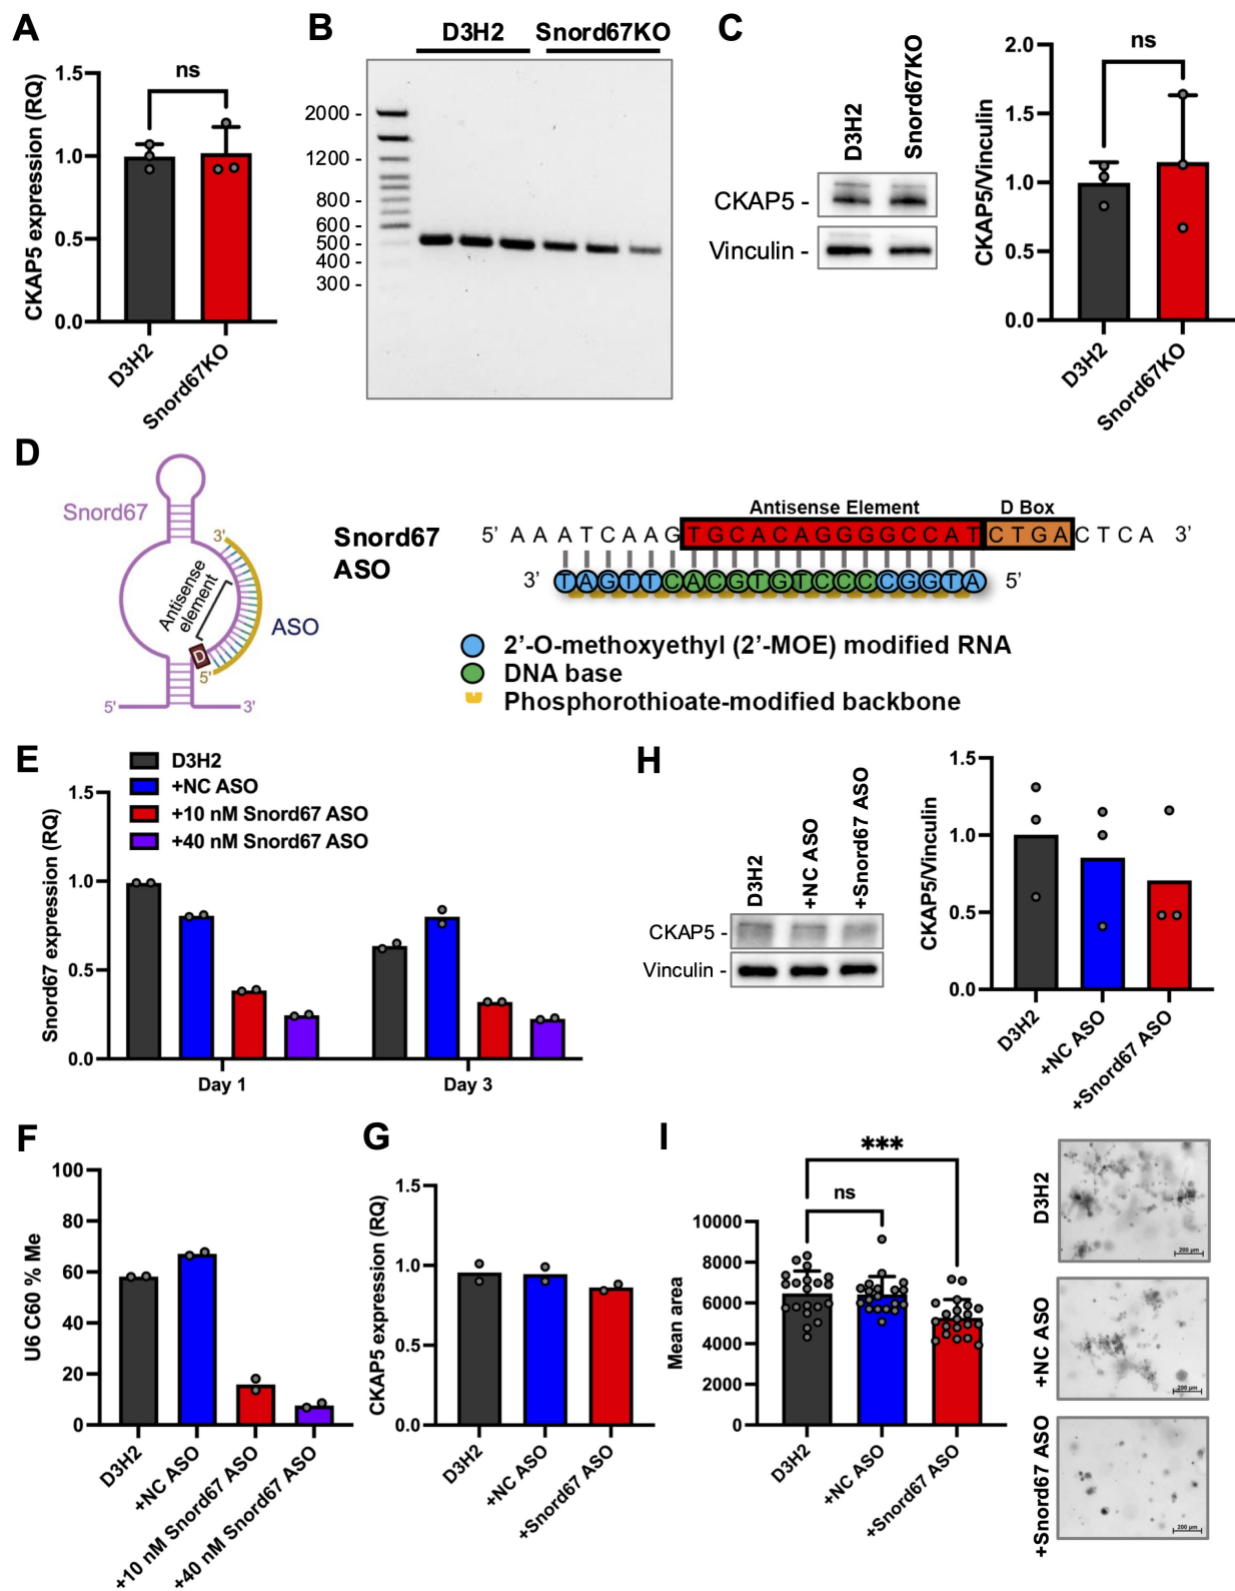

**Supplemental Figure 6. Impact of Snord67 knockout and Snord67 ASO on CKAP5 expression in D3H2.** (A) RQ of CKAP5 in D3H2 WT (D3H2) and Snord67KO cells by RT-qPCR (primers hCkap5 F1 and hCkap5 R1). n=3 biological replicates.  $p=0.85$ . (B) RT-PCR of CKAP5

using primers hCkap5 F2 and hCkap5 R2 flanking the intron containing Snord67. n=3 biological replicates. **(C)** Western blot of CKAP5 and vinculin in EO771.LMB WT cells and Snord67KO cells.  $p=0.64$ . **(D)** *Left*: Diagram showing binding of ASO to antisense element of Snord67. Created in BioRender. Zhou, K. (2025) <https://BioRender.com/o07w729>. *Right*: Design of Snord67 ASO with a phosphorothioate-modified backbone and flanking 2'-methoxyethyl-modified nucleotides at the 5' and 3' ends. **(E)** RQ of Snord67 by RT-qPCR at 1 and 3 days (n=2 technical replicates, normalized to GAPDH, repeated independently 3 times with similar results) and **(F)** U6 C60 methylation levels by Nm-VAQ at 3 days (n=2 technical replicates) after treatment with transfection reagent alone (D3H2) or transfection with 10 nM negative control ASO (+NC ASO) or with 10 or 40 nM Snord67 ASO. **(G)** RQ of CKAP5 at 3 days after treatment with transfection reagent alone (D3H2) or transfection with 40 nM NC or Snord67 ASO by RT-qPCR (primers hCkap5 F1 and hCkap5 R1, n=2 technical replicates). **(H)** Western blot of CKAP5 and vinculin in D3H2 cells with or without transfection of NC or Snord67 ASO (n=3 technical replicates, repeated independently 2 times with similar results). **(I)** Mean spheroid area of D3H2 cells at 7 days after plating in Matrigel and 8 days after treatment with transfection reagent alone (D3H2) or transfection with 40 nM NC or Snord67 ASO, quantified using 19 (+NC ASO) or 20 (D3H2, +Snord67 ASO) images,  $p=0.99$  (D3H2 vs. +NC ASO), 0.0005 (D3H2 vs. +Snord67 ASO). Scale bar = 200  $\mu\text{m}$ . Bar plots show mean, error bars = +1 S.D. Statistical significance was calculated by two-tailed t-test for two-sample comparisons, or by one-way ANOVA for comparisons of more than two samples; ns = not significant, \*\*\* $p<0.001$ .

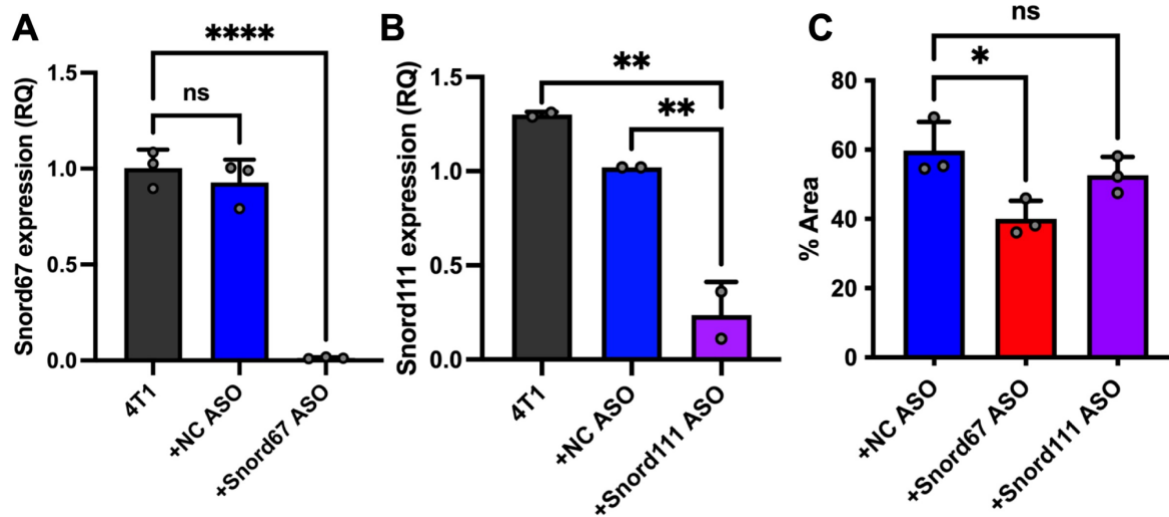

**Supplemental Figure 7.** (A) RT-qPCR relative quantification of Snord67 expression in untreated 4T1 WT cells and in 4T1 WT cells following treatment with 1  $\mu$ M negative control (NC) or Snord67 ASO for 48 hours *in vitro*.  $p=0.52$  for 4T1 vs. +NC ASO,  $p<0.001$  for 4T1 vs. +Snord67 ASO. (B) RQ of Snord111 expression by RT-PCR following treatment of 4T1 WT cells with no ASO, 1  $\mu$ M NC ASO, or 1  $\mu$ M Snord111 ASO for 72 hours *in vitro*.  $p=0.0031$  for 4T1 vs. +Snord111 ASO,  $p=0.0076$  for 4T1 vs. +Snord111 ASO. (C) 4T1 WT cells were treated with either NC ASO, Snord67 ASO, or Snord111 ASO, and then replated in triplicate for a colony formation assay. After staining, the percentage of each well covered by colonies was quantified.  $p=0.017$  for +NC ASO vs. +Snord67 ASO,  $p=0.36$  for +NC ASO vs. +Snord111 ASO. For all panels, error bars correspond to +1 S.D., and statistical significance was calculated by one-way ANOVA; \*\* $p<0.01$ , \*\*\*\* $p<0.0001$ .

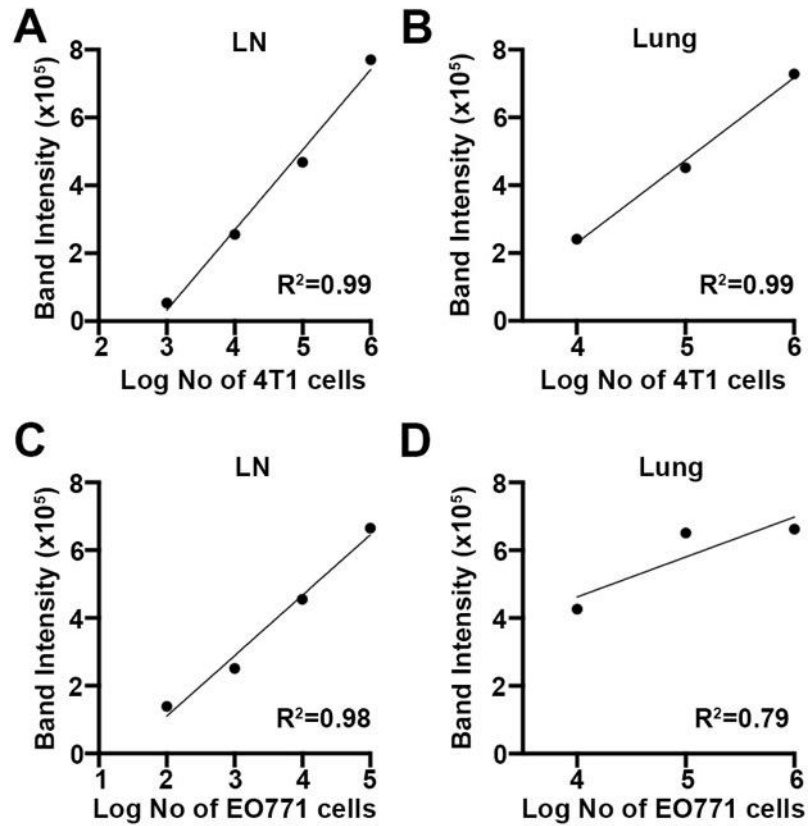

**Supplemental Figure 8. Quantification of LN and lung metastases from MFP tumor.** Known numbers of 4T1 or EO771.LMB cells were mixed with homogenized LN (**A and C**) or lung (**B and D**) tissues, and then a standard curve was created using qPCR quantification of reporter gene mCherry expression. Due to primer dimers, qPCR amplicons were resolved by agarose gel, and then band intensity was quantified to determine mCherry expression.

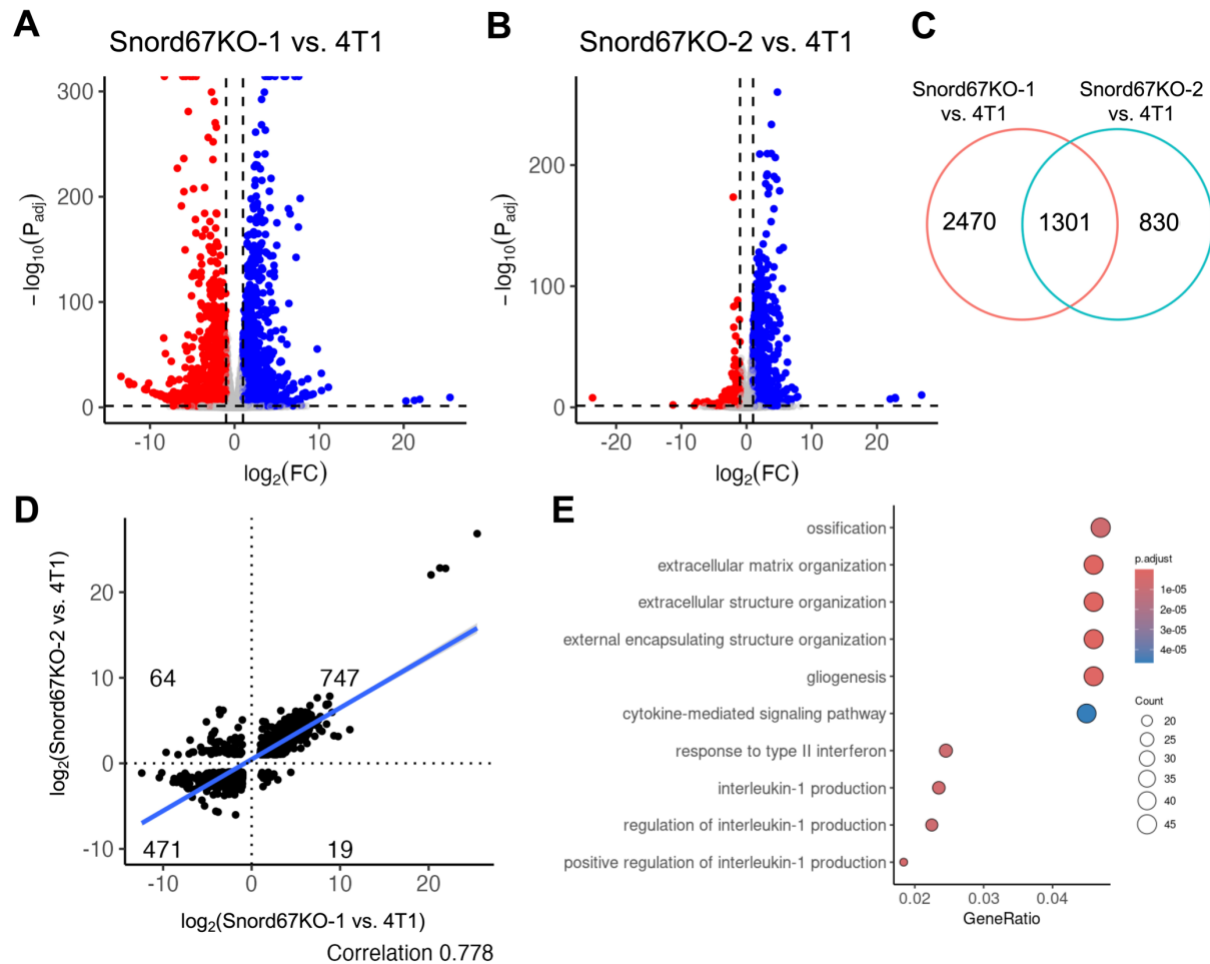

**Supplemental Figure 9. Differentially expressed genes in 4T1 WT and Snord67 knockout cells.** (A) Volcano plot of differentially expressed genes with  $|\log_2(\text{foldchange})| > 1$  and an adjusted  $p$ -value  $< 0.05$  in Snord67KO-1 versus 4T1 WT cells. Genes that are significantly upregulated in Snord67KO-1 cells are shown in blue, and genes that are significantly downregulated are shown in red. (B) Volcano plot of differentially expressed genes with  $|\log_2(\text{foldchange})| > 1$  and an adjusted  $p$ -value  $< 0.05$  in Snord67KO-2 versus 4T1 WT cells. Significantly upregulated genes are in blue, and significantly downregulated genes in red. (C) Venn diagram showing the overlap between differentially expressed genes identified in both Snord67 knockout clones relative to 4T1 WT. (D) Correlation between differential gene expression in both Snord67 knockout clones relative to 4T1 WT cells. Numbers designate the number of genes in each quadrant. Spearman's correlation coefficient is shown. (E) Gene ontology analysis of 1,301 genes that were differentially expressed in both Snord67 knockout clones relative to 4T1 WT. Enrichment analysis was performed in R using the `enrichGO` function with a  $p$ -value cut-off of  $< 0.05$ , and the Benjamini-Hochberg procedure was applied to adjust for multiple testing.

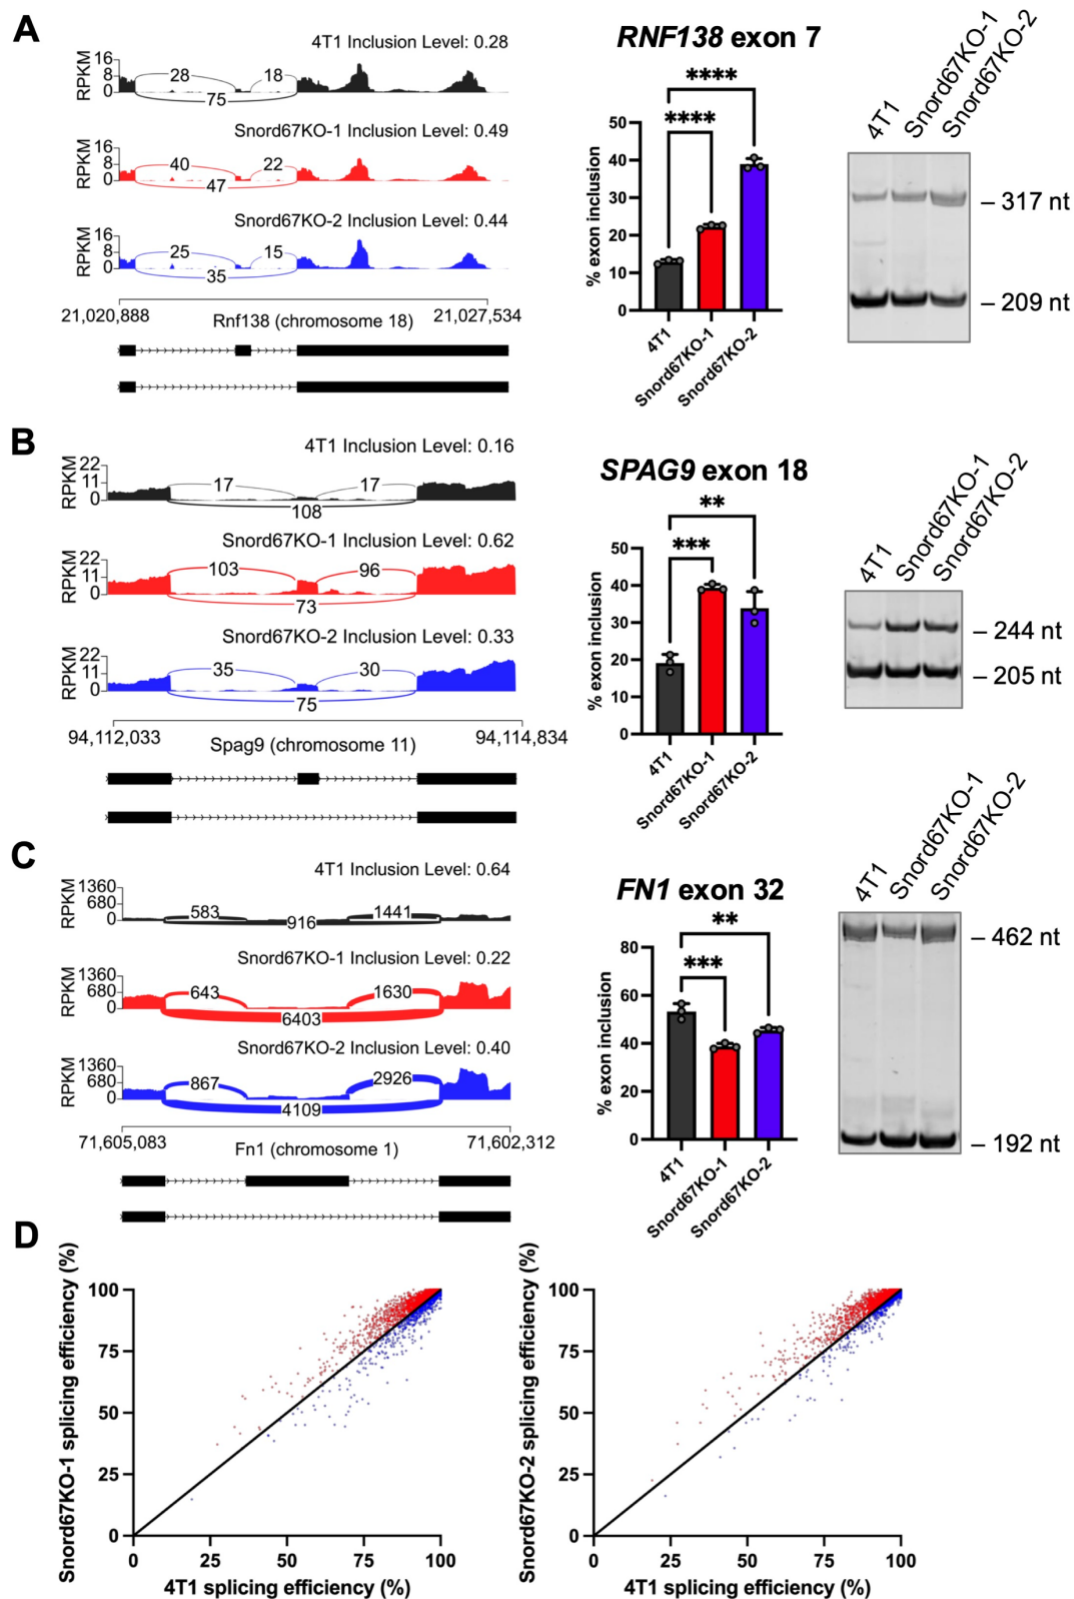

**Supplemental Figure 10. Differential alternative splicing and splicing efficiency in Snord67 knockout vs 4T1 WT.** Sashimi plots, RT-PCR gels, and quantification of RT-PCR gels for

differentially spliced **(A)** exon 7 in the *RNF138* gene ( $p < 0.0001$  for both comparisons), **(B)** exon 18 in the *SPAG9* gene ( $p = 0.0003$  for 4T1 vs. Snord67KO-1,  $0.0016$  for 4T1 vs. Snord67KO-2), and **(C)** exon 32 in the *FN1* gene ( $p = 0.0003$  for 4T1 vs. Snord67KO-1,  $0.0071$  for 4T1 vs. Snord67KO-2). The RNA-seq and RT-PCR experiments were performed in  $n = 3$  biological replicates. Error bars correspond to  $\pm 1$  S.D. Statistical significance was determined by one-way ANOVA;  $**p < 0.01$ ,  $***p < 0.001$ ,  $****p < 0.0001$ . **(D)** Splicing efficiency of each intron in Snord67KO-1 cells vs. 4T1 WT cells (*left*) or Snord67KO-2 cells vs. 4T1 WT cells (*right*), where splicing efficiency =  $100\% - \text{intron retention rate (\%)}$ . Each point represents an intron. The black line corresponds to equal splicing efficiency in the KO cells and WT cells. Red points correspond to introns with higher splicing efficiency in KO cells compared to WT cells, and blue points correspond to introns with higher splicing efficiency in WT cells compared to KO cells.

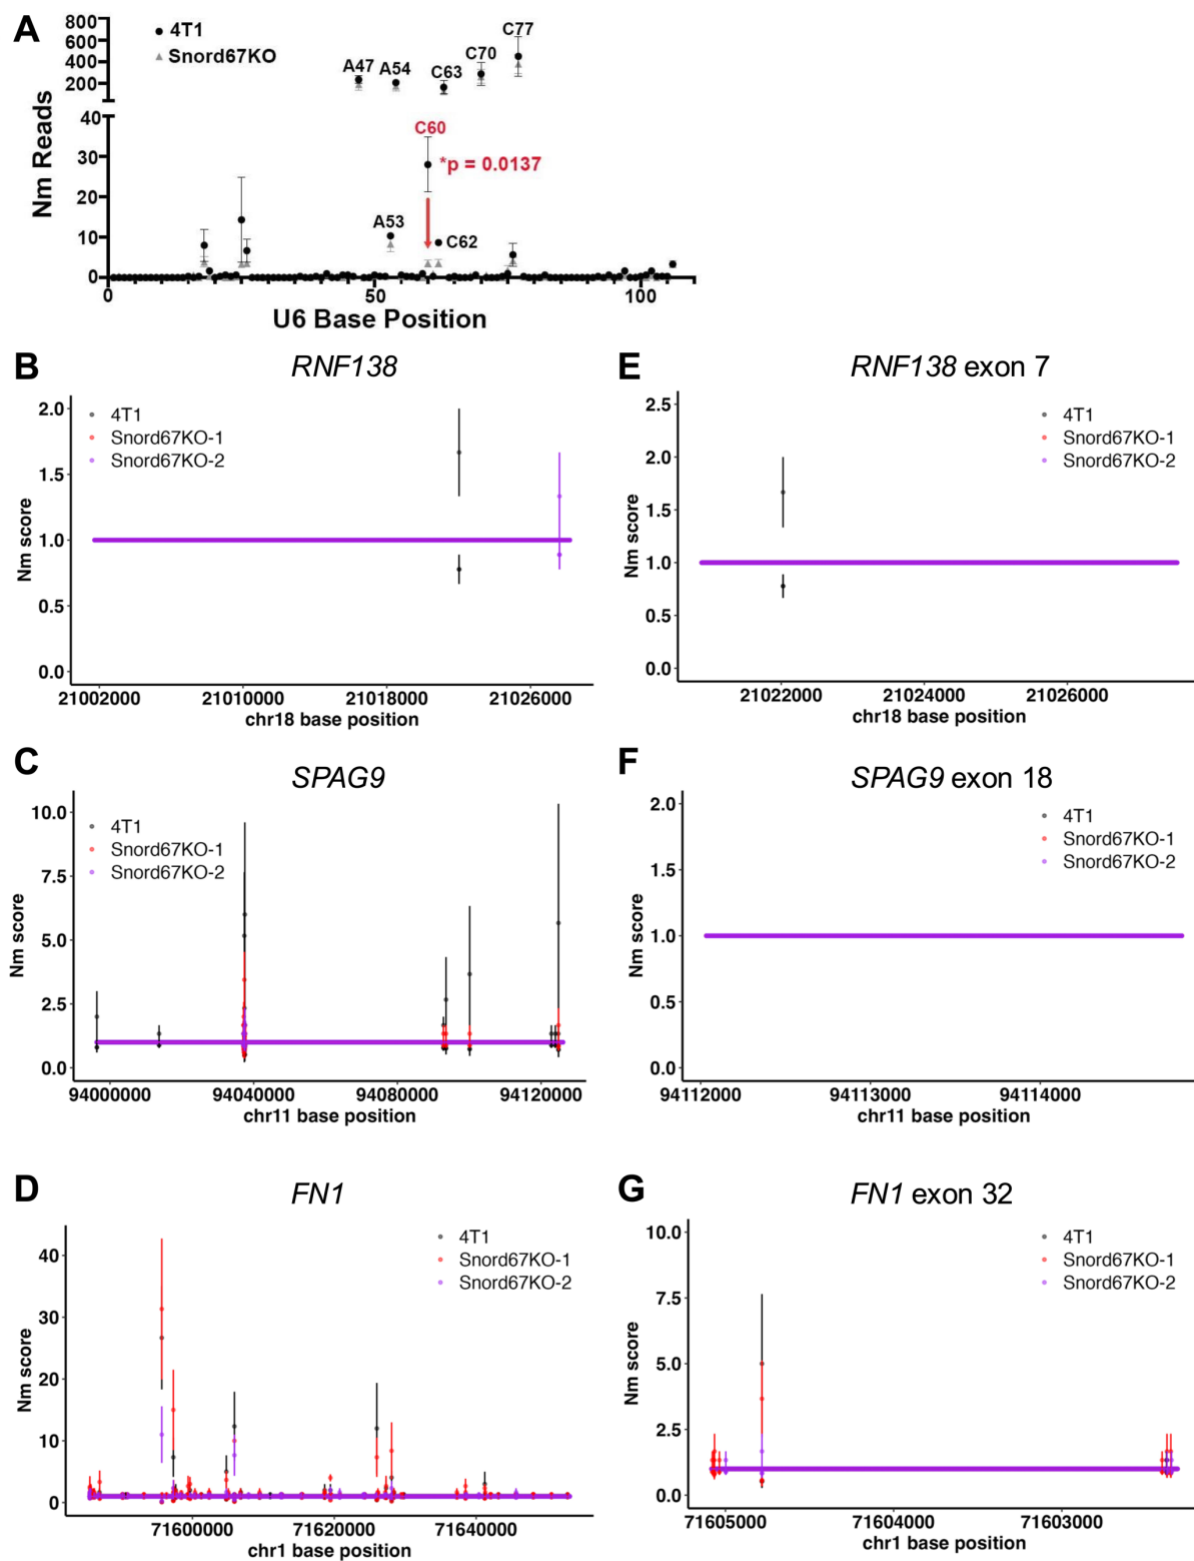

**Supplemental Figure 11. Analysis of 2'-O-methylation in 4T1 WT cells and Snord67 knockout cells by RibOxi-seq. (A) RibOxi-seq mapping of methylation reads in U6 snRNA in**

4T1 WT (4T1) and Snord67 knockout (Snord67KO) cells. **(B–G)** RibOxi-Seq mapping of Nm score throughout the whole gene (B–D) and within the alternatively spliced region (E–G) for three genes with cassette exons that exhibit differentially alternative splicing between 4T1 WT cells and two Snord67 knockout clones (Snord67KO-1 and Snord67KO-2). Error bars correspond to  $\pm 1$  S.E.

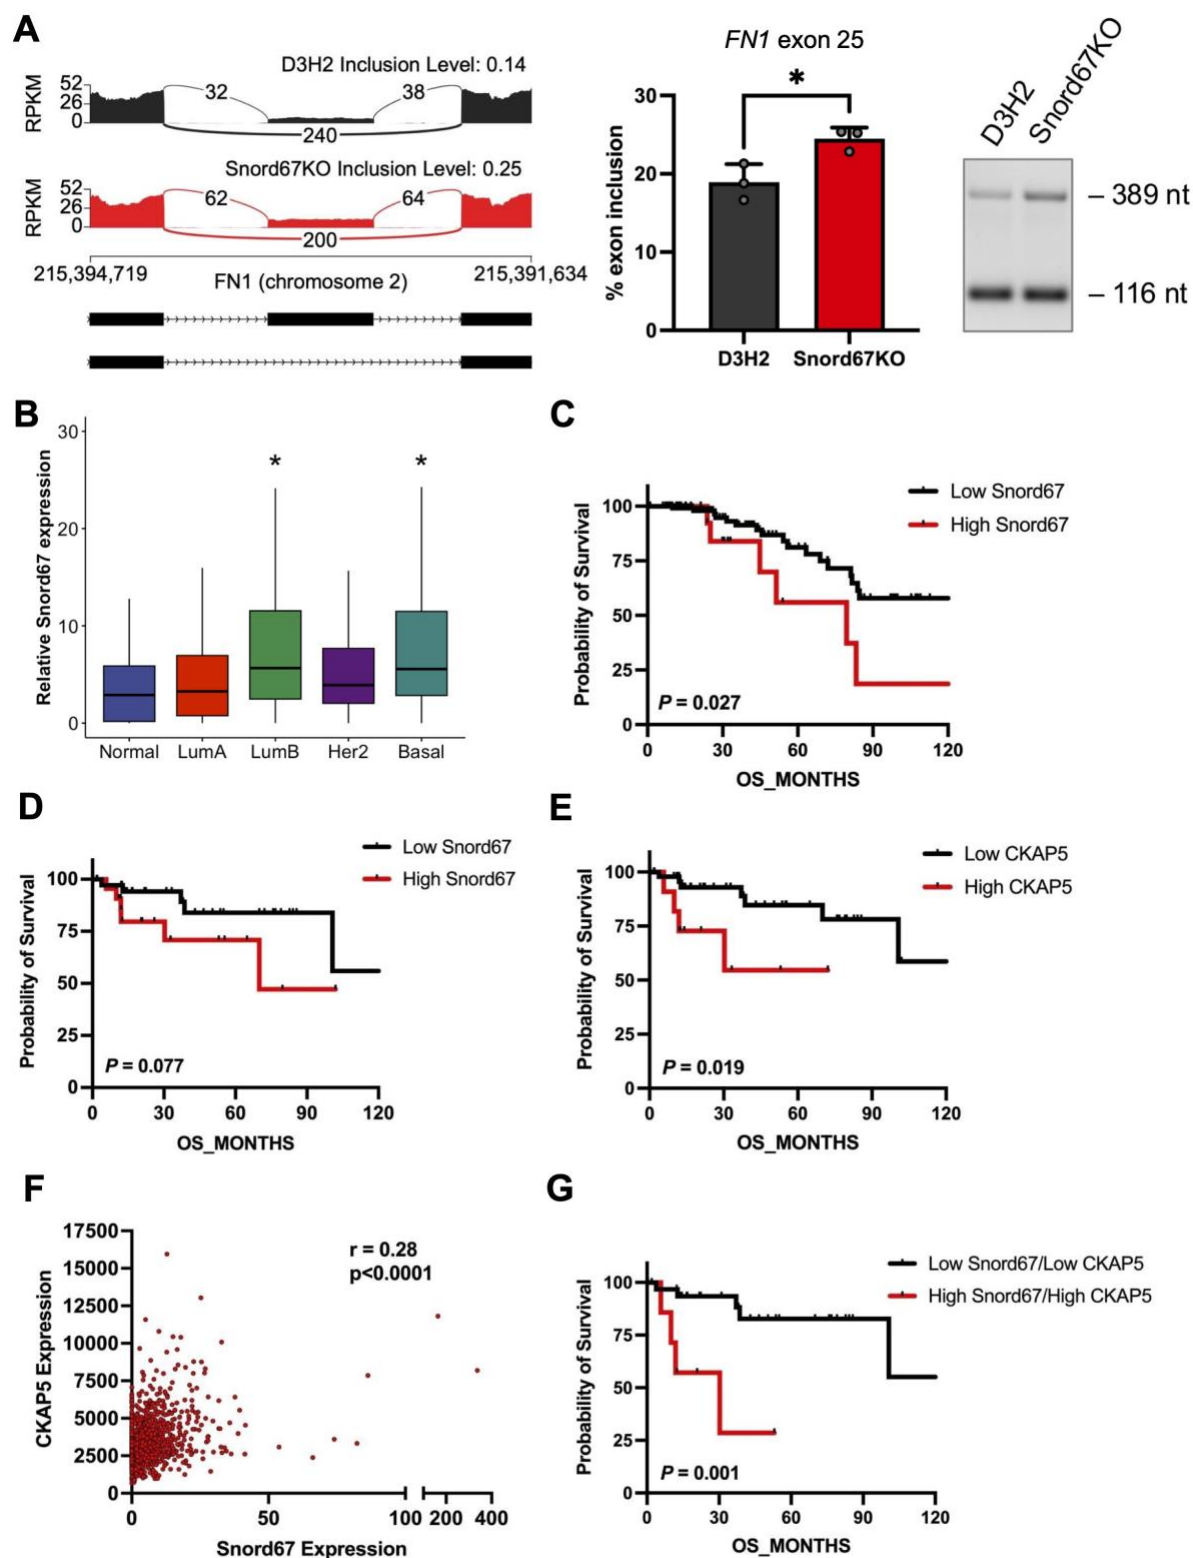

**Supplemental Figure 12. Validation of differential alternative splicing in Snord67 knockout vs D3H2 WT and analysis of Snord67 expression in TCGA data. (A) Left:** Sashimi plots for

differential splicing of exon 25 in the *FN1* gene in D3H2 WT cells compared to Snord67KO cells. *Right*: RT-PCR gel, with quantification by densitometry, for validation of differential splicing of exon 25 in the *FN1* gene in D3H2 WT cells compared to Snord67KO cells. The RNA-seq and RT-PCR experiments were performed in n=3 biological replicates. Error bars correspond to +1 S.D. Statistical significance was determined by two-tailed t-test; \* $p < 0.05$  ( $p = 0.024$ ). **(B)** Relative Snord67 expression by breast cancer subtype: normal (n=36), luminal A (n=495), luminal B (n=191), Her2 (n=77), and basal (n=165). Statistical significance was determined by two-tailed t-test, using the Benjamini-Hochberg method to correct for multiple testing; \*FDR-adjusted  $p$ -value  $< 0.05$  (adjusted  $p = 0.0061$  for LumB vs. LumA, 0.029 for Basal vs. LumA). **(C)** Overall survival by Snord67 expression in patients with the luminal B subtype of breast cancer. **(D)** Overall survival by Snord67 expression in patients with the HER2-enriched subtype of breast cancer. **(E)** Overall survival by *CKAP5* expression in patients with the HER2-enriched subtype of breast cancer. **(F)** Pearson correlation between Snord67 and *CKAP5* expression in patients with breast cancer (all subtypes). **(G)** Overall survival with high Snord67 and high *CKAP5* expression compared to low Snord67 and low *CKAP5* expression in patients with the HER2-enriched subtype of breast cancer. For survival analyses, statistical significance was determined by log-rank test.

| Gene Symbol   | Gene Description                                                  | Ratio<br>AxLN/MFP | Ratio<br>AxLN-LuM/AxLN |
|---------------|-------------------------------------------------------------------|-------------------|------------------------|
| 2810008D09Rik | RIKEN cDNA 2810008D09 gene                                        | 1.68226           | 0.64855                |
| Gm23119       | predicted gene, 23119                                             | 1.48750           | 0.71018                |
| Scarna17      | small Cajal body-specific RNA 17                                  | 1.56472           | 0.68108                |
| 2410006H16Rik | RIKEN cDNA 2410006H16 gene                                        | 2.44254           | 0.44586                |
| Gm22422       | predicted gene, 22422                                             | 1.80781           | 0.57619                |
| Il10rb        | interleukin 10 receptor, beta                                     | 1.40046           | 0.64862                |
| Neat1         | nuclear paraspeckle assembly transcript<br>1 (non-protein coding) | 2.40555           | 0.40762                |
| Snord1b       | small nucleolar RNA, C/D box 1B                                   | 1.49123           | 0.64902                |
| Snord1c       | small nucleolar RNA, C/D box 1C                                   | 1.54840           | 0.64509                |
| Snord1c       | small nucleolar RNA, C/D box 1C                                   | 1.54923           | 0.63556                |
| Snord104      | small nucleolar RNA, C/D box 104                                  | 1.53706           | 0.67291                |
| Snora34       | small nucleolar RNA, H/ACA box 34                                 | 1.44901           | 0.68701                |
| Gm25835       | predicted gene, 25835                                             | 1.54222           | 0.63436                |
| Snora16a      | small nucleolar RNA, H/ACA box 16A                                | 1.40703           | 0.67232                |
| Snord111      | small nucleolar RNA, C/D box 111                                  | 1.73464           | 0.47076                |
| Snord67       | small nucleolar RNA, C/D box 67                                   | 1.65565           | 0.56170                |
| Snord90       | small nucleolar RNA, C/D box 90                                   | 2.10628           | 0.47847                |
| Gm26079       | predicted gene, 26079                                             | 1.93116           | 0.58682                |
| Snord61       | small nucleolar RNA, C/D box 61                                   | 2.07915           | 0.47321                |
| Gm25970       | predicted gene, 25970                                             | 1.71851           | 0.54023                |
| Snora28       | small nucleolar RNA, H/ACA box 28                                 | 1.51386           | 0.65564                |
| Gm22858       | predicted gene, 22858                                             | 1.61493           | 0.57474                |
| Snord16a      | small nucleolar RNA, C/D box 16A                                  | 1.34579           | 0.71307                |
| Scarna9       | small Cajal body-specific RNA 9                                   | 1.59294           | 0.60752                |
| Gm22009       | predicted gene, 22009                                             | 1.20591           | 0.75911                |
| 5430416N02Rik | RIKEN cDNA 5430416N02 gene                                        | 2.11608           | 0.52848                |
| 5430416N02Rik | RIKEN cDNA 5430416N02 gene                                        | 2.25268           | 0.52391                |
| Gm20412       | predicted gene 20412                                              | 0.94989           | 0.38742                |
| 4930455G09Rik | RIKEN cDNA 4930455G09 gene                                        | 1.24982           | 0.32465                |
| H19           | H19, imprinted maternally expressed<br>transcript                 | 2.42053           | 0.19068                |

**Supplemental Table 1. Noncoding and poorly characterized RNAs that are differentially expressed in AxLN tumors: comparisons of gene expression in AxLN vs. MFP tumors and in AxLN-derived lung metastases (AxLN-LuM) vs. AxLN tumors.** Each row designates one microarray probe set. The genes are listed in the same order as they appear on the microarray heat map in Figure 1A. Note that in some cases the microarray included more than one probe set for the same gene.

|                        |                                                                                        |
|------------------------|----------------------------------------------------------------------------------------|
| NEB<br>miRNA<br>linker | 5'-/rApp/CTGTAGGCACCATCAAT/NH2/- 3'                                                    |
| RibOxi RT<br>Primer    | 5'-<br>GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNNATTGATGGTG<br>CCTACAG-3'                |
| 5'RNA<br>linker        | 5'-/Biosg/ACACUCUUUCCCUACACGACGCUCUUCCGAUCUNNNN-3'                                     |
| PCR_i5                 | 5'-aatgatacggcgaccaccgagatctacac- <b>i5(8nt)</b> -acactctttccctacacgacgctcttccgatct-3' |
| PCR_i7                 | 5'-caagcagaagacggcatacagat- <b>i7(8nt)</b> -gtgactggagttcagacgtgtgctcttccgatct-3'      |

**Supplemental Table 2. Oligonucleotides used for RNA- and RibOxi-sequencing in 4T1**

# Supplementary material for: Snord67 promotes breast cancer metastasis by guiding U6 modification and modulating the splicing landscape
**Source:** Nat Commun. 2025 May 2;16:4118. doi: 10.1038/s41467-025-59406-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1.** Noncoding and poorly characterized RNAs that are differentially expressed in AxLN tumors compared to MFP tumors. Each row designates one microarray probe set. The genes are listed in the same order as they appear on the microarray heat map in Supplemental Figure 1D. Note that in some cases the microarray included more than one probe set for the same gene.

**Supplementary Data 2.** Noncoding and poorly characterized RNAs that are differentially expressed in AxLN-derived lung metastases (AxLN-LuM) compared to AxLN tumors. Each row designates one microarray probe set. The genes are listed in the same order as they appear on the microarray heat map in Supplemental Figure 1E. Note that in some cases the microarray included more than one probe set for the same gene.

**Supplementary Data 3.** Sequences of Primers, CRISPR sgRNAs, and ASOs

**Supplementary Data 4.** Individual p-values for statistical analyses in main figures not included in the figure legends.

How the deposited data were processed for this re-analysis (not part of the article)

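RibOxi-seq counts of 4T1 cells were used, with 9 oxidized libraries of 3 genotypes (4T1 WT, Snord67KO-1 and Snord67KO-2, 3 biologic replicates each). Of 18 mapped samples, the 9 control samples have no column in the table and were not analysed here. The RNA-seq, microarray and patient data of the paper were not used here. The authors enriched poly(A) RNA, fragmented it, removed unprotected 3′ ends by oxidation and elimination, ligated a 3′ linker, and sequenced paired ends. They trimmed adapters and the linker with cutadapt, merged pairs with pear, mapped the merged reads to the index of their mRNA-seq analysis or to U6 snRNA and rRNA transcript sequences, and deposited the counts of read 3′ ends per genomic position without normalization. The paper's text does not give the handling of reads that map to several places, removal of duplicates, or the meaning of the mispriming column. PCR copies are not marked in the counts, so limits and intervals cover counting error only.

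The table holds 1825851 positions, of which 585186 have 0 in every library, and 4857967 counts in total. Each position has a gene name and no position is listed more than 1 time. Genes, exons and sequences were taken from GENCODE M21 on GRCm38, since 98.6% of the positions with a matching gene name lay inside that gene. There were 849 combinations of chromosome and gene name without a match. Positions marked mispriming held 271431 counts. The gene Rn45s took 19.3% to 32.4% of the counts of a library.

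U6 was analysed through genomic copies. The counts of the 43 copies identical to Rnu6 were summed, and 618 U6-like copies with an alignment score of at least 50, the identical ones included, were an alternative added after the data were examined. Groups were compared with two-sided exact permutation tests of the difference in means. Sites were the positions with at least 10 counts in at least 3 libraries. They were tested in 3 ways: by count with edgeR's quasi-likelihood test and TMM normalization, by the same test with the log of the counts on the rest of the gene plus 1 as an offset (genes with at least 50 other counts), and by limma on the log2 Nm score with 0 counts set to 1. Each fit held all 9 libraries, with contrasts of the average of both clones, Snord67KO-1 and Snord67KO-2 against 4T1 WT. Benjamini-Hochberg adjustment was used with a threshold of 0.05. These tests, the alternatives except those named as added, and the rule for named sites were set before the data were examined. The rule named the 8 known U6 sites, the 3 highest mean Nm scores in Rnf138, Spag9 and Fn1, the genes the paper names, and for each test up to 3 sites with the smallest p of the average contrast among those past the threshold and separated in every library.

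A position was called linker-like when at least 4 of the 6 bases after it in annotated exon sequence matched the start of the 3′ linker of Supplemental Table 2. This was defined after the data were examined. The tests of sites were tested on simulated data with 200 changed positions. Splits of the libraries were counted by refitting, with at most 100 splits, the real one included, drawn with seed 67. Alternatives covered normalization, count filters, offsets, pseudocounts, neighbors of the Nm score, a replicate block, and each replicate left out in turn. R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. An adjusted p was not given by DESeq2 for 1339 positions of the average contrast, and these were left as not given.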

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

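The test relative to the rest of the gene was set before the data were examined. The other tests of explanations for the results in this part were chosen after the results had been seen.

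A signal in a gene that the paper's RibOxi-seq analysis does not discuss was found at position 104440951 of Spp1 on chromosome 5. Over the 6 knockout libraries it was on average at least 5.72-fold higher than the limit that 0 counts allow in 4T1 WT. A difference in library depth is argued against, since the lowest knockout library had 18.9 counts per 1000000 counts (CPM) and the highest limit in 4T1 WT was 4.80 CPM. The position is not marked mispriming and 0 of the 6 bases after it match the linker, but 104440946, which lies 5 nucleotides upstream, is marked and matches at 5 of them. Whether internal priming gave a part of its counts cannot be told apart. Its counts in the knockout libraries, set against the counts on the rest of the gene times the library's share at marked positions, had a chi-square of 43.9 over 5 degrees of freedom. Against the rest of the gene alone, the same counts at 104440951 had a chi-square of 3.35. At 104440946 the order was reversed, with 41.8 against the rest of the gene alone and 3.30 with the share included. The counts at 104440951 therefore followed the rest of the gene more closely than the share at marked positions. These values measure against counting error alone, and pairs of knockout replicates already had 2.41 to 6.93 per degree of freedom over genes. Internal priming at a part of the counts is not excluded by them. A higher level of Spp1 RNA stays open. The rest of the gene was 17.0-fold higher in Snord67KO-1 and 20.9-fold higher in Snord67KO-2, and relative to the rest of the gene the position had an adjusted p of 0.266 by the same test, and 0.206 to 0.600 under the alternatives. At the share of the gene's counts seen in the knockout libraries, 2.67 counts would be expected over the WT libraries, and 0 were found. The pattern may therefore reflect RNA abundance in the clones rather than methylation, which was not measured apart from it.

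In 2 of 10 groups of 6 knockout libraries with any spread, the highest library stood apart from the others by Dixon's criterion, whose rate of about 1 in 20 by chance does not hold for groups with so few counts. At position C70 of the identical U6 copies, Snord67KO-1 replicate 3 had 2 counts and the other knockout libraries had 0. Counting noise is a candidate explanation, since 2 counts fall into the same library with a probability of 0.187. At position A47 of the U6-like copies, Snord67KO-1 replicate 3 had 10 counts and the next library 3. In CPM the gap was 0.513 of the range, under the critical value of 0.625, which does not show that library depth was the cause. Snord67KO-1 replicate 1 had a similar total (673702 against 686776 counts in replicate 3) and 3 counts at A47. No biological explanation was tested for either library.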

How the results depend on the processing

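Added alternatives in this part (U6-like copies, and fits without marked, linker-like, Rn45s or repeated positions) and all tests of the splits were chosen after the results had been seen.

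The tests of sites relative to the rest of the gene and by Nm score gave 0 calls in each of the 3 comparisons under all 19 alternatives, with 32 to 793 and 18 to 1035 positions at an unadjusted p under 0.05. The real split gave 0 calls in these tests, so every split gave at least as many by construction. With the real split included, these were 100 of 100 for the average and 10 of 10 for each clone, so the comparison says nothing about these tests. For the average, other splits had a median of 0 calls and reached 280 relative to the rest of the gene and 427 by Nm score. Both of these highest splits set 4T1 WT replicates 1 and 2 and Snord67KO-1 replicate 1 against the others.

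The single call by count depended on the setting. It was lost for the average, Snord67KO-1 and Snord67KO-2 with at least 30 counts in at least 3 libraries (0 calls in each, by construction of the filter) and with library totals and no scaling factor (0 in each). It was lost for Snord67KO-2 with at least 5 counts (0), and for both single clones with no filter apart from 10 counts over all libraries (0 in each, with 16549 positions tested) and with only the groups compared (0 in each, where the position no longer passed the count filter for Snord67KO-2). DESeq2's size factors and Wald test gave 14, 13 and 24 calls (1 lower and 13 higher, 0 and 13, 7 and 17), and no adjusted p for the Spp1 position in the average and in Snord67KO-2. In the 9 fits that each left out 1 replicate, there were 0 to 0 calls for the average, 0 to 3 for Snord67KO-1 and 0 to 0 for Snord67KO-2. Without 4T1 WT replicate 2 there were 3 for Snord67KO-1. Without any 1 of the Snord67KO-1 replicates the Spp1 position no longer passed the count filter. Without positions marked mispriming or followed by linker-like sequence there were 2 calls for Snord67KO-1, and without positions named Rn45s 4. At an unadjusted p under 0.05, the alternatives gave 21 to 2740 positions. Where a count filter did not remove the position, the cause was not tested. The real split itself is counted among the splits. Of 100 splits, 3 gave at least as many calls as the real split for the average. Of 10 splits it was 2 for Snord67KO-1 and 1, the real split alone, for Snord67KO-2, where 10 splits cannot reach a share under 0.05.

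With the replicate number as a block, the count test gave 0 calls in each comparison, and the C60 counts had a difference of 0. The numbers did not pair the libraries, since 3 of 9 same-numbered pairs had a correlation over 0.1 (from -0.567 to 0.742). In the tests relative to the rest of the gene and by Nm score, the block changed no call. The remaining results were not run with the block.

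The results on identical U6 copies were 0 under the alternatives set in advance. The difference at C60 was 0 to 0 counts and the number of detected sites 0 to 0 with each replicate left out. In U6-like copies, 5 sites were detected, and the differences at C60 were -0.333 counts and -0.469 per 100 counts at the other sites. C60 per 100 counts could not be computed for identical copies, and the other sites per 100 counts were not run. In Fn1, 0 to 1 of the 3 to 5 positions tested passed the threshold over the list alone with each replicate left out, the 1 being without 4T1 WT replicate 3. No position of Rnf138 or Spag9 passed the filter, so none was tested there. The identical copies had 6 counts in total, and what limits the U6 results was not tested.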

Differences from the paper's values

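None of the comparisons in this part was chosen after the result was seen, apart from the U6-like copies and the selection of values from the figure.

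The paper states that all 8 known U6 sites were detected in 4T1 WT. In the genomic copies identical to U6, 0 were detected, and none of the alternatives set before the data were examined closed the gap (0 with at least 3 counts, with the Nm score and without each WT replicate). These alternatives reused the same 6 counts, so none of them could have closed it. Reads that the authors mapped to U6 transcript sequences were not used here. With the U6-like copies, chosen after seeing the values, 5 were detected. The highest Nm scores in Fn1 were close to those in Supplemental Fig. 11, read by eye. They were 26.7, 31.3 and 11.0 in 4T1 WT, Snord67KO-1 and Snord67KO-2, against about 27, 31 and 11. In Rnf138 it was 1.67 in 4T1 WT, against about 1.7.

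At C60, the paper's mean is about 28 reads in 4T1 WT and about 3.5 in Snord67 knockout cells in Supplemental Fig. 11A, read by eye. The mean here was 0 counts in both. The alternatives set before the data were examined reused these counts, so none of them could have closed the gap. With the U6-like copies, chosen after seeing the values, the means were 0.333 in 4T1 WT and 0 in the knockout libraries. At C62, the paper's means are about 9 reads in 4T1 WT and about 3.5 in the knockout in Supplemental Fig. 11A, read by eye. Here there were 0 counts in both, which the alternatives set before the data were examined could not change. With the U6-like copies, chosen after seeing the values, the means were 0.333 in 4T1 WT and 0 in the knockout libraries.

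For the other sites in 4T1 WT, the paper's means in Supplemental Fig. 11A, read by eye, are about 240 reads at A47, about 10 at A53, about 200 at A54, about 160 at C63, about 290 at C70 and about 450 at C77. The means here were 0 at A47, A53, A54 and C63 and 0.333 at C70 and C77, and counts per 1000000 counts of the library did not close the gap. With the U6-like copies, chosen after seeing the values, they were 5.33, 0, 3.67, 6.67, 5.00 and 25.0.

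The paper identifies no differential site outside U6. The count test here called 1 position, in Spp1 (adjusted p = 0.0289, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Relative to the rest of the gene and by Nm score it was not called, and by count it was not called with library totals alone, with at least 30 counts or with the replicate block. DESeq2 called 14 positions for the average, 13 for Snord67KO-1 and 24 for Snord67KO-2. These lay under 7, 7 and 12 gene names, not all of them independent, and the called Tex14 positions had the same counts as each other in every library. Relative to the rest of the gene, by edgeR's quasi-likelihood test, their smallest adjusted p was 0.177, 0.760 and 0.167 in the same order. At C60, where the paper shows a loss, there were 0 counts in the identical copies and 1 in the U6-like copies, so no setting here could have called a difference. The methods name mapping to U6 snRNA transcript sequences, and those reads were not used here.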

Other observations

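The tests of the split with the most calls without linker-like positions, and of the correlation of the clones without them, were set before their results, and the others in this part were chosen after the results had been seen.

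The share of counts at positions marked mispriming ranged from 1.38% to 17.8% between libraries. Library depth is argued against, because pairs of libraries of the same genotype with totals within 5% of each other had shares that differed at least 3.45-fold. Genotype as the whole cause is argued against too, because the 4T1 WT libraries differed up to 6.95-fold and the means of the genotypes 3.69-fold. Annealing of the reverse transcription primer inside transcripts stays open. Among tested positions in annotated exons, 99.7% of 340 marked positions were followed by linker-like sequence, and so were 39.1% of 284 unmarked ones (95% Wilson interval 33.6% to 44.9%), against 4.24% of 41843 unmarked positions with 1 or 2 counts. With the 6 linker bases in 179 other orders, the median for the unmarked tested positions was 2.11% and the highest 38.7%. Across the 9 libraries the share of counts at unmarked linker-like positions rose with the share at marked ones (Pearson's r = 0.997, permutation p = 8.27e-06, adjusted 1.65e-05; Spearman's rho = 0.983, permutation p = 4.96e-05, adjusted 9.92e-05; r = 0.990 without the 2 farthest libraries). For unmarked positions without such sequence r was 0.612 (permutation p = 0.120, adjusted 0.120), rho was 0.167 (permutation p = 0.678, adjusted 0.678), and r without the 2 farthest was -0.696. These were 2 relations in the same family. Some unmarked positions with many counts may therefore come from internal priming rather than from methylated ends. The labels and the paper give no library batch.

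High Nm scores in exons were often at such positions, which were also most of the tested exon positions. Of 415 tested exon positions with a mean Nm score of at least 10, 269 were marked and 72 more were linker-like, which is 82.2% together, against 72.3% of all 624 tested exon positions. Of the 146 unmarked ones, 49.3% were linker-like (95% Wilson interval 41.3% to 57.3%), against 39.1% of all unmarked tested positions and 4.24% of those with 1 or 2 counts. Internal priming at a part of them may contribute. The shares of all tested positions include the high-score positions themselves, so they understate the excess over the remaining positions. Of the unmarked high-score positions, 74 were not linker-like.

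The split of the libraries with the most calls by count set 4T1 WT replicate 2 and Snord67KO-1 replicates 1 and 2 against the others, and gave 411 calls. Marked or linker-like positions made up 74.2% of these calls and 24.1% of the tested positions, but most other positions had no exon sequence to look up. Over the positions that were marked or had it, they made up 84.3% of 362 calls. Among all such tested positions, 505 were marked or linker-like and 173 were neither, so they were most of these too. Of the unmarked exon positions, 66 of 111 with linker-like sequence, 49 of 106 with 2 or 3 linker bases and 8 of 67 with at most 1 were called, so internal priming may have given a part of the calls, at partial matches too. As the whole cause, internal priming directly before linker-like sequence is argued against by the called share at positions with at most 1 linker base, which was 11.9% (95% Wilson interval 6.18% to 21.8%, with 5% set as the limit). Positions are not independent, and the interval lies close to the limit. How far it reached beyond these positions cannot be told apart. Without marked and linker-like positions the same split gave 122 calls among 1587 positions, of which 68 were at the 173 with exon sequence, and refitted over those 173 alone it gave 8 calls (78 at an unadjusted p under 0.05). No biological explanation was tested, since that split does not follow the genotypes.

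The fold changes of the clones against the same WT libraries correlated across positions with r = 0.670, and 74.1% had the same sign. Unchanged libraries simulated against those WT libraries gave 0.453 (0.406 to 0.493) and 65.3% over 100 simulations. Positions are not independent replicates. Whether internal priming in the WT libraries gave this cannot be told apart. Without marked and linker-like positions the correlation was 0.666, against 0.391 to 0.508 in the simulations, and 72.8% had the same sign, against 62.7% to 67.3%, but most of the 1587 positions kept had no exon sequence to look up. Over the 173 that had, the correlation was 0.719 against 0.299 to 0.551 and the share with the same sign 68.8% against 59.2% to 71.1%, but 106 of them had 2 or 3 linker bases. RNA levels shared by the clones stay open and were not tested over all positions. By count, 1 position was called in both clones, and 0 in the simulations.

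Without marked and linker-like positions, the count test on simulated libraries called 5.50% of the positions with a 2-fold change, 78.0% with a 4-fold and 94.0% with an 8-fold change, and the biological coefficient of variation was 0.389.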
